# Asparagine restriction enhances CD8^+^ T cell metabolic fitness and antitumoral functionality through an NRF2-dependent stress response

**DOI:** 10.1038/s42255-023-00856-1

**Published:** 2023-08-07

**Authors:** J. N. Rashida Gnanaprakasam, Bhavana Kushwaha, Lingling Liu, Xuyong Chen, Siwen Kang, Tingting Wang, Teresa A. Cassel, Christopher M. Adams, Richard M. Higashi, David A. Scott, Gang Xin, Zihai Li, Jun Yang, Andrew N. Lane, Teresa W.-M. Fan, Ji Zhang, Ruoning Wang

**Keywords:** Immunology, Immunotherapy, Metabolism

## Abstract

Robust and effective T cell immune surveillance and cancer immunotherapy require proper allocation of metabolic resources to sustain energetically costly processes, including growth and cytokine production. Here, we show that asparagine (Asn) restriction on CD8^+^ T cells exerted opposing effects during activation (early phase) and differentiation (late phase) following T cell activation. Asn restriction suppressed activation and cell cycle entry in the early phase while rapidly engaging the nuclear factor erythroid 2-related factor 2 (NRF2)-dependent stress response, conferring robust proliferation and effector function on CD8^+^ T cells during differentiation. Mechanistically, NRF2 activation in CD8^+^ T cells conferred by Asn restriction rewired the metabolic program by reducing the overall glucose and glutamine consumption but increasing intracellular nucleotides to promote proliferation. Accordingly, Asn restriction or NRF2 activation potentiated the T cell-mediated antitumoral response in preclinical animal models, suggesting that Asn restriction is a promising and clinically relevant strategy to enhance cancer immunotherapy. Our study revealed Asn as a critical metabolic node in directing the stress signaling to shape T cell metabolic fitness and effector functions.

## Abstract (web summary)

Gnanaprakasam et al. study the amino acid requirements during different phases of T cell activation and show how asparagine restriction imparts opposing effects during early and late phases of T cell maturation through an NRF2-dependent mechanism.

## Main

The exquisite specificity, amplitude and quality of the T cell response are critical for immune surveillance and cancer immunotherapy. However, the T cell response is a metabolically costly process. It is often constrained by the metabolic landscape of the tissue microenvironment and the rapidly proliferating pathogens or cancer cells that compete for nutrient resources with the host. T cell activation rapidly engages the central carbon catabolic pathways, including glycolysis, the pentose phosphate pathway (PPP) and the tricarboxylic acid (TCA) cycle, to prepare cells for growth, differentiation and immune defense^1–4^. An optimal allocation of limited energy and nutrient resources among growth, repair and production of effector molecules is required to maximize T cell-mediated responses. The largest constituent of cell mass comes from amino acids in proteins. Amino acids are the building blocks of protein, sources of carbon or nitrogen for energy, anabolic substrates, and signaling molecules. T cells rely solely on exogenous sources of essential amino acids to grow. Although T cells can synthesize all of the non-essential amino acids (NEAAs), robust proliferation and effector response requires an exogenous supply of NEAAs^5,6^. The bioavailability of amino acids is tightly coupled with the central carbon metabolism and cell signaling transduction that shape T cell proliferation, differentiation and immunological functions^1^. CD8^+^ effector T (T_eff_) cells play a major role in antitumor immunity and elicit antitumor activity by directly recognizing and killing antigen-presenting tumor cells and orchestrating numerous adaptive and innate immune responses. However, tumors can co-opt various immunosuppressive mechanisms that act in concert to foster an immune-tolerant microenvironment and thus escape the T cell-mediated antitumor immune response^7,8^. As activated T cells share metabolic characteristics with tumor cells^7,8^, the metabolically demanding cancer cells restrict the function of T_eff_ cells by competing for nutrients and producing immunosuppressive metabolites^7^. The development of CD8^+^ T_eff_ responses can be broadly classified into two distinct and sequential phases: an activation phase (early) in which CD8^+^ T cells accumulate cellular mass and prepare to divide, followed by a differentiation phase (late) in which CD8^+^ T cells rapidly expand and differentiate into effector cells^9^. Shifts in energy and carbon expenditure accompany the early-to-late phase transition to support different biological activities and effector functions. A better understanding of the amino acid dependence of CD8^+^ T cells and the metabolic interplay within the tumor microenvironment will enable us to devise rational and effective approaches to improve T cell metabolic fitness and cancer immunotherapy.

## Results

### Profiling the dependency of CD8^+^ T cells on extracellular amino acids

To systematically assess the amino acid dependence of T cells, we prepared single amino acid-deficient media by removing each of the 18 amino acids from the culture media. Glutamate (Glu) or aspartate (Asp) restriction was excluded from the experiment because non-neuronal cell types, including T cells, cannot transport these two amino acids^10^. Then, we activated CD8^+^ T cells under single amino acid-deficient conditions and profiled cell activation marker and size in the initial activation phase (24 h) and proliferation and interferon-γ (IFN-γ) production in the differentiation phase (72 h) (Fig. 1a). The activation markers CD25 and CD69 were induced after activation under every single amino acid restriction condition, albeit to various degrees (Fig. 1b). However, cell growth in the early phase, proliferation, and cytokine production in the late phase strictly require all essential amino acids and several NEAAs, including glutamine (Gln), arginine (Arg), cysteine (Cys) and tyrosine (Tyr) (Fig. 1b). These findings align with the known role of NEAAs in supporting the bioenergetic and biosynthetic activities of T cells^1,5,6,11–14^. In line with recent findings that extracellular Asn is required for T cell activation^15,16^, Asn restriction reduced cell size and the level of activation markers (Fig. 1b). In contrast, Asn restriction enhanced proliferation and the production of IFN-γ^+^ CD8^+^ T_eff_ cells (Fig. 1b), indicating that Asn restriction elicited opposing effects on CD8^+^ T cells during activation and differentiation.

**Fig. 1:**
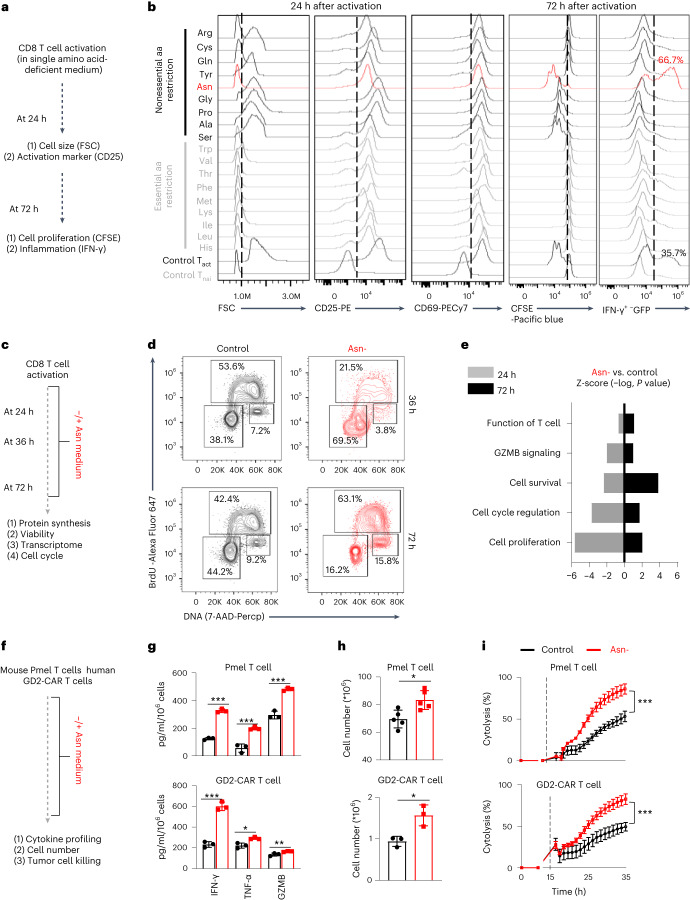
Asn restriction enhances CD8^+^ T cell proliferation and effector functions in vitro. **a**, Schematic diagram of comprehensively profiled T cell activation, proliferation and IFN-γ production under single amino acid-deficient conditions. FSC, forward scatter. **b**, CD8^+^ T cells were activated in a complete medium or indicated single amino acid-deficient medium. Cell size (FSC) and cell surface expression of CD25 and CD69 were determined by flow cytometry in the early phase (24 h). Proliferation (CFSE) and intercellular expression of IFN-γ were determined by flow cytometry in the late phase (72 h). Flow plots are representative of two independent experiments. aa, amino acid; T_nai_, Naive CD8^+^ T cells; T_act_, Active CD8^+^ T cells. **c**, Schematic diagram of sample collection and assays. **d**,**e**, CD8^+^ T cells were activated in a medium with or without Asn and were collected in the early phase (24–36 h) and late phase (72 h). The cell cycle profile (**d**) was determined by BrdU incorporation and 7-AAD staining by flow cytometry. The numbers indicate the percentage of cells in the cell cycle stage (*n* = 3 experimental replicates). Data are representative of three independent experiments. Comparative differently expressed gene signatures (**e**) were determined by the Ingenuity pathway analysis (IPA) of RNA-seq and listed according to their z-score. Data are representative of one experiment. **f**, Schematic diagram of in vitro assays. **g**–**i**, Indicated proteins in culture supernatants were quantified by ELISA and LEGENDplex (**g**) (*n* = 3 experimental replicates; upper panel: *P* < 0.0001, *P* = 0.015 and *P* = 0.0004 for IFN-γ, TNF-α and GZMB, respectively; lower panel: *P* = 0.002, *P* = 0.0111 and *P* = 0.0274 for IFN-γ, TNF-α and GZMB, respectively). The cell number was determined by a cell counter (**h**) (*n* = 3 experimental replicates for GD2-CAR T cells and *n* = 5 experimental replicates for Pmel T cells; *P* = 0.0108 and *P* = 0.0176 for the upper and lower panels, respectively). The cytolysis was determined by eSight (**i**) (*n* = 3 experimental replicates; *P* = < 0.0001). Data in **g**–**i** are representative of three independent experiments. Error bars are mean ± s.d. *P < 0.05; **P < 0.01; ***P < 0.001. Statistical differences were determined by paired two-tailed Student’s *t-*test (**e**), unpaired two-tailed Student’s *t-*test (**g**, **h**) and two-way ANOVA (**i**). Source data

### Asn restriction enhances proliferation and effector function

Next, we comprehensively assessed the effects of Asn restriction on CD8^+^ T cell activation and differentiation (Fig. 1b). Asn restriction significantly delayed cell cycle progression from G0/1 to S phase (Fig. 1d) and reduced protein content (Extended Data Fig. 1a), which was associated with moderately reduced cell viability (Extended Data Fig. 1b) at the early time point (24 h) (Fig. 1c). In contrast, Asn restriction increased the percentage of cells in the S phase (Fig. 1d) and increased total cell numbers without affecting the level of protein content and cell viability at the late time point (72 h) (Extended Data Fig. 1a, b). To gain mechanistic insights into the effects of Asn restriction on CD8^+^ T cells, we performed RNA sequencing (RNA-seq) in cells collected at the early and late time points, which revealed opposing gene enrichment patterns for the genes involved in the cell cycle/proliferation, cell survival and T cell function/signaling at the early time point versus the late time point (Fig. 1e). 

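Naive CD8+ T cells from the lymph nodes and spleen of C57BL/6N mice were activated with plate-bound antibodies against CD3 and CD28 in complete medium (control) or in medium lacking Asn (Asn restriction). RNA was sequenced from cells collected 4, 24 and 72 h after activation, with 3 libraries in each of the 6 groups and 18 libraries in all. The 24 h libraries are the early time point and the 72 h libraries the late one; the labels give 24 h where the legend of Fig. 1e gives a range that starts there. The 4 h libraries belong to Fig. 4a. Total counts per library ran from 11773164 to 22172185 (median 18097923) in control and from 17490948 to 21500441 (median 18760427) under Asn restriction at 4 h. At 24 h they ran from 18409613 to 20395869 (median 20060026) in control and from 15468169 to 20946082 (median 18380326) under Asn restriction. At 72 h the range was 11576889 to 17267141 (median 16106101) in control and 15253197 to 19995732 (median 17919724) under Asn restriction. The authors' notes name Trim Galore, STAR and RSEM as the tools that led from reads to counts, and the file gives whole-number counts for 18522 mouse genes and 63 ERCC spike-in RNAs. ERCC spike-ins, synthetic RNAs added to a sample, took 0.829 to 1.72% of the counts and were left out of the library sizes and tests. Counts were scaled by TMM and tested with edgeR's quasi-likelihood test in 1 fit of 18 libraries with 6 group means, over the 14871 genes that passed edgeR's filter on low counts. A gene is said to rise or fall at a Benjamini-Hochberg adjusted p under 0.05, and levels are given as CPM after TMM scaling. Gene lists were tested with camera, which compares a list with all other genes, and adjusted over the lists at each time point; its calls also hold when the correlation between genes is estimated from the data, except where a p with an estimated correlation is given. The main tests, the 36 gene lists and the rule for which genes to name were fixed before the data were examined, and some alternatives were added later. The legends describe the libraries as experimental replicates from one experiment. The p-values thus measure the spread between libraries of a group in that experiment, pooled over the 6 groups, and no more. Whether the 3 libraries of a group are separate cultures is not stated. Control 72 h replicate 2 had the fewest counts and a mitochondrial share of 0.439%, against at least 0.741% in the other libraries. Every pair of libraries within a group differed by more than sampling noise in a chi-square test over genes. In the authors' deposited table, 4286 genes at 4 h, 5587 at 24 h and 4749 at 72 h have an adjusted p under 0.05. Of those calls in the authors' deposited table that were also tested with edgeR, 4254 of 4265, 5438 of 5464 and 4661 of 4702 rose or fell in the same direction at the 3 time points.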

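Genes of DNA replication and cell division were lower under Asn restriction at 24 h and, for many of them, higher at 72 h. All 43 S phase genes tested fell at 24 h (43 also when adjusted over the list alone), with a median log2 fold change of -1.13 (camera adjusted p = 7.04e-55). At 72 h, 36 of the 43 rose. Of 54 G2/M genes, 50 fell and 1 rose at 24 h (51 and 1 when adjusted over the list alone; median log2 fold change -1.19, camera adjusted p = 6.56e-34). Both a fall at 24 h and a rise at 72 h were seen in 22 of them. Rrm2, which encodes the small subunit of ribonucleotide reductase and lies on chromosome 12 of GRCm38 from 24708241 to 24714146, had 79.2 ± 5.05 CPM under Asn restriction and 239 ± 6.16 CPM in control at 24 h (SD, n = 3). Its log2 fold change was -1.59 (standard error 0.061, adjusted p = 1.40e-19). Tyms, the enzyme that makes thymidylate, fell by 1.68 on the log2 scale (standard error 0.079), Ccne2, which encodes cyclin E2, by 1.73 (standard error 0.10). Cdc6, a factor that loads the replicative helicase, fell by 1.66 (standard error 0.070) and the mitotic kinase gene Aurkb by 1.68 (standard error 0.087). A test of the difference between the 72 h and 24 h effects passed for 43 of 43 S phase genes (median difference 1.81, camera adjusted p = 4.86e-51) and, upward, for 51 of 54 G2/M genes (median difference 1.37, camera adjusted p = 2.03e-20). Among 14 pro-survival genes, 6 rose and 4 fell at 24 h (7 and 4 when adjusted over the list alone), with a median log2 fold change of 0.24 (camera adjusted p = 0.00167, and 0.0548 with limma-voom). The list's effects at 72 h and 24 h were not shown to differ (camera adjusted p = 0.17 for the difference, but 0.0341 with DESeq2's Wald test and 1.45e-07 with fry; median difference -0.08, mean difference 0.03). Bcl2, the anti-apoptotic founder of its family, rose to 557 ± 3.52 CPM from 144 ± 6.03 CPM in control at 24 h (3.88-fold; SD, n = 3) and fell by 0.61 on the log2 scale at 72 h (standard error 0.042). Of 17 pro-apoptotic genes, 5 rose and 7 fell at 24 h (5 and 7 when adjusted over the list alone; camera adjusted p = 0.250, and 7.57e-06 with fry). Among the genes that rose, the rises were 2.41 for Trp53inp1, 2.08 for the death receptor gene Fas and 1.91 for Bbc3, which encodes PUMA, on the log2 scale. T cell function genes moved both ways at 24 h: of 29 CD8 effector genes 14 rose and 5 fell (14 and 5 when adjusted over the list alone; median log2 fold change 0.22, camera adjusted p = 0.141). The effector list's call depended on the test, with an adjusted p of 0.0424 under a filter of at least 10 counts in every library and of 0.000147 with fry, a test that does not compare the list with other genes. Ifng rose at 24 h to 590 ± 14.0 CPM from 250 ± 9.70 CPM (SD, n = 3; log2 fold change 1.24, standard error 0.044, adjusted p = 1.54e-20). Gzmb, which encodes granzyme B, fell by 0.68 (standard error 0.052) and Il2 by 1.54 (standard error 0.11) on the log2 scale. Of 26 T cell activation genes, 11 rose and 11 fell at 24 h (11 and 11 when adjusted over the list alone; camera adjusted p = 0.473, and 1.44e-05 with fry). Of 20 naive and memory genes, 8 rose and 4 fell (8 and 4 when adjusted over the list alone; camera adjusted p = 1.71e-05). Klf2, a transcription factor of quiescent T cells, rose 15.2-fold and the egress receptor gene S1pr1 3.94-fold. Over all genes, 8252 changed at 24 h (4085 up, 4167 down) and 7313 at 72 h (3774 up, 3539 down). In 61.4% and 53.6% of the genes the 3 libraries of a medium did not overlap those of the other, against 10% by chance. Of 4814 genes changed at both times, 3564 (74.0%) went in opposite directions. Of these, 2025 fell and then were higher, where 1058 would if calls at 24 h and 72 h were independent over the 14871 genes tested. Another 1539 rose and then were lower, where 972 would. That expectation concerns whether a gene is called at all as well as its direction. By it 567 genes rose at both times, where 1037 would, and 683 fell at both times, where 992 would. With libraries scaled by the ERCC spike-ins, 1483 genes changed at both times and 896 of them went in opposite directions. With TMM scaling, the log2 fold changes at both times had a Pearson correlation of -0.19 and a Spearman correlation of -0.26 across genes, which are not independent replicates. The Pearson value was -0.12 without a filter on low counts and -0.36 with at least 10 counts in every library. With scaling by total counts alone, without TMM factors, the genes changed at 24 h were 4963 up and 3293 down, and the genes changed at 72 h were 3043 up and 4555 down. The paper states that the patterns at the early and late time points run opposite ways. From the data of Fig. 1 and Extended Data Fig. 1 as a whole it proposes that Asn restriction held T cell activation back at the early stage and gave CD8+ effector T cells stronger proliferation and function at the late stage.

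**Figure D1:**
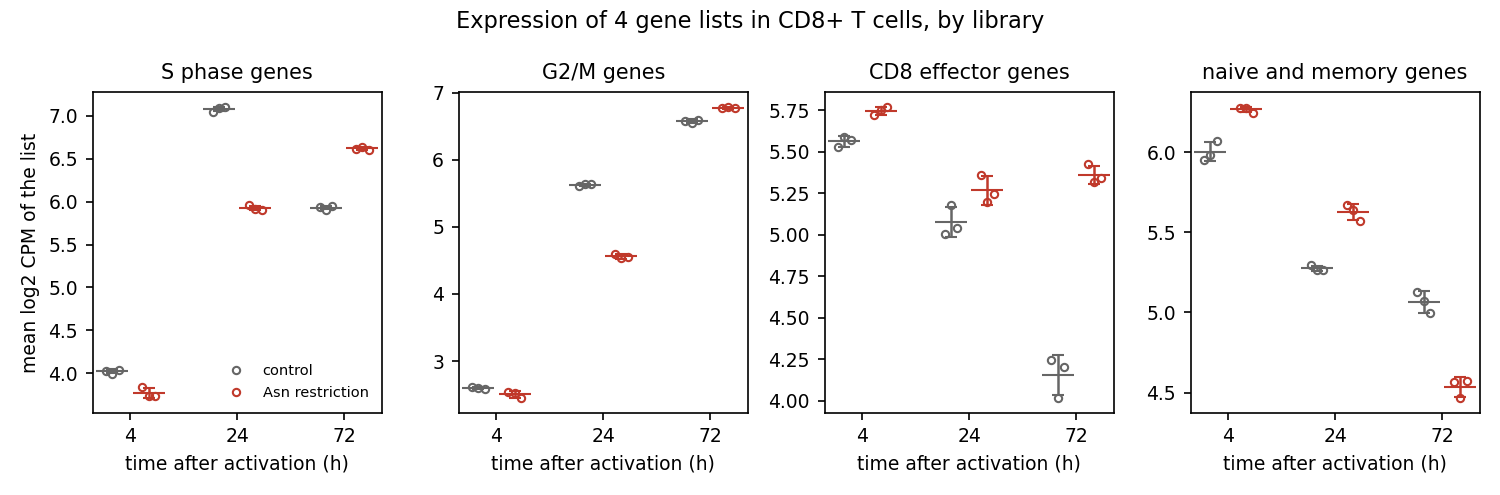
Mean log2 CPM over the members of 4 gene lists (y axis) in each library (circles) against the time after activation in hours (x axis, not to scale), for control (grey) and Asn restriction (red), with the mean and SD of 3 libraries as bars. The S phase score is 7.08 in control and 5.93 under Asn restriction at 24 h, and 5.93 in control and 6.62 under Asn restriction at 72 h.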

Notably, cell cycle-promoting genes, inflammatory signaling genes and CD8^+^ effector genes are significantly enriched under Asn restriction compared with the control condition in the late time point (Extended Data Fig. 1c), prompting our closer examination of the effect of Asn restriction in CD8^+^ T_eff_ cell-mediated antitumoral response. 

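At 72 h, most CD8 effector genes on the list tested were higher under Asn restriction than in control. Ifng, which encodes IFN-γ and lies on chromosome 10 of GRCm38 from 118441046 to 118445892, had 3321 ± 93.4 CPM under Asn restriction and 721 ± 42.2 CPM in control (SD, n = 3), a 4.61-fold rise (log2 fold change 2.20, standard error 0.044, adjusted p = 1.96e-26). Of 29 CD8 effector genes, 23 rose and 2 fell (23 and 3 when adjusted over the list alone), with a median log2 fold change of 1.05 (camera adjusted p = 8.31e-22). The chemokine genes Ccl3 and Ccl4 rose 16.7-fold and 12.7-fold, and Prf1, the gene of the pore-forming protein perforin, rose 5.87-fold to 145 ± 4.74 CPM (SD, n = 3). Gzmb rose 2.57-fold (log2 fold change 1.36, standard error 0.052) and Gzmc 5.08-fold, and these granzyme genes have near relatives that may share reads with them. Tnf rose 2.06-fold (log2 fold change 1.04, standard error 0.069, adjusted p = 5.25e-14), Il10 8.07-fold and Prdm1, which encodes the transcription factor BLIMP-1, 2.78-fold. Genes of naive and memory CD8+ T cells went down: of 20 tested, 13 fell and 2 rose (15 and 2 when adjusted over the list alone; median log2 fold change -0.60, camera adjusted p = 3.91e-05). Tcf7, which encodes the memory regulator TCF1, fell by 1.05 on the log2 scale (standard error 0.080), and Il6ra and Klf3 fell by 1.10 and 1.09. The 36 S phase genes that rose at 72 h (36 also when adjusted over the list alone) had Rrm2 at 3.58-fold and Ccne2 at 3.3-fold among them. The whole list of 43 had a median log2 fold change of 0.67 (camera adjusted p = 4.25e-21). Of 54 G2/M genes, 24 rose and 6 fell (24 and 6 when adjusted over the list alone), with a median log2 fold change of 0.18 (camera adjusted p = 0.0140, and adjusted p = 0.0539 with an estimated correlation, 0.0591 without TMM factors and 0.0616 with at least 10 counts in every library). Cdk1, the kinase that drives entry into mitosis, rose 1.98-fold and the tubulin gene Tubb4b 2.53-fold, while Psrc1, a gene of the mitotic spindle, fell by 1.34 on the log2 scale. The inflammatory lists moved both ways. Of 44 genes of the TNF and NF-κB response, 15 rose and 14 fell (16 and 15 when adjusted over the list alone; median log2 fold change 0.01, camera adjusted p = 0.288). Of 48 inflammatory response genes, 20 rose and 16 fell (21 and 16 when adjusted over the list alone; median log2 fold change 0.14, camera adjusted p = 0.220). The rotation test fry, which asks whether the members of a list move on balance in one direction, gave adjusted p-values of 0.000110 and 5.00e-08 for these lists. Among the members that rose were Il18rap, a subunit of the IL-18 receptor, by 1.80, the cytokine gene Lta by 1.42, Nfkbid by 1.13 and Ier3 by 1.11 on the log2 scale, while Ccrl2 fell by 1.33. Of 26 T cell activation genes, 14 rose and 8 fell (14 and 8 when adjusted over the list alone; camera adjusted p = 0.00474, but 0.0609 with limma-voom and 0.0563 with fgsea). Tfrc, the transferrin receptor gene, and Irf4, a transcription factor induced by T cell receptor signals, rose 3.28-fold and 2.69-fold. Pro-survival genes did not pass as a list (4 up and 3 down of 14, 4 and 4 when adjusted over the list alone; camera adjusted p = 0.484, and 1.04e-05 with fry). Nor did pro-apoptotic genes (4 up and 9 down of 17, 4 and 9 when adjusted over the list alone; camera adjusted p = 0.282, and 0.000235 with fry). Bcl2a1d and Bcl2a1b, near-identical survival genes that may share reads, rose 4.83-fold and 3.14-fold. Markers of CD8 T cells themselves were lower at 72 h, with 8 of 9 below control (8 also when adjusted over the list alone; median log2 fold change -0.46, camera adjusted p = 0.000134), Cd8a and Trac each by 0.63 on the log2 scale. The lists of other cell types did not pass: B cell (1 up, 5 down of 11, camera adjusted p = 0.292) and CD4 and regulatory T cell (1 up, 3 down of 5, camera adjusted p = 0.282). The same held for NK and gamma-delta T cell (2 up of 8, neither when adjusted over the list alone; camera adjusted p = 0.970) and myeloid and dendritic cell markers (1 up, 4 down of 12, camera adjusted p = 0.247). With fry the B cell, CD4 and regulatory T cell, and myeloid and dendritic cell lists passed (adjusted p = 0.000149, 2.00e-05 and 1.04e-06).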

We generated antigen-specific mouse T_eff_ cells using a major histocompatibility complex (MHC) class I-restricted premelanosome protein (Pmel)-1 T cell receptor model (Fig. 1f)^17^. We also generated disialoganglioside (GD2)-specific chimeric antigen receptor (CAR) human T_eff_ cells (Fig. 1f)^18^. Pmel T_eff_ cells recognized Pmel-17 (mouse homolog of human SIVL/gp100) in mouse melanoma, whereas GD2-CAR T cells recognized GD2 expressed in tumors with neuroectodermal origin. Asn restriction increased the expression and production of proinflammatory cytokines (tumor necrosis factor-α (TNF-α) and IFN-γ) and effector molecule (granzyme B (GZMB)) in Pmel T_eff_ cells and GD2-CAR T cells (Fig. 1g and Extended Data Fig. 1d, e). In addition, Asn restriction increased the T cell number in these two models (Fig. 1h). We then co-cultured Pmel T_eff_ cells with Pmel^+^ B16F10-gp100 mouse melanoma cells, and GD2-CAR T cells with GD2^+^ LAN-1 human neuroblastoma cells. Asn restriction significantly enhanced the tumor-killing activities of T cells in both models (Fig. 1i). Next, we asked if other factors could change the effects of Asn restriction on T cells. Exogenous interleukin-2 (IL-2) is dispensable for Asn restriction-induced IFN-γ production increase or cell number increase (Extended Data Fig. 1f). Moreover, Asn restriction during the first 24-h period upon activation is sufficient to increase cell number, cytokine production and cytolysis activity of T cells collected at the 72-h time point (Extended Data Fig. 1g–j). Our data suggested that Asn restriction at the early stage suppressed T cell activation but conferred robust proliferation and effector function to CD8^+^ T_eff_ cells at the late stage (Extended Data Fig. 1k).

### Asn restriction induces Asn biosynthesis in CD8^+^ T cells

Mammalian cells, including T cells, can engage in de novo biosynthesis of Asn through Asn synthetase (ASNS) (Fig. 2a) to replenish the intracellular Asn pool under Asn restriction^15^. Notably, Asn restriction led to a time-dependent upregulation of ASNS (Fig. 2b). To assess the role of ASNS in T cells, we generated a T cell-specific *ASNS* knockout (*ASNS* KO) mouse strain by crossing the *ASNS*^fl^ mouse strain with the CD4-Cre mouse strain. ASNS deletion did not result in any statistically significant defects in T cell development in the thymus, spleen and lymph node (Extended Data Fig. 2a). Immunoblot analyses validated the deletion of ASNS in T cells (Fig. 2c). ASNS deletion did not affect CD8^+^ T cell activation, size or viability after activation (Extended Data Fig. 2b, c). Although ASNS deletion alone did not affect CD8^+^ T_eff_ cell proliferation, it abolished CD8^+^ T_eff_ cell proliferation under Asn restriction (Fig. 2d, e). As glutamine is a vital carbon donor for replenishing the TCA cycle metabolites and aspartate biosynthesis, ASNS depletion blocked Asn de novo synthesis, as evidenced by a reduction of ^13^C_5_ and ^13^C_4_ isotopologs (from [^13^C_5_]glutamine oxidation) in glutamate and aspartate, and depletion of the ^13^C_4_ isotopolog in Asn (Fig. 2f). However, the lower level of unlabeled Asn under Asn restriction compared with the control condition suggested that ASNS-dependent de novo biosynthesis could only partially restore the intracellular Asn pool (Fig. 2f). L-asparaginase (L-ASP) has been used in clinics to treat acute lymphoblastic leukemia by depleting Asn in the blood^19^. We then assessed the homeostatic proliferation of CD8^+^ T cells in vivo following the treatment of L-ASP at a dose sufficient to deplete serum Asn and increase serum aspartate in mice without affecting glutamine and glutamate (Fig. 2g, h). In agreement with our in vitro data, L-ASP-mediated depletion of Asn significantly dampened homeostatic proliferation in adoptively transferred ASNS KO cells but not in wild-type (WT) CD8^+^ T cells (Fig. 2i–k), confirming that ASNS activity rendered T cells independent of exogenous Asn for growth in mice.

**Fig. 2:**
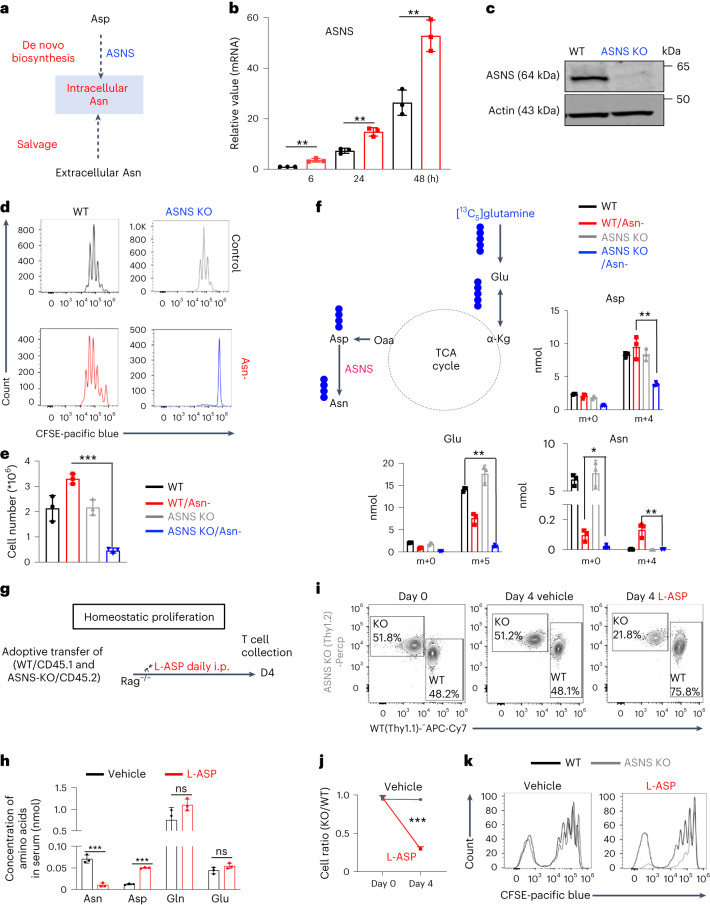
Asn restriction renders CD8^+^ T cells dependent on Asn de novo synthesis. **a**, Conceptual diagram of maintaining the intracellular Asn pool in T cells. **b**, ASNS mRNA expression in the indicated groups was determined by quantitative PCR (qPCR) (*n* = 3 experimental replicates; *P* = 0.0036, *P* = 0.0027 and *P* = 0046 for 6 h, 24 h and 48 h, respectively). Data are representative of two independent experiments. **c**, The indicated protein was determined by immunoblot. Data are representative of three independent western blot experiments. **d**,**e**, CD8^+^ T cells with the indicated genotype were activated in a medium with or without Asn. Cell proliferation (CFSE) (**d**) was determined by flow cytometry. Cell number (**e**) was determined by a cell counter (*n* = 3 experimental replicates; *P* < 0.0001). Data in **d** and **e** are representative of three independent experiments. **f**, Diagram of [^13^C_5_]glutamine catabolism through entering the downstream TCA cycle and Asn biosynthesis. Filled circles denote the ^13^C label of all carbons of indicated metabolites derived from [^13^C_5_]glutamine catabolism (left panel). Metabolites in the indicated groups were analyzed by GC–MS (right panel); numbers on the *x* axis represent those of ^13^C atoms in given metabolites, and numbers on the *y* axis represent the levels of the metabolites (nmol per protein). *n* = 3 experimental replicates; *P* = 0.0048, *P* = 0.0012 and *P* = 0.0086 for Asp, Glu and Asn, respectively. Data are representative of one experiment. **g**, Schematic diagram of in vivo competitive proliferation. **h**, Mouse serum Asn, Asp, Gln and Glu levels were quantified by GC–MS (*n* = 3 mice per group; *P* = 0.0006, *P* < 0.0001, *P* = 0.134 and *P* = 0.8018 for Asn, Asp, Gln and Glu, respectively). Data are representative of two independent experiments. **i**–**k**, The donor cell ratios before and after adoptive transfer were determined by surface staining of isogenic markers (**i**), and cell ratio was calculated (**j**) (*P* = 0.0005). Cell proliferation was determined by CFSE dilution (**k**). Data in **i**–**k** are representative of three independent experiments (*n* = 3 mice per group). Error bars represent mean ± s.d. *P < 0.05; **P < 0.01; ***P < 0.001; ns, not significant. Statistical differences were determined by unpaired two-tailed Student’s *t-*test (**b**, **e**, **f** and **h**) and paired two-tailed Student’s *t-*test (**j**). Source data

### Asn restriction rewires the central carbon metabolism

Since Asn restriction increased CD8^+^ T_eff_ cell proliferation (Fig. 1d, h), we reasoned that Asn restriction might cause metabolic changes in addition to engaging Asn de novo synthesis. We sought to determine if Asn restriction changes the central carbon metabolism to sustain robust proliferation. We took an integrated stepwise approach to comprehensively analyze the metabolic profiles of CD8^+^ T_eff_ cells under Asn restriction (Fig. 3a). The extracellular metabolome reflects the ultimate outcome of metabolic input, processing and output. We first assessed the overall consumption rate of glucose and glutamine, two primary carbon sources for proliferating cells. Unexpectedly, Asn restriction caused CD8^+^ T_eff_ cells to consume much less glucose and glutamine and excrete less lactate and glutamate (Fig. 3b and Extended Data Fig. 3a). However, Asn restriction did not affect the expression of nutrient transporters and nutrient uptake (Extended Data Fig. 3b, c). While Asn restriction reduced glycolysis, it increased glucose utilization through the PPP (Fig. 3c, d). Moreover, CD8^+^ T_eff_ cells under Asn restriction displayed a much higher oxygen consumption rate (OCR) and increased intracellular ATP production, accompanied by increased mitochondrial mass and mitochondrial DNA content (Fig. 3e, f and Extended Data Fig. 3d, e).

**Fig. 3:**
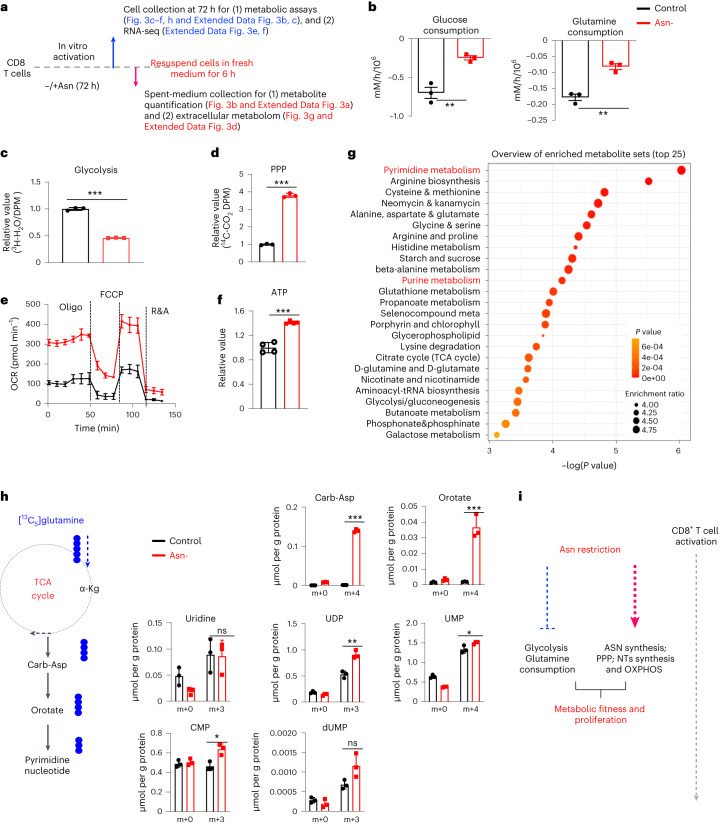
Asn restriction reduces carbon consumption but promotes nucleotide biosynthesis. **a**, Schematic diagram of sample collection and assays. **b**, The indicated metabolites were quantified by the YSI bioanalyzer. Consumption was determined by calculating the difference between blank and spent medium (6-h incubation of T cells collected in the late phase (72 h)) (*n* = 3 experimental replicates; *P* = 0.0043 and *P* = 0.002 for glucose and glutamine consumption, respectively). **c**,**d**, T cells were collected in the late phase (72 h). Glycolysis activity (**c**) (*n* = 3 experimental replicates; *P* < 0.0001) and PPP activity (**d**) (*n* = 3 experimental replicates; *P* < 0.0001) were determined by measuring ^3^H_2_O generated from D-[5-^3^H(N)]glucose and ^14^CO_2_ generated from [1-^14^C]D-glucose, respectively. **e**, OCR (in the late phase (72 h)) was determined by Seahorse (*n* = 3 experimental replicates; *P* < 0.0001), R&A, Rotenone and Antimycin A. **f**, ATP levels (in the late phase (72 h)) were determined by the CellTiter-Glo 2.0 Assay kit (*n* = 3 experimental replicates; *P* < 0.0001). Data in **b**–**f** are representative of three independent experiments. **g**, Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis of the changes of extracellular metabolites (6 h spent medium). The figure is plotted with the first 25 pathways. **h**, Diagram of [^13^C_5_]glutamine catabolism through entering the downstream TCA cycle and pyrimidine biosynthesis. Filled circles denote the ^13^C label of all carbons of indicated metabolites derived from [^13^C_5_]glutamine catabolism (left panel). Metabolites in cells (in the late phase (72 h)) were analyzed by IC–UHR-FTMS (right panel); numbers on the *x* axis represent those of ^13^C atoms in given metabolites, and numbers on the *y* axis represent the levels of the metabolites (μmol per g protein). Carb-Asp, N-carbamoyl-L-aspartate; UDP, uridine diphosphate; UMP, uridine monophosphate; CMP, cytidine monophosphate; dUMP, deoxyuridine monophosphate. *n* = 3 experimental replicates; *P* < 0.0001, *P* = 0.0014, *P* = 0.9185, *P* = 0.003, *P* = 0.0418, *P* = 0.0118 and *P* = 0.0617 for Carb-Asp, orotate, uridine, UDP, UMP, CMP and dUMP, respectively. Data are representative of two independent experiments. Error bars represent mean ± s.d. *P < 0.05; **P < 0.01; ***P < 0.001. Statistical differences were determined by unpaired two-tailed Student’s *t-*test (**b**–**d**, **f** and **h**) and paired two-tailed Student’s *t-*test (**e**). MetaboAnalyst (v5.0) generated enrichment plots with a significance threshold of *P* < 0.05 (**g**). **i**, The conceptual model of Asn restriction improved T_eff_ cell metabolic fitness and proliferation by reducing carbon consumption but increasing the production of the intracellular nucleotide pool. ASN, asparagine; NTs, nucleotides; OXPHOS, oxidative phosphorylation. Source data

Next, we used a semiquantitative untargeted global metabolomics platform to profile metabolites in control (blank) media and the spent media of T cells. In parallel, we collected cells to perform RNA-seq (Fig. 3a). We classified metabolites as having changes in consumption or excretion according to whether the level in the spent media was lower or higher than in the blank media. Although Asn restriction did not change the overall consumption pattern except for glucose and glutamine, it significantly reduced metabolite excretion (Extended Data Fig. 3f). Enrichment analysis revealed that nucleotides and their precursors were among the most differentially changed metabolite groups, indicating high intracellular retention of nucleotides under Asn restriction (Fig. 3g). Since Asn restriction enhanced the PPP (Fig. 3d), we reasoned that Asn restriction might increase de novo pyrimidine nucleotide biosynthesis. To test this idea, we supplied [^13^C_5_]glutamine as a metabolic tracer in T cell culture media and followed ^13^C incorporation into downstream metabolites. The levels of corresponding ^13^C_4_ and ^13^C_3_ isotopologs of pyrimidine nucleotides and their precursors increased under Asn restriction (Fig. 3h). Moreover, these metabolic changes were accompanied by related gene expression changes in the PPP and nucleotide de novo biosynthesis, as revealed by RNA-seq (Extended Data Fig. 3g, h). 

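At 72 h, genes of the pentose phosphate pathway (PPP) and of nucleotide synthesis were higher under Asn restriction than in control. Pgd, which encodes 6-phosphogluconate dehydrogenase of the oxidative PPP and lies on chromosome 4 of GRCm38 from 149149991 to 149166771, had 198 ± 8.79 CPM under Asn restriction and 57.3 ± 6.69 CPM in control (SD, n = 3). This is a 3.44-fold rise (log2 fold change 1.78, standard error 0.064, adjusted p = 2.81e-20). Of 12 PPP genes, 8 rose and 1 fell (9 and 2 when adjusted over the list alone), with a median log2 fold change of 0.60 (camera adjusted p = 5.58e-06). G6pdx, the gene of the first enzyme of the pathway, rose 2.01-fold, Rpia 1.95-fold, Prps1, which makes the ribose donor PRPP, 1.94-fold and Tkt, the transketolase gene, 1.84-fold. Pgls, the lactonase gene, fell by 0.56 on the log2 scale (standard error 0.11, adjusted p = 4.44e-05). Of 13 genes of purine synthesis, 12 rose and 1 fell (12 and 1 when adjusted over the list alone; median log2 fold change 0.96, camera adjusted p = 8.84e-18). Gart, which encodes a trifunctional enzyme of this route, had 303 ± 10.5 CPM under Asn restriction and 99.5 ± 3.02 CPM in control (SD, n = 3), a 3.04-fold rise (log2 fold change 1.61, standard error 0.045, adjusted p = 6.20e-23). Pfas rose 2.46-fold, Atic 2.27-fold and Impdh1, an enzyme on the way to GMP, 1.12-fold. The call for Impdh1 ended without TMM factors (adjusted p = 0.367), without control 72 h replicate 3 (adjusted p = 0.0676) and with the authors' size factors (adjusted p = 0.0835), an alternative added after the data were seen. The gene that fell was Adssl1, the form of adenylosuccinate synthase known from muscle, from 7.86 ± 0.796 CPM in control to 1.38 ± 0.257 CPM (SD, n = 3; log2 fold change -2.49, standard error 0.26, adjusted p = 1.68e-09). Of 16 genes of pyrimidine and deoxynucleotide synthesis, 13 rose (13 also when adjusted over the list alone) and 3 did not pass (median log2 fold change 0.73, camera adjusted p = 1.47e-12). Umps, which encodes UMP synthase, rose 2.41-fold (log2 fold change 1.27, standard error 0.049, adjusted p = 1.23e-19), Cad, the gene of the enzyme that starts the pathway, 1.90-fold and Dhodh, its mitochondrial step, 1.50-fold. The ribonucleotide reductase gene Rrm1 rose 2.13-fold and Tyms 2.35-fold. Of 15 genes of serine and one-carbon metabolism, which feed carbon into purines and thymidylate, 11 rose and 2 fell (12 and 2 when adjusted over the list alone; median log2 fold change 0.56, camera adjusted p = 1.23e-07). Of the 48 metabolic genes that Extended Data Fig. 3h shows, a choice the study made on these samples and so no independent evidence of direction, 38 rose, 5 fell (Adcy6, Enpp1, Nudt9, Pgls and Uck1) and 5 did not pass (Ctps2, Entpd1, Itpa, Nme2 and Nme6). At 24 h the same lists were lower: 9 of 12 PPP genes (9 also when adjusted over the list alone), 12 of 13 purine genes (12) and 14 of 16 pyrimidine genes (14) fell. The difference between the 72 h and 24 h effects had a median of 1.12 for the PPP list (camera adjusted p = 1.99e-06), 1.54 for purine synthesis (camera adjusted p = 1.31e-18) and 1.41 for pyrimidine synthesis (camera adjusted p = 3.36e-17) on the log2 scale.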

Our results suggested that Asn restriction improved T_eff_ cell metabolic fitness by reducing overall carbon consumption but increasing ATP production and the intracellular nucleotide pool to enhance CD8^+^ T_eff_ cell proliferation (Fig. 3i).

### Asn restriction enhances the expression of ATF4 and NRF2

Asn restriction induces activating transcription factor 4 (ATF4) in mammalian cells, which mediates an integrated stress response upon a range of environmental insults, including nutrient restriction and oxidative stress^20^. Notably, RNA-seq analysis of CD8^+^ T cells revealed that several enriched gene signatures conferred by Asn restriction are associated with ATF4 and NRF2 (Fig. 4a, b). Also, Asn restriction in CD8^+^ T cells increased the expression of both ATF4 and NRF2 as early as 4 h after activation (Fig. 4c–f), suggesting their possible involvement in regulating T_eff_ cell proliferation and inflammation upon Asn restriction. 

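At 4 h, targets of ATF4 rose almost as a whole, while most of the textbook targets of NRF2 that changed were lower. Of 34 ATF4 and amino acid response genes, 32 rose and 1 fell (32 and 1 when adjusted over the list alone), with a median log2 fold change of 0.86 (camera adjusted p = 6.80e-26; median 0.84 with Vldlr, which had no counts in control, set to the bound that a floor of 3 counts per library gives). Asns, the gene of asparagine synthetase on chromosome 6 of GRCm38 from 7675169 to 7693254, had 69.7 ± 4.22 CPM under Asn restriction and 26.1 ± 1.85 CPM in control (SD, n = 3). It rose 2.66-fold (log2 fold change 1.41, standard error 0.065, adjusted p = 8.72e-18). Ddit3, which encodes the stress-induced transcription factor CHOP, rose 10.3-fold to 108 ± 5.06 CPM (SD, n = 3), the pseudokinase gene Trib3 5.48-fold and Atf3 4.62-fold. Atf4 itself, on chromosome 15 from 80255184 to 80257541, rose 1.51-fold from 585 ± 23.5 to 886 ± 17.6 CPM (SD, n = 3; log2 fold change 0.60, standard error 0.044, adjusted p = 7.83e-13). Nfe2l2, the NRF2 gene on chromosome 2 from 75675513 to 75704641, rose 2.04-fold from 25.1 ± 1.3 to 51.3 ± 1.72 CPM (SD, n = 3; log2 fold change 1.03, standard error 0.084, adjusted p = 8.07e-12). Keap1, which encodes the adaptor that targets NRF2 for degradation, fell by 0.63 on the log2 scale (standard error 0.071, adjusted p = 7.83e-09). Of 28 NRF2 targets, 2 rose and 16 fell (2 and 17 when adjusted over the list alone), with a median log2 fold change of -0.53 (camera adjusted p = 3.47e-06). The pair that rose were Srxn1, which encodes sulfiredoxin, 3.47-fold, and the cystine carrier gene Slc7a11, also an ATF4 target, 3.22-fold. Gsr, the glutathione reductase gene, fell by 1.28 on the log2 scale (standard error 0.062), Txnrd1, the thioredoxin reductase gene, by 1.2 (standard error 0.048), Pgd by 1.12 (standard error 0.064) and Tkt by 0.95 (standard error 0.051). Of 28 genes of ER chaperones and the unfolded protein response (UPR), 5 rose and 16 fell (5 and 17 when adjusted over the list alone; median log2 fold change -0.35, camera adjusted p = 0.000129). Sdf2l1, Pdia3 and Hsp90b1, all of protein folding in the ER, fell by 1.55, 1.12 and 0.96 on the log2 scale, while Herpud1, a gene of ER-associated degradation, rose 1.86-fold. Of 20 cytosolic tRNA synthetases, 12 rose and 4 fell (12 and 5 when adjusted over the list alone; median log2 fold change 0.27, camera adjusted p = 0.0128). Nars, which loads Asn onto its tRNA, rose 1.86-fold, Sars 1.66-fold and Lars 1.54-fold, while Kars fell by 0.91 on the log2 scale. The list's call was lost with an estimated correlation (adjusted p = 0.0627) and without TMM factors (adjusted p = 0.130). The 17 mitochondrial synthetases did not pass (3 up, 4 down, 3 and 4 when adjusted over the list alone; camera adjusted p = 0.863). Of 17 amino acid transporters, 10 rose and 2 fell (10 and 3 when adjusted over the list alone; camera adjusted p = 0.0143, and adjusted p = 0.0627 with an estimated correlation and 0.0669 with fgsea). Of 79 cytosolic ribosomal protein genes, 42 rose and 10 fell (42 and 10 when adjusted over the list alone; median log2 fold change 0.14), Rpl3 and Rpl5 by 0.71 and 0.69 on the log2 scale. The camera call (adjusted p = 0.0226) was lost with an estimated correlation (adjusted p = 0.419), without TMM factors (adjusted p = 0.284) and with at least 10 counts in every library (adjusted p = 0.0556). CD8 T cell markers were lower at 4 h (6 of 9 fell and 2 rose, 6 and 2 when adjusted over the list alone; camera adjusted p = 0.00117, and adjusted p = 0.0561 with an estimated correlation and 0.0589 with fgsea). Cd8a fell by 1.47 and Cd8b1 by 0.84 on the log2 scale. The genes changed at 4 h numbered 6783 (3506 up, 3277 down). Without TMM factors, the genes changed at 4 h were 2582 up and 4268 down. In 54.7% of the genes the 3 libraries of a medium did not overlap those of the other, where chance gives 10%. The paper states that signatures enriched under Asn restriction are associated with ATF4 and NRF2. With the rise of both at the mRNA and protein level (Fig. 4c–f) it proposes a possible part for them in regulating proliferation and inflammation of effector T cells.

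**Figure D2:**
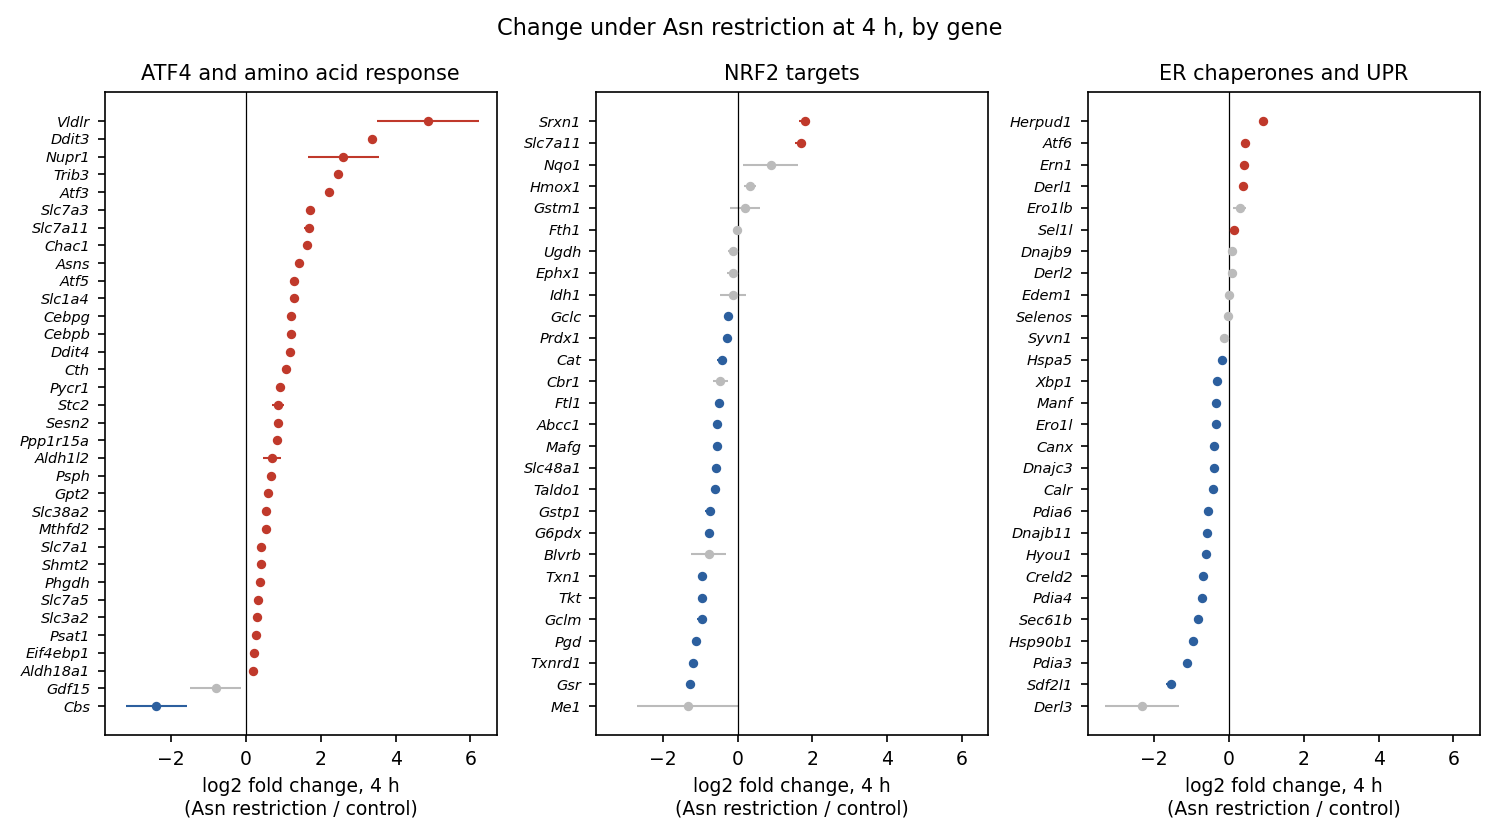
Log2 fold change at 4 h, Asn restriction against control (x axis), of each tested member of 3 gene lists (y axis), with its standard error as a bar from the fit with 3 libraries per group. Members in red rose, members in blue fell and members in grey did not pass at an adjusted p of 0.05; 32 of 34 ATF4 targets are red, and 16 of 28 NRF2 targets and 16 of 28 ER genes are blue.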

Notably, NRF2 primarily localizes in the nucleus (Extended Data Fig. 4a). Similar to the effect of Asn restriction on CD8^+^ T cells in vitro, Asn restriction via L-ASP treatment in vivo enhanced the expression of ATF4, NRF2 and related metabolic genes in adoptively transferred CD8^+^ T cells (Extended Data Fig. 4b, c). Next, we generated a T cell-specific *ATF4* knockout (*ATF4* KO) mouse strain by crossing the CD4-Cre mouse strain with the *ATF4*^fl^ mouse strain^21^. ATF4 deletion did not result in defects in T cell development in the thymus, spleen and lymph node (Extended Data Fig. 5a). In line with the previous report that ATF4 controlled the expression of ASNS and mediated the oxidative stress response, deleting ATF4 abolished the expression of ASNS and NRF2 in CD8^+^ T_eff_ cells under Asn restriction (Fig. 4e, f and Extended Data Fig. 5b). Similar to the effect of ASNS deletion on CD8^+^ T_eff_ cells (Fig. 2d, e), *ATF4* KO CD8^+^ T_eff_ cells failed to proliferate under Asn restriction (Fig. 4g, h). Since ATF4 is required for inducing NRF2 expression upon Asn restriction (Fig. 4e, f), we sought to determine the role of NRF2 in regulating CD8^+^ T_eff_ cell proliferation by using a germline *Nrf2* knockout mouse strain^22^. NRF2 deletion did not affect the expression of ASNS and ATF4 in CD8^+^ T_eff_ cells (Fig. 4i) and therefore did not abolish proliferation under Asn restriction (Fig. 4j, k). However, NRF2 deletion alleviated the hyperproliferation phenotype of CD8^+^ T_eff_ cells conferred by Asn restriction (Fig. 4j, k), supporting a model that ATF4-dependent ASNS expression replenishes the Asn pool, whereas ATF4-dependent NRF2 expression enables robust proliferation of CD8^+^ T_eff_ cells under Asn restriction (Fig. 4l).

**Fig. 4:**
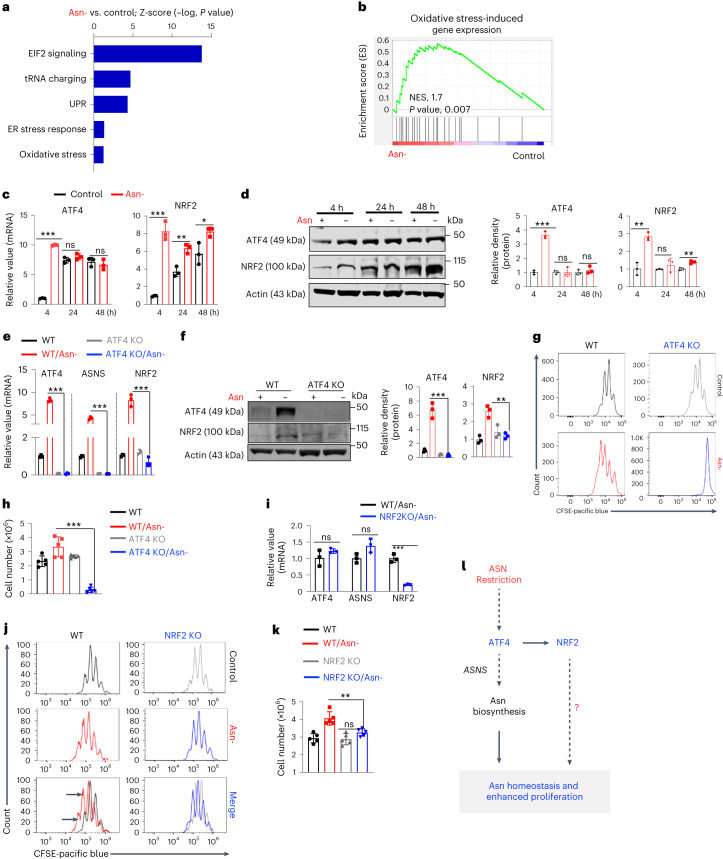
Asn restriction promotes CD8^+^ T cell proliferation by enhancing ATF4 and NRF2 expression. **a**, Differently expressed gene signatures were determined by the IPA of RNA-seq (cells collected 4 h after activation) and listed according to their z-score (*n* = 3 experimental replicates). Data are representative of one experiment. ER, endoplasmic reticulum. **b**, Oxidative stress-induced gene sets were analyzed by gene set enrichment analysis (GSEA). NES, normalized enrichment score. **c**,**d**, CD8^+^ T cells were activated in a medium with or without Asn for the indicated time. mRNA levels and protein levels of indicated molecules were determined by qPCR (**c**) (*n* = 3 experimental replicates; ATF4: *P* < 0.0001, *P* = 0.2149 and *P* = 0.4741 for 4 h, 24 h and 48 h, respectively; NRF2: *P* = 0.0003, *P* = 0.0039 and *P* = 0.0303 for 4 h, 24 h and 48 h, respectively). Immunoblot and its quantification were done by ImageJ (v1.53T) (**d**) (ATF4: *P* < 0.0001, *P* = 0.9668 and *P* = 0.4 for 4 h, 24 h and 48 h, respectively; NRF2: *P* = 0.007, *P* = 0.3771 and *P* = 0.0034 at 4 h, 24 h and 48 h, respectively). Data are representative of three independent experiments. **e**,**f**, CD8^+^ T cells with the indicated genotype and Asn status were collected 4 h after activation. The level of indicated mRNA and protein was determined by qPCR (**e**) (*n* = 3 experimental replicates; *P* < 0.0001, *P* < 0.0001 and *P* = 0.0002 for ATF4, ASNS and NRF2, respectively) and immunoblot (**f**). Immunoblot was quantified by ImageJ (v1.53T) (*P* = 0.0006 for ATF4 and *P* = 0.0029 for NRF2). Data are representative of three independent immunoblots. **g**,**h**, CD8^+^ T cells from the indicated genotype were activated in a medium with or without Asn for 72 h. Cell proliferation (**g**) was determined by CFSE staining, and the cell number was determined by a cell counter (**h**) (*n* = 5 experimental replicates; *P* < 0.0001). Data are representative of four independent experiments. **i**, The level of the indicated mRNA in cells collected 4 h after activation was determined by qPCR (*n* = 3 experimental replicates; *P* = 0.2247, *P* = 0.0583 and *P* = 0.0004 for ATF4, ASNS and NRF2, respectively). Data are representative of two independent experiments. **j**,**k**, CD8^+^ T cells from the indicated genotypes were activated in a medium with or without Asn for 72 h. Cell proliferation was determined by CFSE staining (**j**), and cell number was determined by a cell counter (**k**) (*n* = 5 experimental replicates; *P* = 0.0032). Data are representative of four independent experiments. Error bars represent mean ± s.d. *P < 0.05; **P < 0.01; ***P < 0.001. Statistical differences were determined by paired two-tailed Student’s *t-*test with a threshold of *P* < 0.05 (**a**) and unpaired two-tailed Student’s *t-*test (**c**–**f**, **h**, **i** and **k**). **l**, The conceptual model of ATF4-dependent NRF2 expression enables robust proliferation of CD8^+^ T_eff_ cells under Asn restriction. Source data

### NRF2 is required for rewiring the central carbon metabolism

NRF2 is critical in maintaining redox homeostasis and regulating metabolism in physiopathological contexts, including cancer and inflammation^23^. Having shown that NRF2 is responsible for upregulating proliferation under Asn restriction (Fig. 4j, k), we sought to determine if NRF2 is required for regulating the central carbon metabolism in CD8^+^ T_eff_ cells following Asn restriction. Whereas Asn restriction significantly reduced glucose/glutamine consumption and lactate/glutamate production in WT cells, NRF2 deletion partially reversed these changes (Fig. 5a, b and Extended Data Fig. 6a). Similarly, NRF2 deletion abrogated the effects of Asn restriction on decreasing glycolysis and enhancing the PPP (Fig. 5c, d). Asn restriction could significantly increase basal and maximal respiration rates, mitochondrial mass and DNA content in WT CD8^+^ T_eff_ cells. However, NRF2 deletion in CD8^+^ T_eff_ cells reversed most of the changes caused by Asn restriction (Fig. 5e–g and Extended Data Fig. 6b), suggesting that NRF2 plays a broad role in controlling the central carbon metabolism upon Asn restriction.

**Fig. 5:**
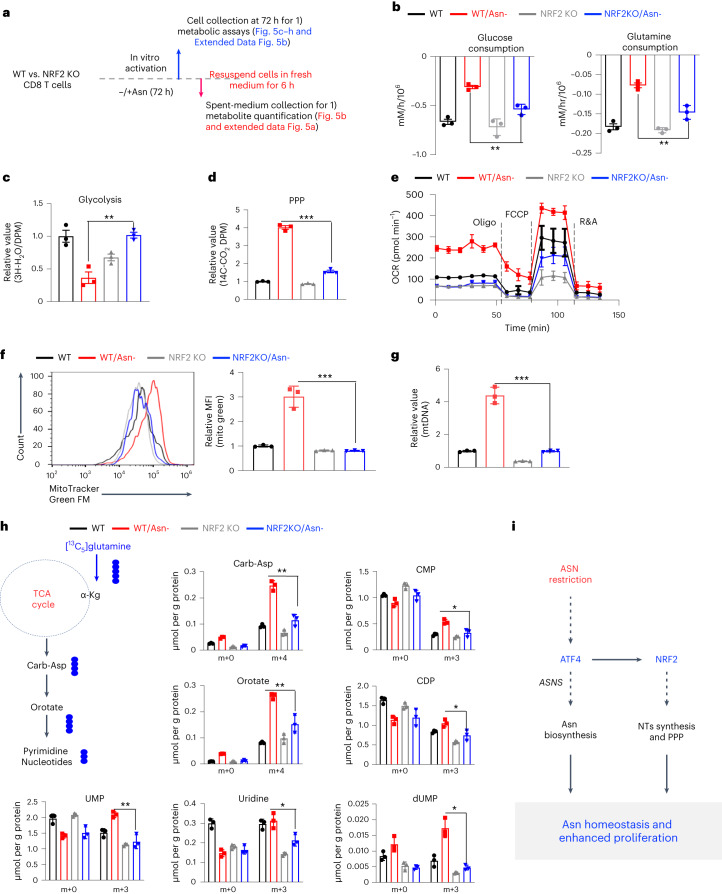
NRF2 is required to rewire the carbon metabolic program and enhance nucleotide biosynthesis under Asn restriction. **a**, Schematic diagram of sample collection and assays. **b**, The indicated metabolites were quantified by the YSI bioanalyzer. Consumption was determined by calculating the difference between blank and spent medium (6-h incubation of T cells collected in the late phase (72 h)) (*n* = 3 experimental replicates; *P* = 0.0027 and *P* = 0.0043 for glucose and glutamine, respectively). **c**,**d**, T cells were collected in the late phase (72 h). Glycolysis activity (**c**) (*n* = 3 experimental replicates; *P* = 0.0027) and PPP activity (**d**) (*n* = 3 experimental replicates; *P* < 0.0001) were determined by measuring ^3^H_2_O generated from D-[5-^3^H(N)]glucose and ^14^CO_2_ generated from [1-^14^C]D-glucose, respectively. **e**, OCR (in the late phase (72 h)) was determined by Seahorse (*n* = 3 experimental replicates). **f**,**g**, Mitochondrial mass was determined by MitoTracker Green FM staining by flow cytometry (**f**) (*n* = 3 experimental replicates; *P* = 0.0009), and mitochondrial DNA was quantified by qPCR (**g**) (*n* = 3 experimental replicates; *P* = 0.0003). Data in **b**–**g** are representative of three independent experiments. MFI, mean fluorescence intensity; mtDNA, mitochondrial DNA. **h**, Diagram of [^13^C_5_]glutamine catabolism through entering the downstream TCA cycle and pyrimidine biosynthesis. Filled circles denote the ^13^C label of all carbons of indicated metabolites derived from [^13^C_5_]glutamine catabolism (left panel). Metabolites in cells (in the late phase (72 h)) were analyzed by IC–UHR-FTMS (right panel); numbers on the *x* axis represent those of ^13^C atoms in given metabolites, and numbers on the *y* axis represent the levels of the metabolites (μmol per g protein). CDP, cytidine diphosphate. *n* = 3 experimental replicates*;* *P* = 0.0013, *P* = 0.0061, *P* = 0.0035, *P* = 0.0228, *P* = 0.0129, *P* = 0.028 and *P* = 0.0021 for Carb-Asp, orotate, UMP, uridine, CMP, CDP and dUMP, respectively. Data are representative of one experiment. Error bars represent mean ± s.d. *P < 0.05; **P < 0.01; ***P < 0.001. Statistical differences were determined by unpaired two-tailed Student’s *t-*test (**b**–**d** and **f**–**h**) and paired two-tailed Student’s *t-*test (**e**). **i**, The conceptual model of ATF4-dependent and NRF2-dependent carbon assimilation and robust effector CD8^+^ T cell proliferation. Source data

Although Asn restriction reduced the overall carbon consumption from glucose and glutamine (Fig. 3b), it significantly enhanced the de novo synthesis of nucleotides to promote cell proliferation (Fig. 3h). To determine if NRF2 is required for enhancing de novo synthesis of nucleotides upon Asn restriction, we supplied [^13^C_5_]glutamine as a metabolic tracer in T cell culture media and followed ^13^C incorporation into downstream metabolites. NRF2 deletion abolished the effect of Asn restriction in increasing fractional enrichment of ^13^C isotopologs in most metabolites (Fig. 5h). In line with previous studies that NRF2 regulated the metabolic genes of the PPP and nucleotide biosynthesis in cancer cells^24^, NRF2 deletion eliminated the effect of Asn restriction on inducing many of these metabolic genes (Extended Data Fig. 6c). Collectively, our results indicated that Asn restriction rewires the central carbon metabolism and promotes nucleotide biosynthesis, thereby enhancing proliferation in CD8^+^ T_eff_ cells (Fig. 5i).

### NRF2 activation enhances CD8^+^ T cell inflammation

Having shown that NRF2 is required to rewire central carbon metabolism to enhance CD8^+^ T_eff_ cell proliferation, we sought to determine if NRF2 is necessary to enhance inflammation under Asn restriction. Whereas Asn restriction significantly enhanced the production of proinflammatory cytokines TNF-α and IFN-γ in WT cells, NRF2 deletion reversed these changes (Fig. 6a, b). In addition, NRF2 deletion dampened the effect of Asn restriction in promoting the expression of inflammatory cytokines and transcription factors that regulate T cell effector functions (Fig. 6c). Next, we asked whether activating NRF2 could phenocopy the effects of Asn restriction in enhancing T cell effector function. We assessed the effect of NRF2 gain-of-function on Pmel^+^ CD8^+^ T_eff_ cells by overexpressing a constitutively active form of NRF2 (*NRF2*-OE) via retroviral transduction (Fig. 6d)^25^. *NRF2*-OE phenocopied the effects of Asn restriction on T cells by increasing the expression of inflammatory cytokines, enhancing cytotoxicity of tumor cells in vitro, and potentiating the antitumoral effects in vivo (Fig. 6e–j).

**Fig. 6:**
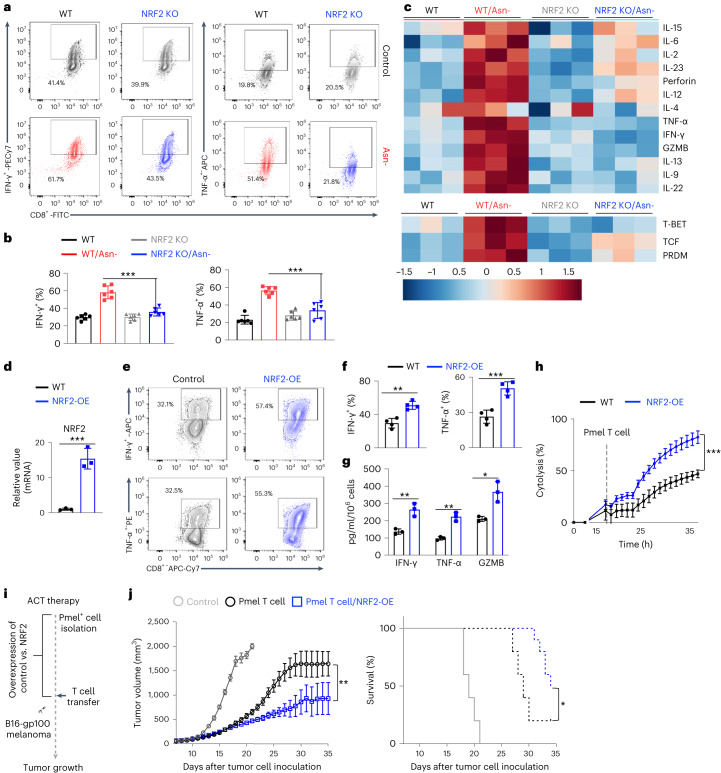
NRF2 activation enhances CD8^+^ T cell inflammation and antitumor functions. **a**,**b**, CD8^+^ T cells from the indicated genotypes were activated in a medium with or without Asn for 72 h. The expression of the indicated cytokines was determined by intracellular staining by flow cytometry (*n* = 6 experimental replicates; *P* < 0.0001 and *P* = 0.0003 for IFN-γ and TNF-α, respectively). **c**, The level of the indicated mRNA in cells collected 72 h after activation was determined by qPCR and depicted as log_10_-transformed fold change in a heatmap (*n* = 3 experimental replicates). T-bet, T-box expressed in T cells; TCF, T-cell factor; PRDM, PR domain zinc finger protein 1. Data in **a**–**c** are representative of three independent experiments. **d**–**j**, Cells with the indicated genotypes were activated for 5 days, followed by restimulation with soluble antibodies (2 days). The level of the indicated mRNA was determined by qPCR (**d**) (*n* = 3 experimental replicates; *P* = 0.0011). The expression of the indicated cytokines was determined by flow cytometry (**e**, **f**) (*n* = 3 experimental replicates for IFN-γ and *n* = 4 experimental replicates for TNF-α; *P* = 0.0013 and *P* = 0.0009 for IFN-γ and TNF-α, respectively). Indicated proteins in culture supernatants were quantified by ELISA (**g**) (*n* = 3 experimental replicates; *P* = 0.0055, *P* = 0.0013 and *P* = 0.011 for IFN-γ, TNF-α and GZMB, respectively). Cytolysis was determined by eSight (**h**) (*n* = 3 experimental replicates; *P* < 0.0001). Data in **d**–**h** are representative of three independent experiments. Error bars represent mean ± s.d. Schematic diagram of the experiment (**i**). Tumor growth (**j**, left) and Kaplan–Meier survival curves of mice bearing a B16-gp100 tumor (**j**, right) (*n* = 10 mice per group; *P* = 0.0002 for tumor growth and *P* = 0.016 for survival). Data are representative of two independent experiments. Error bars represent mean ± s.e.m. *P < 0.05; **P < 0.01; ***P < 0.001; ns, not significant. Statistical differences were determined by unpaired two-tailed Student’s *t-*test (**b**, **d** and **f**) and two-way ANOVA (**h** and **j**). Source data

Since Asn restriction induces NRF2 through ATF4 (Fig. 4e, f), we sought to determine if *ATF4* overexpression could phenocopy *NRF2*-OE on enhancing the antitumoral functions of CD8^+^ T cells. We crossed the *ATF4*^LSL-KI^ strain with the CD4-Cre strain and the Pmel transgenic strain to generate a Pmel^+^ *ATF4*-KI strain to assess the effect of *ATF4* overexpression in T cells in an antigen-specific manner. Compared with the WT control cells, Pmel^+^ *ATF4*-KI T_eff_ cells expressed a higher level of NRF2 and produced more inflammatory cytokines and effector molecules (Extended Data Fig. 7a–e). Importantly, Pmel^+^ *ATF4*-KI T_eff_ cells were more effective in killing tumor cells in vitro and controlling tumor growth in vivo (Extended Data Fig. 7f–h). Collectively, our results suggested that NRF2 plays a critical role in enhancing inflammation and antitumoral functions of CD8^+^ T_eff_ cells under Asn restriction.

### Asn restriction enhances cancer immunotherapy

Asn depletion therapy through L-ASP is a standard treatment for acute lymphoblastic leukemia and lymphomas in clinics because of ASNS inactivation or metabolic constraints imposed by the tumor microenvironment in these tumor types^26^. The immune checkpoint blockade (ICB) based on monoclonal antibodies targeting immune checkpoint proteins and adoptive cell transfer (ACT) based on tumor-infiltrating lymphocytes or CAR T cells are frontline cancer immunotherapies. We reasoned that Asn restriction might improve the efficacies of cancer immunotherapies by enhancing CD8^+^ T cell antitumoral activities. We used two ACT models to test this idea. We expanded Pmel T cells and GD2-CAR T cells with or without Asn in vitro, followed by transferring Pmel T cells to mice bearing B16 melanoma xenografts (Fig. 7a) and GD2-CAR T cells to immune-deficient mice bearing GD2^+^ human neuroblastoma (LAN-1) xenografts (Fig. 7c). Whereas adoptively transferred T cells alone significantly delayed tumor growth and prolonged animal survival time, expanding Pmel^+^ or GD2-CAR T cells under Asn restriction further potentiated their tumor restraining effects in these two ACT models (Fig. 7b, d and Extended Data Fig. 8h, i).

**Fig. 7:**
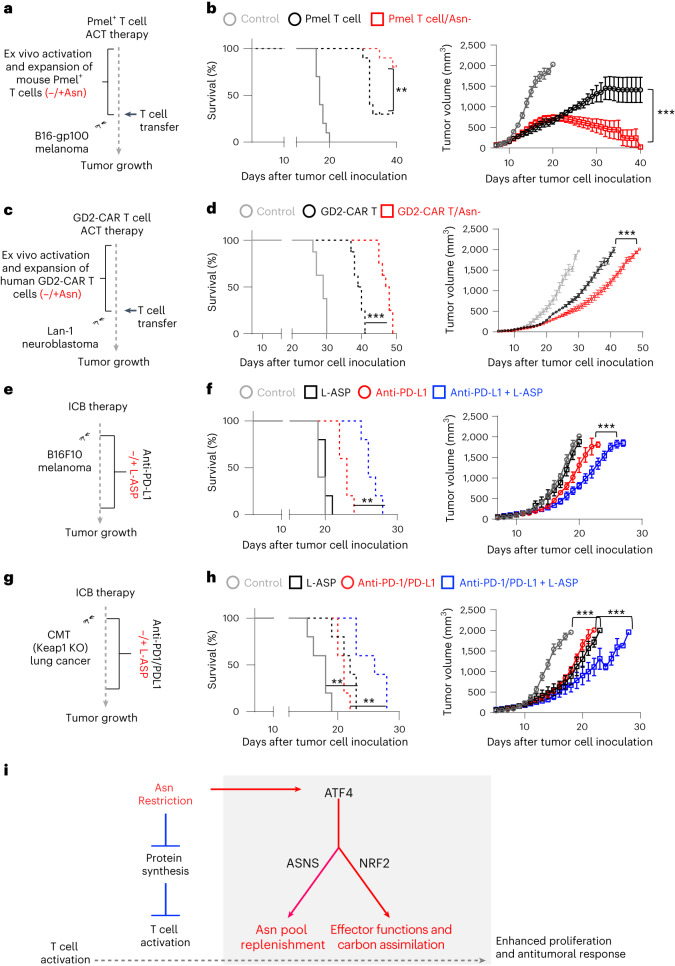
Asn restriction enhances T cell-mediated antitumor responses in vivo. **a**–**h**, Schematic diagrams of animal experiments (**a**, **c**, **e** and **g**). Kaplan–Meier survival curves and tumor growth of mice bearing a B16-gp100 tumor (**b**) (*n* = 10 mice per group; *P* = 0.0054 and *P* < 0.0001 for the left and right panels, respectively). Data are representative of three independent experiments. Kaplan–Meier survival curves and tumor growth of mice bearing a LAN-1 neuroblastoma tumor (**d**) (*n* = 8 mice per group; *P* < 0.0001 and *P* < 0.0001 for the left and right panels, respectively). Data are representative of two independent experiments. Kaplan–Meier survival curves and tumor growth of mice bearing a B16F10 melanoma tumor (**f**) (*n* = 5 mice per group; *P* = 0.0019 and *P* < 0.0001 for the left and right panels, respectively). Data are representative of three independent experiments. Kaplan–Meier survival curves and tumor growth of mice bearing a CMT *Keap-1* KO lung tumor (**h**) (*n* = 5 mice per group; *P* = 0.0085 and *P* < 0.0001 for the left and right panels, respectively). Data are representative of two independent experiments. Error bars represent mean ± s.e.m. (**b**, **d**, **f** and **h**). **P < 0.01; ***P < 0.001. Statistical differences were determined by two-way ANOVA for tumor growth curve and log-rank test for animal survival. **i**, The conceptual model of ATF4-dependent and NRF2-dependent stress signaling response, optimized carbon assimilation, and robust effector function on CD8^+^ T cells. Source data

Blockade of programmed cell death protein 1 (PD-1) and programmed cell death ligand 1 (PD-L1) has been shown to elicit durable T cell-dependent antitumor responses in melanoma patients and a preclinical model of melanoma (B16 melanoma-bearing mice)^27,28^. Therefore, we assessed the antitumor effect of combining L-ASP and anti-PD-L1 antibodies in B16 melanoma-bearing mice (Fig. 7e). Notably, B16F10 and Lan-1 are Asn-prototrophic cell lines that can grow in Asn-free media in vitro (Extended Data Fig. 8a–d). In agreement with our in vitro data (Extended Data Fig. 8a, b), L-ASP-mediated depletion of Asn did not affect tumor cell growth in vivo (Fig. 7f and Extended Data Fig. 8j). However, L-ASP treatment could potentiate the antitumoral effect of anti-PD-L1 antibodies, as the combination group displayed a better outcome than the anti-PD-L1 monotherapy group (Fig. 7f and Extended Data Fig. 8j). Next, we examined the effect of combining L-ASP treatment and ICB (anti-PD-1/anti-PD-L1 antibodies) in a preclinical model of lung carcinoma (CMT167-bearing mice)^29^ (Fig. 7g). The Kelch-like ECH-associated protein 1 (*Keap-1*) gene is one of the most frequently mutated tumor suppressor genes in non-small cell lung cancer (NSCLC)^30,31^. Notably, the loss of function of *Keap-1* rendered cancer cells sensitive to NEAA (including Asn) restriction in preclinical animal models^30,31^, suggesting that combining L-ASP and ICB may be a promising strategy to treat NSCLC with *Keap-1* mutations. Therefore, we generated a *Keap-1* KO CMT167 cell line by CRISPR and confirmed that Asn restriction decreased cell proliferation and viability in vitro (Extended Data Fig. 8e–g). Whereas either L-ASP or ICB alone reduced tumor growth and prolonged animal survival time, the combinational therapy further potentiated their antitumor effects (Fig. 7h and Extended Data Fig. 8k). These results indicated that Asn restriction could be a promising and clinically relevant strategy for enhancing cancer immunotherapies against multiple cancer types.

## Discussion

In line with two recent studies^15,16^, our study showed that Asn restriction suppressed CD8^+^ T cell activation by depleting the intracellular Asn pool. Whereas one of the previous studies indicated that Asn restriction significantly inhibited CD8^+^ T cell proliferation and effector functions, the other study showed that Asn restriction failed to compromise CD8^+^ T cell proliferation, which agrees with our findings that T cells under Asn restriction could engage de novo biosynthesis to replenish the intracellular Asn pool^15,16^. Notably, both the choice of animal models and the dose of L-ASP applied to the animals are different between our work and ref. ^16^, potentially attributing to the conflicting results in the two studies^16^. In ACT experiments, Asn restriction was applied during CD8^+^ T cell expansion in vitro without further L-ASP treatment after cells were transferred into the animals. We reasoned that the observed in vivo phenotype might result from a combination of long-term and short-term effects imposed by Asn restriction. Importantly, our study revealed that the Asn restriction-induced NRF2-dependent stress signaling response confers optimized carbon assimilation and robust antitumor effector functions on CD8^+^ T cells (Fig. 7i). L-ASP is one of the first successful metabolic therapies used in clinics to treat acute lymphoblastic leukemia and lymphomas^19^. Asn-deficient media formulation can be incorporated into the current process of manufacturing CAR T cells^32^. Our study further implicates that L-ASP therapy could be integrated into ICB therapy to improve cancer patient outcomes.

CD8^+^ T cells developed a sophisticated acclimation program in response to Asn restriction. Cells switched to Asn de novo biosynthesis to replenish the intracellular Asn pool, reducing overall carbon consumption and disposal, enhancing nucleotide biosynthesis, and simultaneously eliciting robust effector functions. It is also possible that Asn coordinates with other immunomodulatory amino acids, including tryptophan and arginine, to affect T cell response^5^. Such metabolic and phenotypical changes were primarily achieved through engaging ATF4-dependent and NRF2-dependent signaling in the early phase after T cell activation. ATF4 activation increased the expression of ASNS, enabling Asn de novo biosynthesis. Asn restriction also induces NRF2 expression through ATF4. This observation aligns with a recent study suggesting that NRF2 is a direct transcriptional target of ATF4 and is induced under endoplasmic reticulum stress^33^. We observed that NRF2 primarily localizes in the nucleus. However, whether Asn restriction or ATF4 activation directly regulates the nuclear translocation of NRF2 warrants further investigation. NRF2 activation was necessary and sufficient to enhance the metabolic and functional fitness of CD8^+^ T_eff_ cells. ATF4 mediates an integrated stress response in mammalian cells to various environmental insults, including nutrient restriction and oxidative stress. Similarly, NRF2 is a critical redox sensor that transcriptionally controls the oxidative stress response in mammalian cells^34^. Recent studies have shown that NRF2 activation could enhance T cell tumor infiltration and antitumoral immune responses^35,36^. Also, ATF4 deficiency rendered CD4 T cells sensitive to oxidative stress and incapable of eliciting proper immune responses^37^. Our study suggested that NRF2 may play a crucial role in responding to changes in environmental Asn to shape CD8^+^ T cell proliferation, differentiation and functions.

Increased glycolysis and glutamine catabolism is a metabolic characteristic of activated T cells and is believed to be necessary for supporting their growth, proliferation and effector function^38,39^. However, we found that Asn restriction conferred robust proliferation and effector function to CD8^+^ T cells, accompanied by an overall decrease in glucose and glutamine consumption. By contrast, Asn restriction markedly increased oxygen consumption and mitochondrial mass in CD8^+^ T cells. Mitochondria integrate the central carbon metabolism and critical cell signaling pathways to control fate-determining processes in mammalian cells. It has been reported that CD8^+^ T_eff_ cells oxidized more glucose carbon in mitochondria in vivo than in vitro^40^. Similarly, reducing glutamine catabolism could promote oxidative phosphorylation and antitumoral activities of CD8^+^ T_eff_ cells^41^. In line with these findings, mitochondrial fitness is necessary for driving T cell proliferation, effector functions and long-term persistence in vivo^42,43^. However, the tumor microenvironment promotes T cell exhaustion and suppresses T cell-mediated antitumoral response through compromising mitochondrial biogenesis and function^44–47^. Our study suggested that CD8^+^ T_eff_ cell metabolic fitness could be enhanced by optimizing carbon assimilation via increasing mitochondrial quality and quantity, even when the overall carbon consumption is significantly reduced.

## Methods

### Mice

C57BL/6NJ, B6.129S4-*Ifng*^*tm3.1Lky*^/J, Pmel^+^(B6.Cg-*Thy1*^*a*^/CyTg(TcraTcrb)8Rest/J), *Nrf2* KO (B6.129X1-*Nfe2l2*^*tm1Ywk*^/J) and *Rag1*^−/−^ (B6.129S7-*Rag1*^*tm1Mom*^/J), B6 *Thy1.1* mice were purchased from the Jackson Laboratory. NOD.CB17-*Prkdc*^*scid*^ *IL2rg*^*tm1*^/BcgenHsd mice were purchased from Envigo. C57BL/6N-*Asns*^*tm1a(EUCOMM)Wtsi*^/H) and B6;129X1-*Gt(ROSA)26Sor*^*tm2(ATF4)Myz*^/J mice were crossed with the CD4-Cre strain to generate T cell-specific *Asns* KO and *Atf4* overexpression (*Atf4*-KI). *Atf4*-KI mice were crossed with Pmel mice to generate Pmel^+^ *Atf4* KI. *Atf4*^fl/fl^ mice were crossed with the CD4-Cre strain to generate T cell-specific *Atf4* KO^21^. Gender-matched and age-matched mice (6–12 weeks old) were used for the experiments. Both male and female WT/genetically engineered mice were used for ex vivo experiments. All mice were bred and kept in specific pathogen-free conditions at the Animal Center of the Abigail Wexner Research Institute at Nationwide Children’s Hospital. A low-fat diet (Envigo, 2920X; the irradiated form of 2020X; https://insights.envigo.com/hubfs/resources/data-sheets/2020x-datasheet-0915.pdf) was provided to the animals. The animals were euthanized by carbon dioxide asphyxiation followed by cervical dislocation under protocols approved by the Institutional Animal Care and Use Committee of the Abigail Wexner Research Institute at Nationwide Children’s Hospital (protocol number AR13-00055).

### T cell isolation and culture

Healthy donor buffy coats were obtained from the Central Ohio Region of the American Red Cross. The institutional biosafety committee of the Abigail Wexner Research Institute at Nationwide Children’s Hospital approved this research. Peripheral blood mononuclear cells (PBMCs) were isolated from buffy coats by Ficoll-Hypaque density gradient centrifugation. Isolated human mononuclear cells were stimulated with plate-bound antibodies in a medium containing human IL-2 (hIL-2). Plates were precoated with anti-human CD3 (hCD3) and anti-human CD28 (hCD28) overnight at 4 °C. To generate GD2-CAR T cells, human PBMCs were activated using plate-bound anti-hCD3 and anti-hCD28 for 2 days in the presence and absence of Asn, followed by GD2-CAR retroviral transduction and culture with hIL-2 for 8 days in the indicated medium^48^. Mouse T cells were enriched from the spleen and lymph nodes by negative selection using a mouse CD8^+^ naïve T cell isolation kit. For mouse T cell activation and proliferation assay, freshly isolated naïve CD8^+^ T cells were activated by plate-bound antibodies and cultured with mouse IL-2 (mIL-2) and mouse IL-12 (mIL-12). The culture plates were precoated with anti-mouse CD3 (mCD3) and anti-mouse CD28 (mCD28) antibodies overnight at 4 °C. For Pmel T cell activation and culture, splenocytes from Pmel transgenic mice were stimulated by human gp100 (hgp100) peptide and cultured with mIL-2 for 5 days, followed by a restimulation with mIL-2, soluble anti-mCD3, and anti-mCD28 for 2 days^49^. To analyze intercellular cytokines and effector molecules, we stimulated T cells for 4 h with anti-mCD3, anti-mCD28, brefeldin A and monensin. In some experiments, Pmel T cells (2 days after activation) were transduced with NRF2-overexpressing retrovirus and cultured for 3 days. T cells were cultured with RPMI 1640 medium supplemented with 10% fetal bovine serum (FBS), 2 mM L-glutamine, 100 units ml^−1^ penicillin, 100 μg ml^−1^ streptomycin, and 0.05 mM 2-mercaptoethanol at 37 °C and 5% CO_2_. For Asn restriction experiments, T cells were activated and cultured with Asn-free RPMI 1640 medium supplemented with 10% (v/v) dialyzed FBS (DFBS), 2 mM L-glutamine, 0.2 mM alanine, 100 units ml^−1^ penicillin, 100 μg ml^−1^ streptomycin, and 0.05 mM 2-mercaptoethanol at 37 °C and 5% CO_2_. For culturing *ATF4* KO T cells, Asn-free RPMI 1640 medium was supplemented with 10% (v/v) FBS, 2 mM L-glutamine, 100 units ml^−1^ penicillin, 100 μg ml^−1^ streptomycin, and 0.15 mM 2-mercaptoethanol as previously reported^37^. The single amino acid-deficient medium was prepared by reconstituting RPMI 1640 amino acid-free basal medium with all but one amino acid (the corresponding amino acid). The amino acid-proficient control medium was supplemented with 200 μM alanine, as switching FBS to DFBS abolishes the main source of alanine in the T cell medium^50^. DFBS was made by dialyzing FBS against 100 volumes of distilled water (changed five times in 3 days) using dialysis cassettes (2K MWCO) at 4 °C. Additional information on the concentrations of antibodies, cytokines and resources is listed in Supplementary Tables 1 and 2.

### Tumor cell line culture

B16F10 was acquired from the American Type Culture Collection (ATCC) (CRL-6475). The LAN-1, B16-gp100 and CMT167 cell lines were provided by X. Song, N. Restifo and W. Terence, respectively. Tumor cell lines were cultured with regular RPMI 1640 or Asn-free RPMI 1640 medium supplemented with 10% (v/v) DFBS, 2 mM L-glutamine, 100 units ml^−1^ penicillin, and 100 μg ml^−1^ streptomycin at 37 °C and 5% CO_2_. The CMT *Keap1* KO cell line was generated by CRISPR by isolating a monoclonal cell population by limiting dilution.

### ACT for tumor immunotherapy

For the B16 melanoma ACT model, female C57BL/6 mice were implanted subcutaneously with 1 × 10^5^ cells of B16-gp100 in the flank, followed by sublethal irradiation (600 cGy) and intravenous injection of 1 × 10^6^ Pmel T cells on day 7. For the LAN-1 xenograft, male severe combined immunodeficient (SCID) mice were implanted subcutaneously with 1.5 × 10^6^ LAN-1 tumor cells in the flank, followed by intravenous injection of 7 × 10^6^ live GD2-CAR T cells without removing dead cells. GD2-CAR T cells were generated in the presence and absence of Asn and expanded for 10 days. Before ACT, cell viability (more than 65%) and cytokine production were measured to ensure the quality of donor cells. For the B16F10 melanoma model, female C57BL/6 mice were implanted subcutaneously with 1 × 10^5^ cells of B16-gp100 in the flank, followed by intraperitoneal injection of anti-PD-L1 antibody (twice per week). For the CMT *Keap-1* KO lung cancer model, female C57BL/6 mice were implanted subcutaneously with 1 × 10^5^ cells in the flank, followed by intraperitoneal injection of anti-PD-1 and anti-PD-L1 antibodies (three times per week). In LAN-1 xenograft experiments, male and female mice were used as recipient hosts for the implantation of tumor cells. Since both cell lines are derived from female mice, female hosts were used for B16 and CMT allograft experiments. In some experiments, L-ASP was intraperitoneally administered every day. In all experiments, tumor sizes were measured daily, and tumor volume was calculated by length × width^2^ × π/6. For survival studies, animals were monitored daily until one of the following end points was reached: (1) tumor diameter reaches 2 cm, (2) tumor ulceration reaches 1 cm in diameter or has persistent bleeding, (3) animals lose over 20% of body weight, or (4) animals experience breathing difficulty or poor mobility.

### ACT for homeostatic proliferation

For homeostatic proliferation in lymphopenic *Rag*^*−/−*^ mice, naïve CD8^+^ T cells isolated from donor mice were mixed with WT and KO cells at a 1:1 ratio and labeled with carboxyfluorescein diacetate succinimidyl ester (CFSE). Approximately 1 × 10^7^ cells in 100 μl of PBS were intravenously injected into 6–8-week-old gender-matched host mice, which were then treated with L-ASP for 3 days. Mice were euthanized after 4 days, and lymph nodes and spleen were collected and processed to assess cell ratio and proliferation by flow cytometry analysis. Serum was collected from control and L-ASP-treated mice, and metabolites in serum were quantified by gas chromatography–mass spectrometry (GC–MS).

### Flow cytometry

For analyzing surface markers, cells were stained in PBS containing 2% (w/v) BSA and the indicated antibodies. In some experiments, T cells were stimulated by the cell stimulation cocktail (4 h at 37 °C), followed by staining with antibodies for cell-surface protein. Then, cells were fixed and permeabilized by FoxP3 fixation/permeabilization solution, followed by staining with antibodies for intracellular proteins. Cell proliferation was determined by CFSE staining, and cell viability was evaluated by 7-aminoactinomycin D (7-AAD) staining. For analyzing protein content, cells were incubated with O-propargyl-puromycin (OPP; 1 h at 37 °C), followed by fixation with FoxP3 permeabilization solution and 5 FAM-Azide stainings (0.5 h at 37 °C) according to the protein synthesis assay kit. For analyzing the cell cycle profile, cells were incubated with bromodeoxyuridine (BrdU; 1 h at 37 °C), followed by cell surface staining, fixation and permeabilization according to the Phase-Flow Alexa Fluor 647 BrdU Kit. Flow cytometry data were acquired on NovoCyte and were analyzed with FlowJo software. Additional information on flow cytometry antibodies, dilution and resources is listed in Supplementary Table 1. Gating strategies are shown in Supplementary Figs. 1 and 2.

### Real-time cytotoxicity assay

The target tumor cells (B16-gp100 mouse melanoma or LAN-1 human neuroblastoma cells) were used for determining the cytotoxic potential of Pmel T cells or GD2-CAR T cells using xCELLigence RTCA eSight. A 50-μl medium was added to E-Plates 96 for measurement of background values. Target cells were seeded in an additional 50-μl medium at a density of 3,000 cells per well for B16-gp100 and 6,000 cells per well for LAN-1 and cultured for 16–18 h before adding T cells at an effector:target ratio of 5:1. Cell density and cell ratio were determined by previous titration experiments. Impedance-based measurements of the normalized cell index were performed every 15 min upon T cell addition. Cell index values were exported, and the percentage of lysis was calculated using RTCA Software Pro.

### Quantification of cytokines in the cell culture supernatant

Pmel T cells were activated with hgp100 peptide for 4 days, followed by restimulation with anti-mCD3 and anti-mCD28 antibodies for 48 h. Cells were resuspended in fresh medium at a density of 2 × 10^6^ cells ml^−1^ and cultured for 6 h. Cytokine production in the cell culture supernatant was determined by enzyme-linked immunosorbent assay (ELISA). GD2-CAR T cells were resuspended in fresh medium at a density of 2 × 10^6^ cells ml^−1^ and cultured for 6 h. Cytokine production in the cell culture supernatant was determined by LEGENDplex Human CD8/NK Panel according to the manufacturer’s instructions. The data were collected by NovoCyte and analyzed using LEGENDplex Data Analysis Software.

### Quantification of metabolites in the cell culture supernatant

The naïve CD8^+^ T cells were activated by plate-bound anti-mCD3 and anti-mCD28 antibodies for 72 h. Cells were resuspended in the indicated medium at a density of 2 × 10^6^ cells ml^−1^ for 6 h. The levels of glucose, lactate, glutamine and glutamate in blank medium (without cells) and spent medium were measured by the bioanalyzer (YSI 2900). The metabolite consumption and production were determined by calculating the difference between blank and spent medium. In some experiments, the arginine level was determined by the L-Arginine Assay Kit.

### Radioactive tracer-based metabolic assays

The radioactive tracer-based metabolic assay was performed as described previously^51^. Glycolysis was measured by the generation of ^3^H_2_O from [5-^3^H(N)]D-glucose, the PPP was measured by the generation of ^14^CO_2_ from [1-^14^C]D-glucose, and glutamine oxidation activity was measured by the generation of ^14^CO_2_ from [U-^14^C]glutamine. For assays generating ^14^CO_2_, 5 × 10^6^ T cells in 0.5 ml of fresh medium were dispensed into 7-ml glass vials with a PCR tube containing 50 μl of 0.2 N NaOH glued on the sidewall. After adding 1 μCi radioactive tracer, the vials were capped using a screw cap with a rubber septum and incubated for 2 h at 37 °C. The assay was then stopped by injecting 100 μl of 5 N HCl into the vial. Vials were kept at 18–22 °C overnight to trap the ^14^CO_2_. The NaOH solution in the PCR tube was then transferred to scintillation vials containing 10 ml of scintillation solution for counting. A cell-free sample containing the same amount of tracer was included as a background control. For assays generating ^3^H_2_O, 1 μCi radioactive tracer was added to the suspension of one million cells in 0.5 ml of fresh medium in 48 wells, then incubated for 2 h at 37 °C. The assay was stopped by transferring samples to a 1.5-ml microcentrifuge tube containing 50 μl of 5 N HCl, which was placed in a 20-ml scintillation vial containing 0.5 ml of water. Then, the vial was capped and sealed. ^3^H_2_O was separated from other radiolabeled metabolites overnight at room temperature by evaporation diffusion. The 1.5-ml microcentrifuge tube was removed, and 10 ml of scintillation solution were added to the vial before counting. A cell-free sample containing 1 μCi radioactive tracer was included as a background control. Radioactivity was measured by liquid scintillation counting.

### Stable isotope labeling

Experiments in Figs. 2f and 3h: Naïve CD8^+^ T cells were activated by plate-bound anti-mCD3 and anti-mCD28 antibodies for 36 h. Then, cells were reseeded at a density of 2 × 10^6^ cells ml^−1^ in a conditional medium containing 4 mM [^13^C_5_]glutamine for 24 h. Samples were collected and washed three times with PBS before being snap-frozen.

Experiments in Fig. 5h: Naïve CD8^+^ T cells were activated by plate-bound anti-mCD3 and anti-mCD28 antibodies for 72 h. Then, cells were reseeded at the density of 2 × 10^6^ cells ml^−1^ in a conditional medium containing 4 mM [^13^C_5_]glutamine for 6 h. Samples were collected and washed three times with PBS before being snap-frozen.

### Gas chromatography–mass spectrometry (GC–MS)-based analysis

GC–MS was performed as previously described^52^. Cell pellets were resuspended in 0.45 ml of −20 °C methanol/water (1:1 v/v) containing 20 µM L-norvaline as the internal standard. Further extraction was performed by adding 0.225 ml of chloroform, vortexing, and centrifuging at 15,000 × *g* for 5 min at 4 °C. The upper aqueous phase was evaporated under a vacuum using a SpeedVac centrifugal evaporator. Separate tubes containing varying amounts of standards were evaporated. Dried samples and standards were dissolved in 30 μl of isobutylhydroxylamine hydrochloride in pyridine and incubated for 20 min at 80 °C. An equal volume of *N*-*tert*-butyldimethylsilyl-*N*-methyltrifluoroacetamide (MTBSTFA) was added and incubated for 60 min at 80 °C. After derivatization, samples and standards were analyzed by GC–MS using a Rxi-5ms column (15 m × 0.25 i.d. × 0.25 μM; Restek) installed in a Shimadzu GCMS-QP2010 Plus. The GCMS-QP2010 Plus was programmed with an injection temperature of 250 °C, 1.0 µl injection volume, and a split ratio of 1/10. The GC oven temperature was initially 130 °C for 4 min, rising to 250 °C at 6 °C min^−1^ and to 280 °C at 60 °C min^−1^, with a final hold at this temperature for 2 min. GC flow rate, with helium as the carrier gas, was 50 cm s^−1^. The GC–MS interface temperature was 300 °C, and (electron impact) ion source temperature was 200 °C, with 70 eV ionization voltage. Fractional labeling from ^13^C substrates and mass isotopomer distributions were calculated as described^52^. Data from standards were used to construct standard curves in MetaQuant^53^, from which metabolite amounts in samples were calculated. Metabolite amounts were corrected for recovery of the internal standard and for ^13^C labeling to yield total (labeled and unlabeled) quantities in nmol per sample and then adjusted to protein.

### Ion chromatography–ultra-high-resolution Fourier transform mass spectrometry (IC–UHR-FTMS)-based analysis

The frozen cell pellets were homogenized in 60% cold CH_3_CN in a ball mill for denaturing proteins and optimizing extraction. Polar metabolites were extracted by the solvent partitioning method with a final CH_3_CN:H_2_O:CHCl_3_ ratio of 2:1.5:1 (v/v), as described previously^54^. The polar extracts were reconstituted in Nanopure water before analysis on a Dionex ICS-5000+ ion chromatography system interfaced with an Orbitrap Fusion Tribrid mass spectrometer (Thermo Scientific) as previously described^55^ using an *m*/*z* scan range of 80–700. Peak areas were integrated and exported to Microsoft Excel via TraceFinder software (v3.3; Thermo Fisher Scientific) before natural abundance correction^56^. The isotopolog distributions of metabolites were calculated as the mole fractions as previously described^57^. The number of moles of each metabolite was determined by calibrating the natural abundance-corrected signal against authentic external standards. The amount was normalized to the amount of extracted protein and is reported in µmol per g protein.

### Liquid chromatography–mass spectrometry (LC–MS)-based analysis

As described previously, sample preparation and analysis were conducted at Metabolon^58^. In brief, sample preparation involved protein precipitation and removal with methanol, shaking and centrifugation. The resulting extracts were profiled on an accurate mass global metabolomics platform consisting of multiple arms differing by chromatography methods and mass spectrometry ionization modes to achieve broad coverage of compounds differing in physiochemical properties such as mass, charge, chromatographic separation and ionization behavior. Metabolites were identified by automated comparison of the ion features in the experimental samples to a reference library of chemical standard entries that included retention time, molecular weight (*m/z*), preferred adducts, and in-source fragments, as well as associated MS spectra, and were curated by visual inspection for quality control using software developed at Metabolon. MetaboAnalyst was used to range-scale data and provide pathway analysis of metabolites significantly changed (*P* < 0.05).

### OCR

OCR was determined by the Seahorse XFe96 Analyzer according to the manufacturer’s instructions. In brief, naïve CD8^+^ T cells were activated by plate-bound anti-mCD3 and anti-mCD28 antibodies for 72 h. Then, 1 × 10^5^ cells were collected, washed by PBS, and suspended in 50 µl of assay medium (Seahorse XF RPMI Assay Medium) containing 10 mM glucose, 2 mM glutamine and 1 mM pyruvate, then seeded in each well in a poly-D-Lysine precoated XF96 Cell Culture Microplate. Then, the plate was centrifuged at 200 × *g* for 2 min in a zero-braking setting to immobilize cells, followed by the addition of 130 µl of assay medium and incubation in a non-CO_2_ incubator for 30 min. OCR was measured under basal conditions and in response to oligomycin, carbonyl cyanide-*p*-trifluoromethoxyphenylhydrazone (FCCP), or 100 nM rotenone with 1 µM antimycin A. Data analysis was performed using the Seahorse Wave software.

### Measurement of ATP levels

ATP levels were measured using the CellTiter-Glo 2.0 Assay kit according to the manufacturer’s instructions. In brief, 1 × 10^5^ cells were suspended with 50 ul of PBS in 96-well white-walled tissue culture plates, and an equal volume of CellTiter-Glo 2.0 reagent was added to each well. The plate was put on a shaker for gentle mixing and incubated for 30 min at room temperature. Luminescence was measured by the Microplate Reader.

### Glucose and glutamine uptake assay

Mouse CD8^+^ T cells were stimulated with plate-bound anti-CD3 and anti-CD28 antibodies for 3 days. Then, 1 × 10^7^ active T cells were suspended in 600 μl of media containing 11 mM cold glucose and 4 mM glutamine. We added 3 μCi [^3^H]2-deoxyglucose or 1 μCi [^14^C_5_]glutamine into the media and incubated them for 10 min at 37 °C. Cell suspension aliquots of 200 μl were loaded onto separation buffer layers, prepared by adding 100 μl of 20% perchloric acid/8% sucrose solution to the bottom of a 1.5-ml microcentrifuge tube and overlaid with 800 μl of 1-bromododecane. The tubes containing cell suspension and separation buffer layers were centrifuged at 12,000 × *g* for 1 min. The tube was then snap-frozen in a dry-ice bath, and the tip of the tube (bottom layer with cell lysis) just above the perchloric acid/sucrose/bromododecane interface was cut off and transferred into a well of a 24-well plate. The tip was washed with 300 μl of 0.5% SDS/1% Triton X-100. The solution collected from each tube was then transferred to a scintillation vial containing 10 ml of scintillation solution for counting.

### NRF2 localization by confocal microscopy

Mouse CD8^+^ T cells were stimulated with plate-bound anti-CD3 and anti-CD28 antibodies for 4 h, and cells were resuspended in fresh medium and incubated with poly-L-lysine coated coverslips in 6-well cell culture plates for 1 h at 37 °C. These cells were fixed by 4% paraformaldehyde and incubated for 15 min at room temperature, followed by three PBS washes. After fixation, cells were permeabilized with 0.1% Triton for 5 min, washed extensively with PBS, and blocked with cold blocking buffer (1x PBS, 0.5% standard grade BSA) for 30 min on ice. The blocking buffer was carefully removed and incubated with NRF2 antibody or isotype control overnight at 4 °C. Cells were incubated with a secondary antibody (Alexa Fluor 647) for 1 h on ice in the dark, followed by three PBS washes. Cells were counterstained with 4,6-diamidino-2-phenylindole (DAPI), and the coverslips were mounted with an antifading mounting medium. The images were recorded on a Nikon AX R confocal microscope. For quantification, fluorescence intensity was quantified by ImageJ software, and corrected total cell fluorescence (CTCF) was calculated by using the following equation: CTCF = integrated density (of the selected cell) − (area of the selected cell × mean fluorescence of the background).

### Western blot analysis, RNA extraction, qPCR, and RNA-seq analysis

Details are provided in the Supplementary Information and primer sequences are provided in Supplementary Table S3.

### Statistical analysis

Statistical analysis was conducted using the GraphPad Prism software (v8.0.1). *P* values were calculated with two-way analysis of variance (ANOVA) for in vivo experiments. Kaplan–Meier curves and the corresponding log-rank test was used to evaluate the statistical differences between groups in survival studies. Paired and unpaired two-tailed Student’s *t*-tests were used to assess differences in other experiments. The R programming language software was used for Metabolon (v5.0) and RNA-seq data analysis. *P* values less than 0.05 were considered significant, with *P* < 0.05, *P* < 0.01 and *P* < 0.001 indicated as *, ** and ***, respectively; ns indicated no significant differences.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information Methods, Supplementary Tables 1–3 and Supplementary Figs. 1 and 2.

Reporting Summary

## Figures and Tables

**Extended Data Fig. 1:**
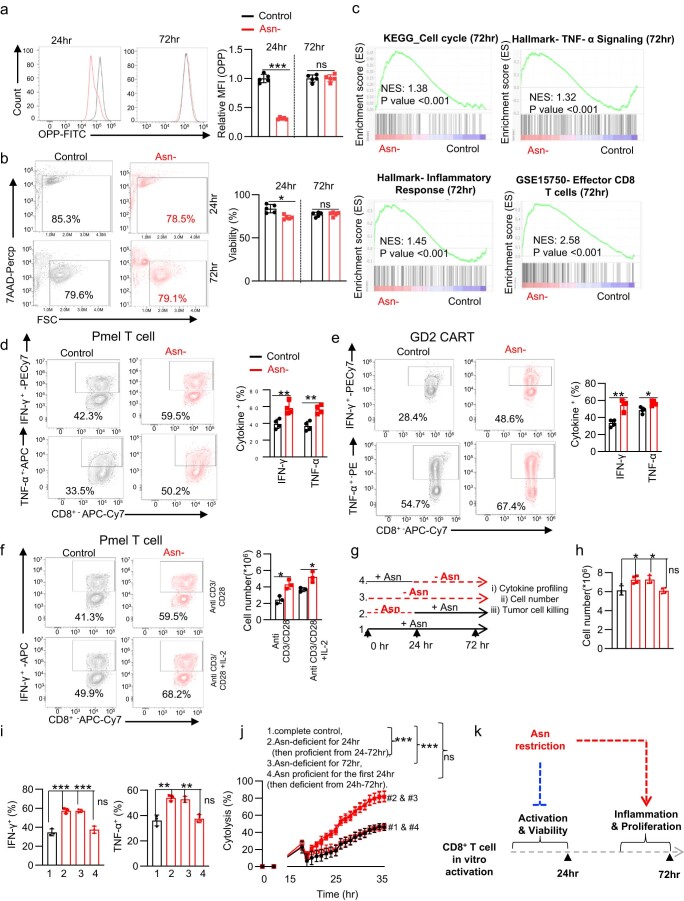
Asn restriction suppresses CD8^+^ T cell activation but enhances inflammation and proliferation. **a-b**) CD8^+^ T cells were activated in a medium with or without Asn and were collected in the early phase (24 hr) and late phase (72 hr). The protein content (**a**) (n = 3 experimental replicates, P < 0.0001 and P = 0.9368 at 24 and 72 h respectively) and cell viability (**b**) (n = 5 experimental replicates, (P = 0.003 and P = 0.7328 at 24 and 72 h respectively) was determined by 7AAD staining by flow cytometry. Data are representative of 3 independent experiments. **c**) Cell cycle, TNF-α, inflammatory response, and effector T cell function associated gene sets were analyzed by GSEA. **d-f**) Indicated cytokine was quantified by intracellular staining by flow cytometry as indicated condition (n = 4 experimental replicates, Pmel T cells: P = 0.007 and P = 0.002 for IFN-γ and TNF-α respectively; GD2 CAR-T: P = 0.0013 and P = 0.01 for IFN-γ and TNF-α respectively; Pmel T cells: P = 0.01 and P = 0.19 for no IL-2 and IL-2 respectively). **g**) Schematic diagram of the experiment. **h**) cell number (n = 4 experimental replicates, P = 0.01, P = 0.01 and P = 0.9 for group 1 vs. 2, 1 vs. 3 and 1 vs. 4 respectively). **i**) The indicated cytokines were quantified by flow cytometry (n = 3 experimental replicates, IFN-γ: P = 0.0009, P = 0.0006, and P = 0.3992; TNF-α: P = 0.0032, P = 0.004, and P = 0.668 for group 1 vs. 2, 1 vs. 3 and 1 vs. 4 respectively). **j**) The cytolysis was determined by eSight (n = 3 experimental replicates, P < 0.0001, P < 0.0001 and P = 0.675 in 1 vs. 2, 1 vs. 3 and 1 vs. 4 respectively). Data from **d-j** are representative of 3 independent experiments. Error bars represent mean ± SD. *P < 0.05, **P < 0.01, *** P < 0.001, Statistical differences were determined by unpaired Two-tail Student’s t-test (a, b, d-f and h-i) and Two-way ANOVA (**j**). **k**) Conceptual model showing that Asn restriction suppressed T cell activation but conferred robust proliferation and effector function to CD8^+^ Teff cells at the late time point. Source data

**Extended Data Fig. 2:**
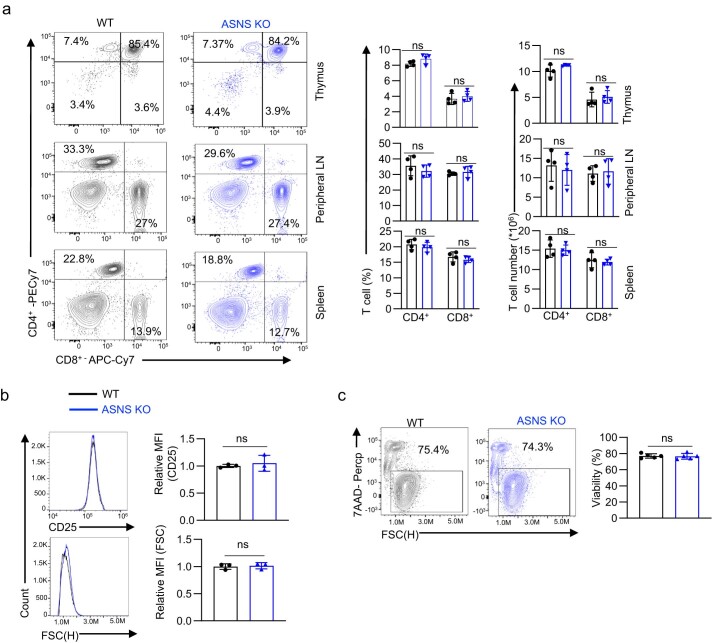
ASNS is dispensable for normal T cell development after the double-positive stage. **a**) Representative flow plots (left) and quantification of CD4^+^ and CD8^+^ distribution in the thymus, peripheral lymph nodes, and spleen (right) (n = 4 mice/group, CD4: P = 0.12 and P = 0.11; CD8^+^: P = 0.53 and P = 0.59 in thymus T cell (%) and T cell number respectively; CD4^+^: P = 0.39 and P = 0.69; CD8^+^: P = 0.56 and P = 0.77 in peripheral LN T cell (%) and T cell number respectively; CD4: P = 0.47 and P = 0.37; CD8:P = 0.77 and P = 0.66 in spleen T cell (%) and T cell number respectively. **b-c**) CD8^+^ T cells with the indicated genotype were activated, and cell surface expression of CD25, cell size (FSC) (**b**) (n = 3 experimental replicates, P = 0.59 and P = 0.76 for CD25 and cell size respectively), and cell viability (**c**) (n = 5 experimental replicates, P = 0.84) were determined by flow cytometry. Data are representative of 3 independent experiments. Error bars represent mean ± SD. ns, not significant, Statistical differences were determined by unpaired Two-tail Student’s *t-*test (**a-c**). Source data

**Extended Data Fig. 3:**
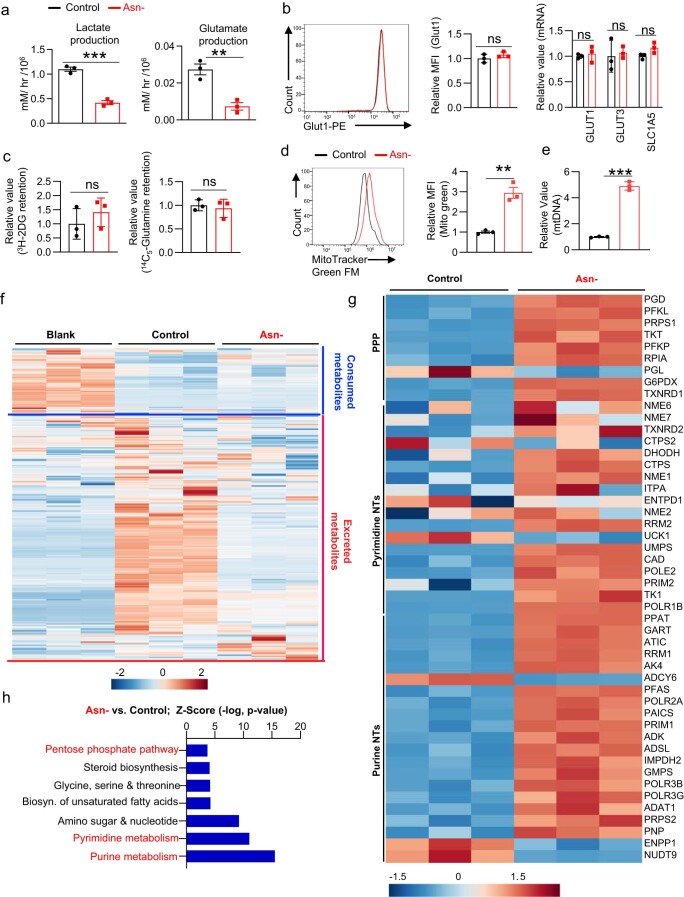
Asn restriction rewires the central carbon metabolism in CD8^+^ T cells. **a**) The indicated metabolites were quantified by the YSI bioanalyzer. The production was determined by calculating the difference between blank and spent medium (6 hr incubation of T cells collected in the late phase/72 hr) (n = 3 experimental replicates, P = 0.0003 and P = 0.0048 for lactate and glutamate production respectively). **b**) Cell surface expression of Glut1 was determined by flow, and mRNA expression of indicated genes was quantified by qPCR. (n = 3 experimental replicates, P = 0.27 for Glut1 expression and P = 0.61, P = 0.73 and P = 0.06 for Glut1, Glut 3 and Slc1a5 respectively). **c**) glucose and glutamine uptake were determined by intracellular retention of [^3^H]-2-deoxy-glucose and [^14^C_5_]-glutamine, respectively (n = 3 experimental replicates, P = 0.39 and P = 0.64 for glucose and glutamine uptake respectively). **d-e**) Mitochondria mass was determined by Mito Tracker green FM staining by flow cytometry (**d**) (n = 3, P = 0.0021), and mitochondrial DNA was quantified by qPCR (**e**) (n = 3, (P < 0.0001). Data are representative of 3 independent experiments. **f**) The extracellular metabolome of indicated groups was determined by LC-MS (Fig. 3a). (**g-h**) Differently expressed metabolic gene signatures were determined by the IPA analysis of RNAseq (in the late phase/72 h) (**g**) and a heatmap depicting log 10-fold change of differentially expressed metabolic genes (P = 0.0081) (**h**). Data from **f-h** are representative of one experiment. Error bars represent mean ± SD. *P < 0.05, **P < 0.01, *** P < 0.001. Statistical differences were determined by unpaired Two-tail Student’s *t-*test (**a-d**) paired Two-tail Student’s *t-*test (**h**). Source data

**Extended Data Fig. 4:**
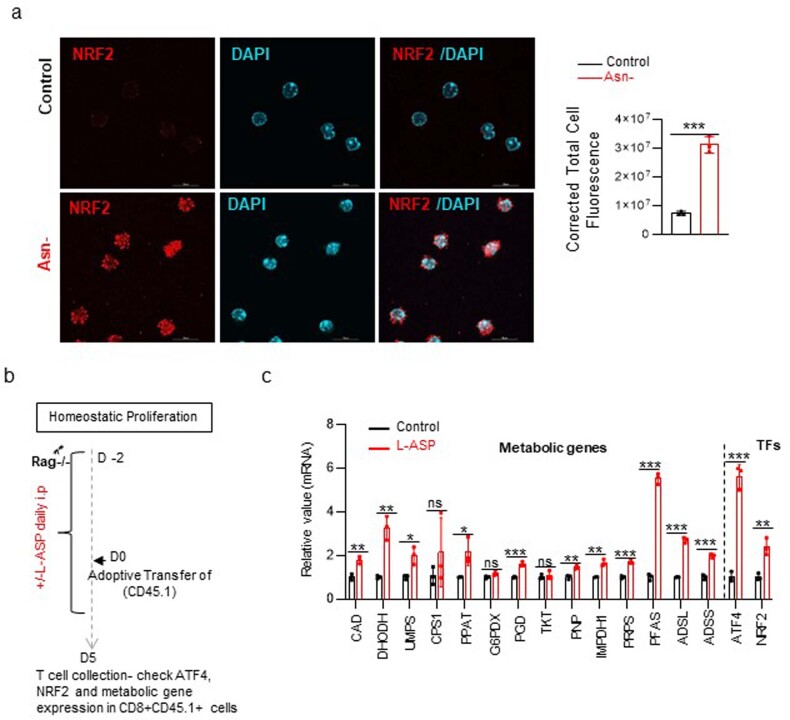
Asn restriction changes the gene expression profile in CD8^+^ T cells. **a**) Confocal imaging of NRF2 localization staining (red) and DAPI (blue) were analyzed using ImageJ (n = 3 experimental replicates, P = 0.0002). **b**) Schematic diagrams of animal experiments. **c**) The level of the indicated mRNA in cells after L-ASP was determined by qPCR (n = 3 experimental replicates, P = 0.0036, P = 0.002, P = 0.014, P = 0.31, P = 0.03, P = 0.09, P = 0.0007, P = 0.6, P = 0.003, P = 0.0015, P = 0.0006, P < 0.001, P < 0.001, P = 0.0003, P = 0002 and P = 0.0048 -CAD, DHODH, UMPS, CPS1, PPAT, G6PDX, PGD, TKT, PNP, IMPDH1, PRPs, PFAS, ADSL, ADSS, ATF4 and NRF2 respectively). Data are representative of two independent experiments. Error bars represent mean ± SD. *P < 0.05, **P < 0.01, *** P < 0.001. Statistical differences were determined unpaired Two-tail Student’s *t-*test (**a** and **c**). Source data

**Extended Data Fig. 5:**
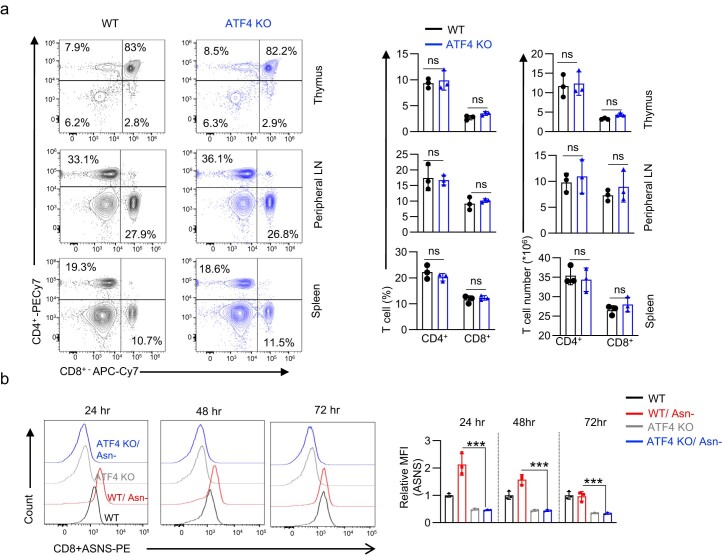
ATF4 is dispensable for T-cell development but is indispensable for ASNS induction. **a**) ATF4 is dispensable for normal T-cell development after the double-positive stage. Representative flow plots (left) and quantification of CD4^+^ and CD8^+^ distribution in the thymus, peripheral lymph nodes, and spleen (right) (n = 3 mice per group). **b**) ASNS expression in *ATF4* KO T cells was determined by flow cytometry at indicated time points (n = 3 experimental replicates, P = 0.0018, P = 0.0005 and P = 0.003 at 24, 48 and 72 h respectively). Data are representative of two experiments. Error bars represent mean ± SD. ns, not significant, Statistical differences were determined unpaired Two-tail Student’s *t-*test (**a** and **b**). Source data

**Extended Data Fig. 6:**
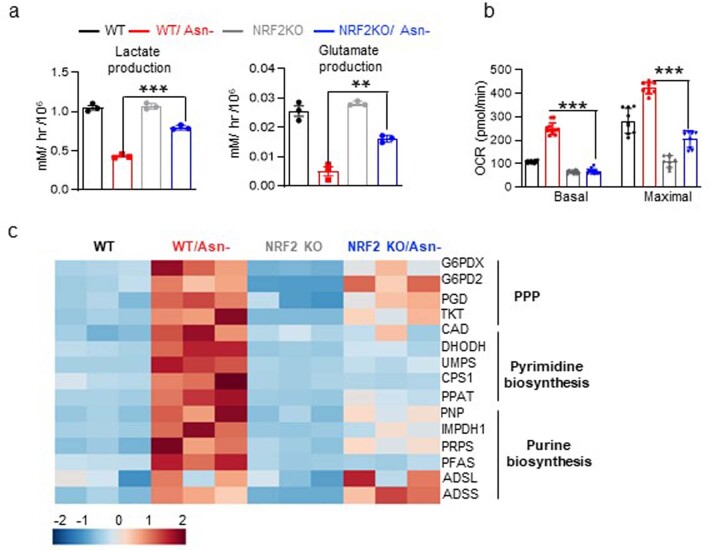
NRF2 regulates carbon consumption and nucleotide synthesis. **a**) The indicated metabolites were quantified by the YSI bioanalyzer. The production was determined by calculating the difference between blank and spent medium (6 hr incubation of T cells collected in the late phase/72 hr) (n = 3 experimental replicates, P < 0.001 and P = 0.0027 for lactate and glutamate production). **b**) OCR (in the late phase/72 hr) was determined by the Seahorse (n = 12 experimental replicates for basal and n = 9 experimental replicates for maximal OCR, P < 0.001 and P < 0.001 for basal and maximal OCR respectively). Data from **a-b** are representative of 3 independent experiments. **c**) The level of the indicated mRNA in cells collected 72 hr after activation was determined by qPCR and depicted by heatmap (log 10-fold change) (n = 3 experimental replicates). Data are representative of 2 independent experiments. Error bars represent mean ± SD. *P < 0.05, **P < 0.01, *** P < 0.001. Statistical differences were determined by unpaired Two-tail Student’s *t-*test (**a** and **b**). Source data

**Extended Data Fig. 7:**
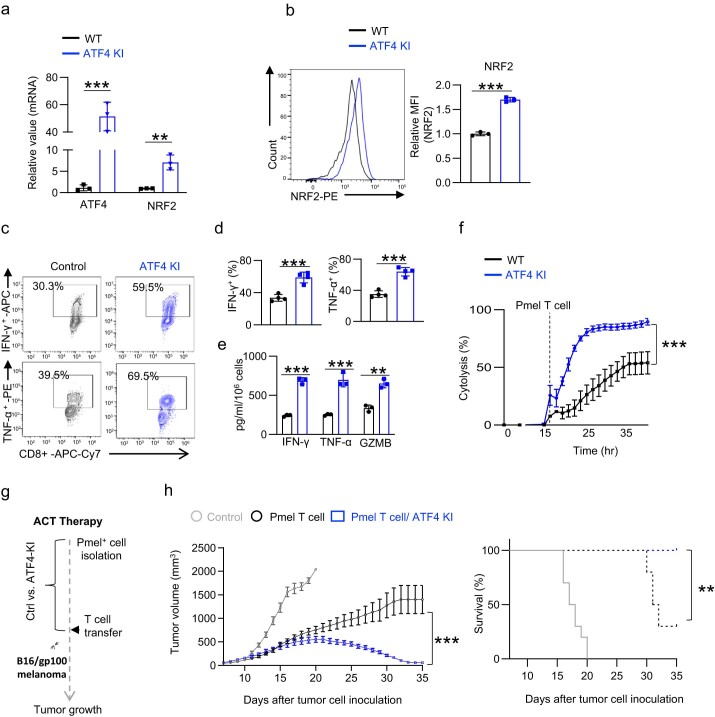
Activation of ATF4 enhances CD8^+^ T cell effector functions. **a**) The level of the indicated mRNA was determined by qPCR (n = 3 experimental replicates, P = 0.0012 and P = 0.0038 for ATF4 and NRF2 respectively). **b**) Representative flow plots (left) and quantification of NRF2 expression in indicated genotype (n = 3 experimental replicates, P < 0.001). (**c-h**) Cells with indicated genotypes were activated for 5 days, followed by restimulation with soluble antibodies (2 days). The expression of indicated cytokines was determined by flow cytometry (**c-d**) (n = 4 experimental replicates, P = 0.0007 and P = 0.0002 for IFN-γ and TNF-α respectively). The indicated protein in the cell culture medium collected 5 days after activation was quantified by ELISA (**e**) (n = 3 experimental replicates, P < 0.0001, P = 0.001 and P = 0.0014 for IFN-γ, TNF-α and GZMB respectively). Data from **a-e** are representative of 3 independent experiments. The cytolysis was determined by eSight (**f**) (n = 3 experimental replicates, P < 0.0001). Data are representative of 2 independent experiments. Error bars represent mean ± SD. Schematic diagram of the experiment (**g**). Tumor growth (left, **h**) and Kaplan-Meier survival curves (right, **h**) of mice bearing B16-gp100 tumor (n = 10 mice per group, left panel: P < 0.0001; right panel: P = 0.0013). Data are representative of 2 independent experiments. Error bars represent mean ± SEM. *P < 0.05, **P < 0.01, *** P < 0.001, ns, not significant. Statistical differences were determined by unpaired Two-tail Student’s *t-*test (**a, b** and **d-e**) and Two-way ANOVA (**f** and **h**) for tumor growth curve, and log-rank test for animal survival. Source data

**Extended Data Fig. 8:**
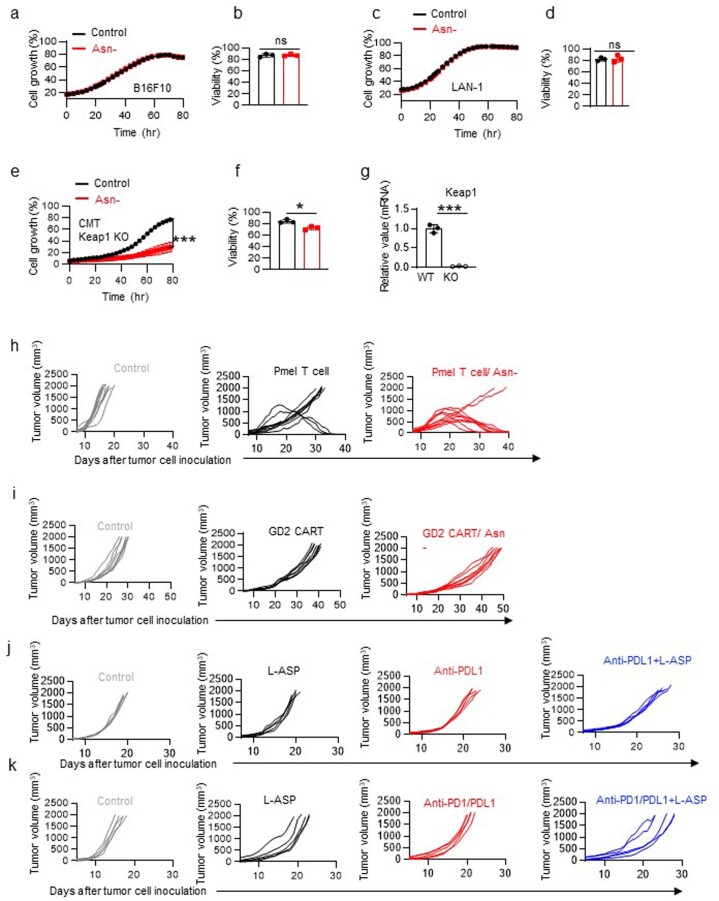
Asn restriction differentially affects T cells and tumor cells. **a-g**) B16F10, LAN-1, and CMT Keap1 KO cells were cultured in a medium with or without Asn. Cell growth **a**) (n = 3 experimental replicates), **c**) (n = 3 experimental replicates), and **e**) (n = 3 experimental replicates, P < 0.0001) was determined by live-cell imaging analysis (IncuCyte ZOOM™). Cell viability **b**) (n = 3 experimental replicates), **d**) (n = 3 experimental replicates), and **f**) (n = 3 experimental replicates, P = 0.01) was determined by 7AAD staining by flow cytometry. Data are representative of 3 independent experiments. **g**) Keap1 mRNA expression in CMT lung cancer cells was determined by qPCR (n = 3 experimental replicates, P < 0.0001). Data from **a-g** are representative of 2 independent experiments. Error bars represent mean ± SD. *P < 0.05, **P < 0.01, ns, not significant. Statistical differences were determined by unpaired Two-tail Student’s *t-*test (**b, d** and **f-g**) and Two-way ANOVA (**a, c** and **e**). **h-k**) Tumor growth of indicated groups (**h** represents Fig. 7b, i represent Fig. 7d, j represents Fig. 7f, and k represents Fig. 7h). Source data

## Data Availability

The RNA-seq data sets generated for this study are in the Gene Expression Omnibus (GEO) under accession number GSE201870. The authors declare that all other data supporting the findings of this study are available within the paper and supplementary information files. Source data are provided with this paper.

## Source data

Source Data Fig. 1 Statistical source data.
Source Data Fig. 2 Statistical source data and unprocessed western blots.
Source Data Fig. 3 Statistical source data.
Source Data Fig. 4 Statistical source data and unprocessed western blots.
Source Data Fig. 5 Statistical source data.
Source Data Fig. 6 Statistical source data.
Source Data Fig. 7 Statistical source data.
Source Data Extended Data Fig. 1 Statistical source data.
Source Data Extended Data Fig. 2 Statistical source data.
Source Data Extended Data Fig. 3 Statistical source data.
Source Data Extended Data Fig. 4 Statistical source data.
Source Data Extended Data Fig. 4a Unprocessed confocal images.
Source Data Extended Data Fig. 5 Statistical source data.
Source Data Extended Data Fig. 6 Statistical source data.
Source Data Extended Data Fig. 7 Statistical source data.
Source Data Extended Data Fig. 8 Statistical source data.

# Supplementary material for: Asparagine restriction enhances CD8+ T cell metabolic fitness and antitumoral functionality through an NRF2-dependent stress response
**Source:** Nat Metab. 2023 Aug 7;5(8):1423–39. doi: 10.1038/s42255-023-00856-1
**Supplement:** Source Data Extended Data Fig. 4a — Unprocessed confocal images.

Confocal image for control- NRF2 (red)

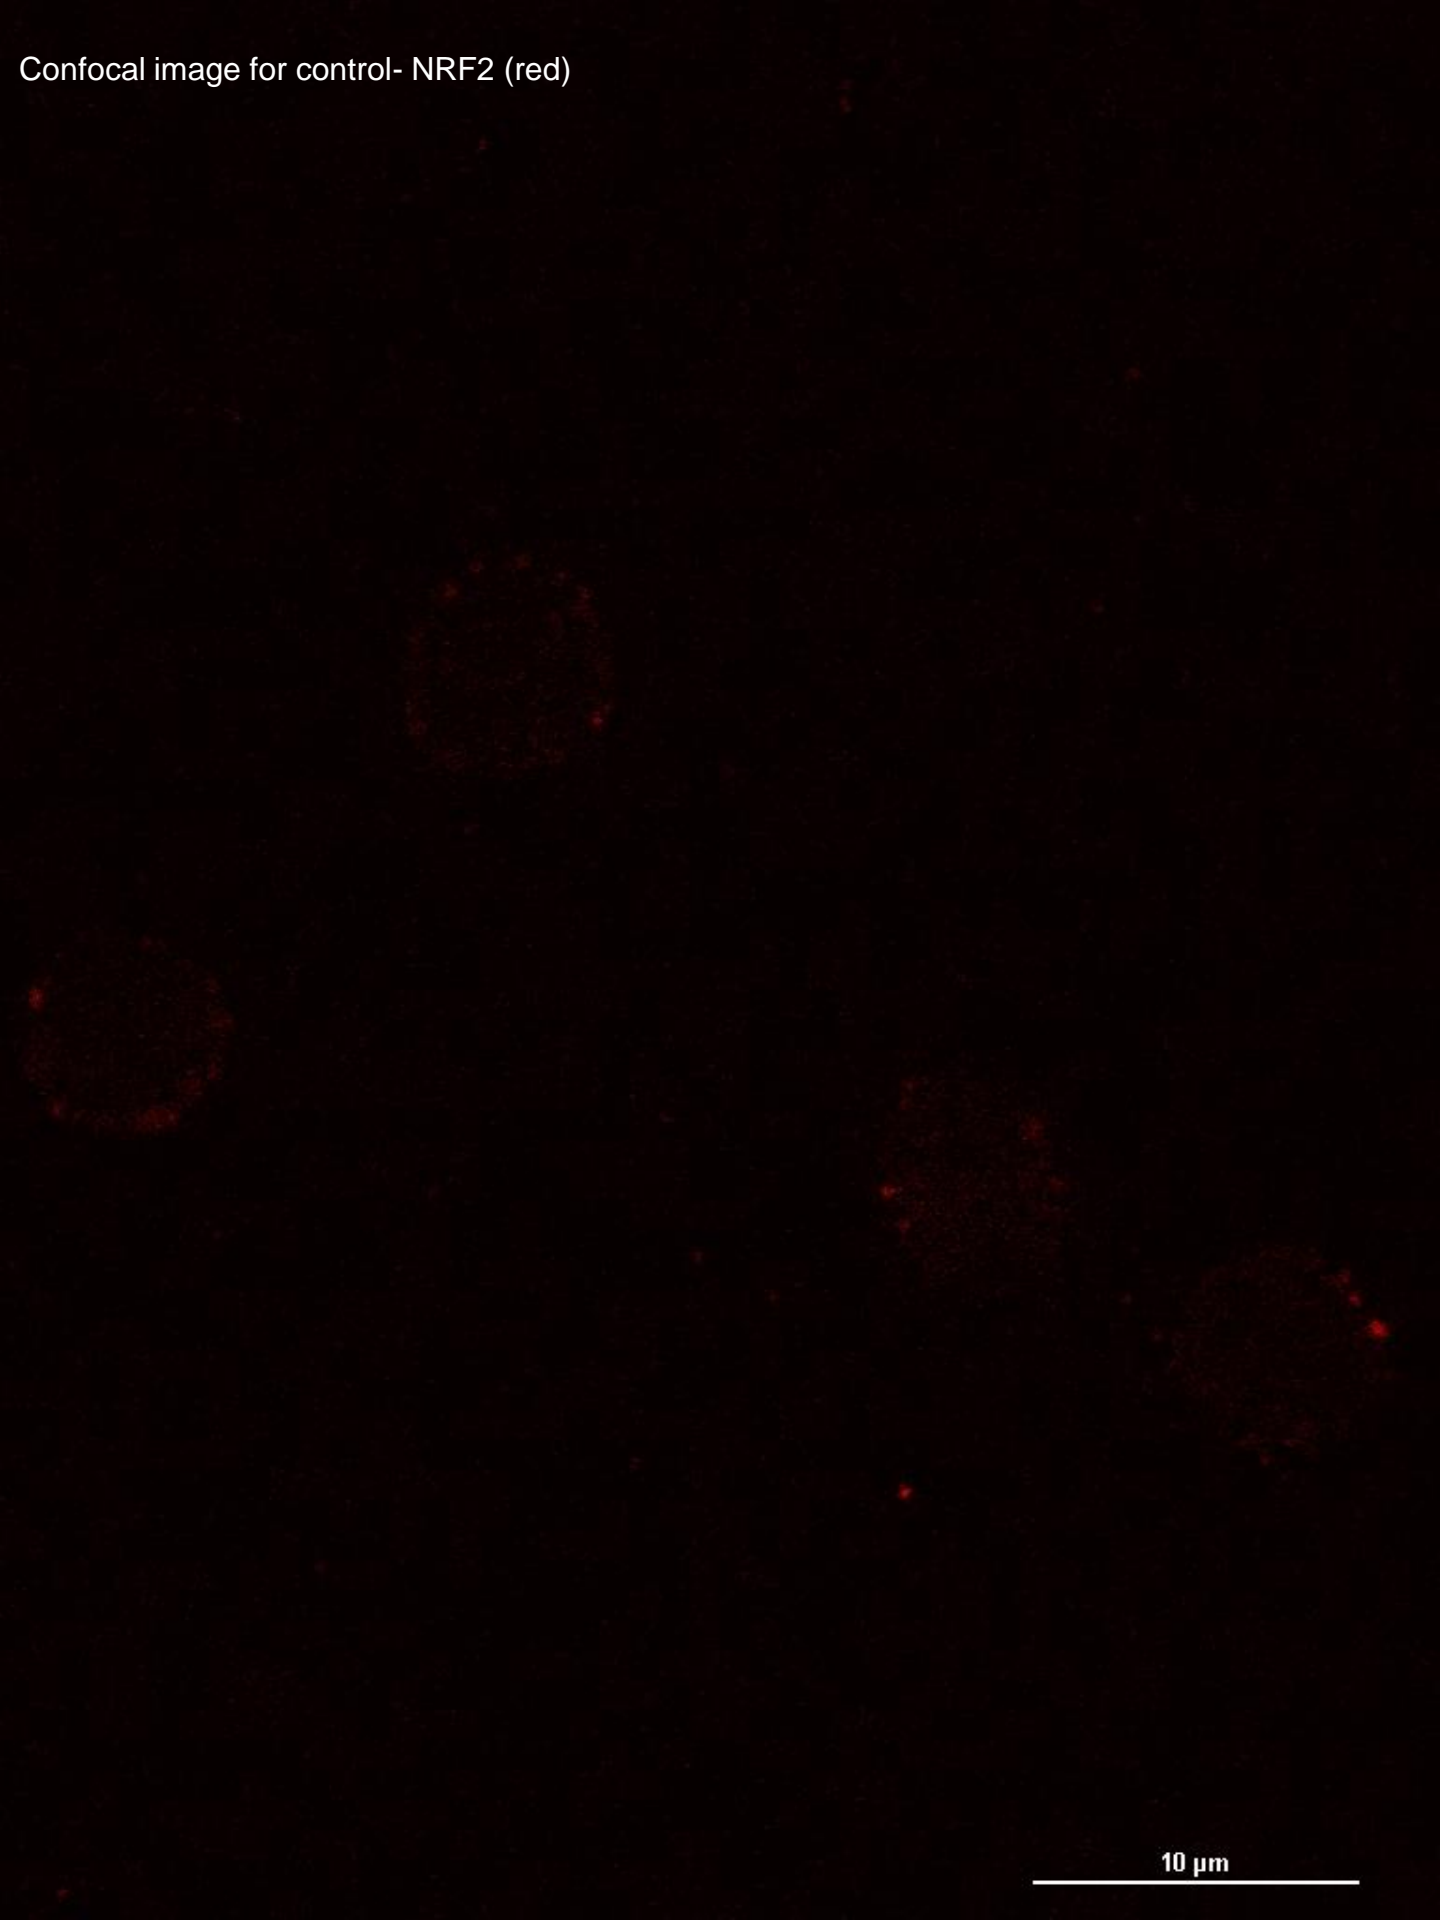

10 μm

Confocal image for control- DAPI (blue)

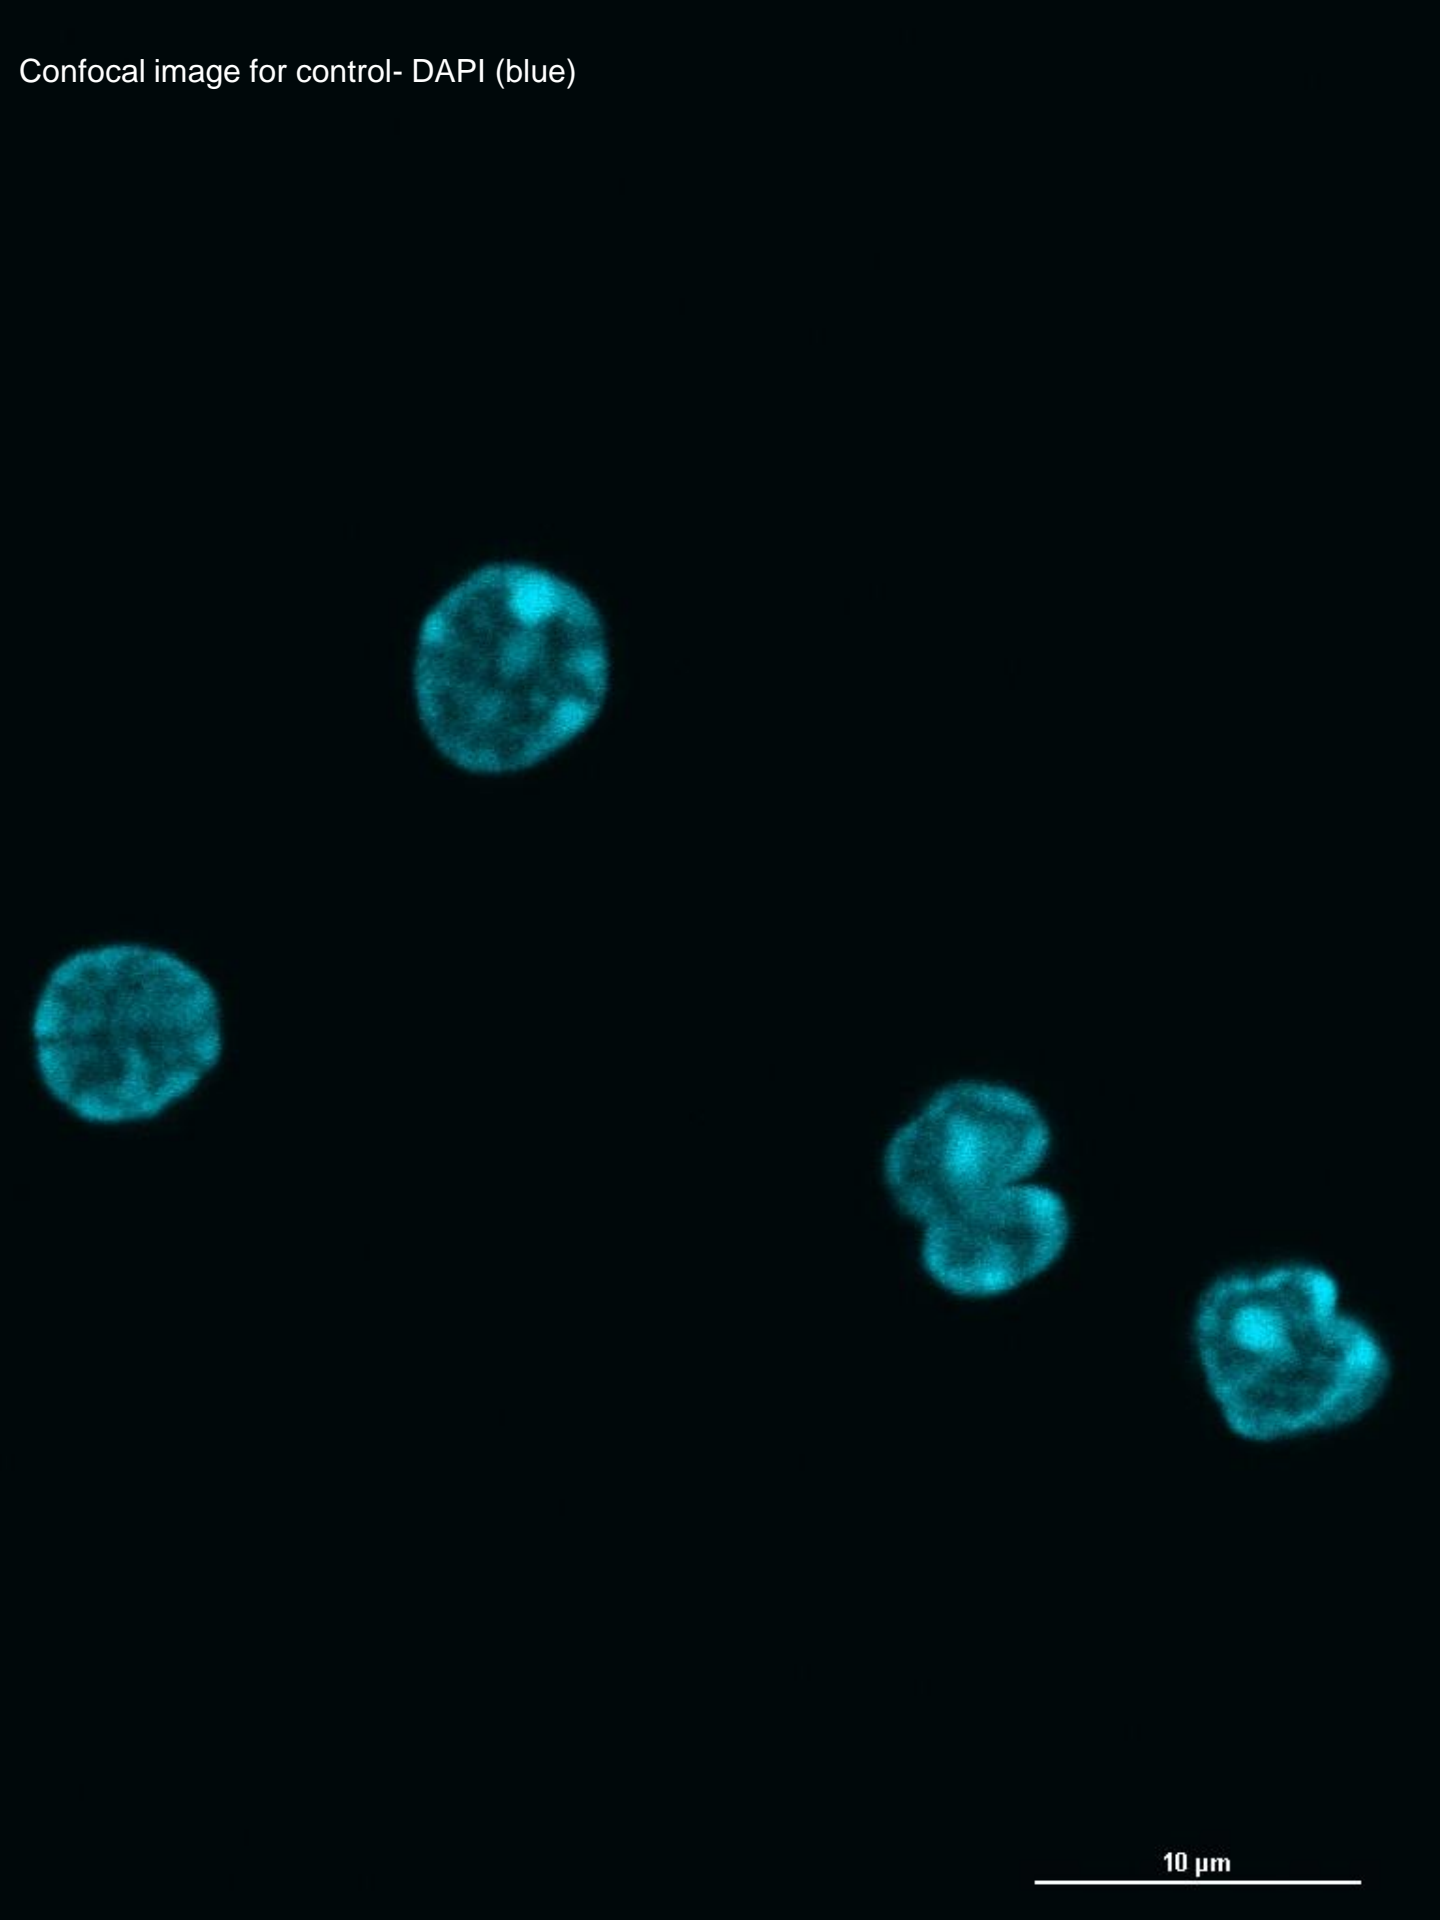

10 μm

Confocal image for control- NRF2 (red)+DAPI (blue) merged

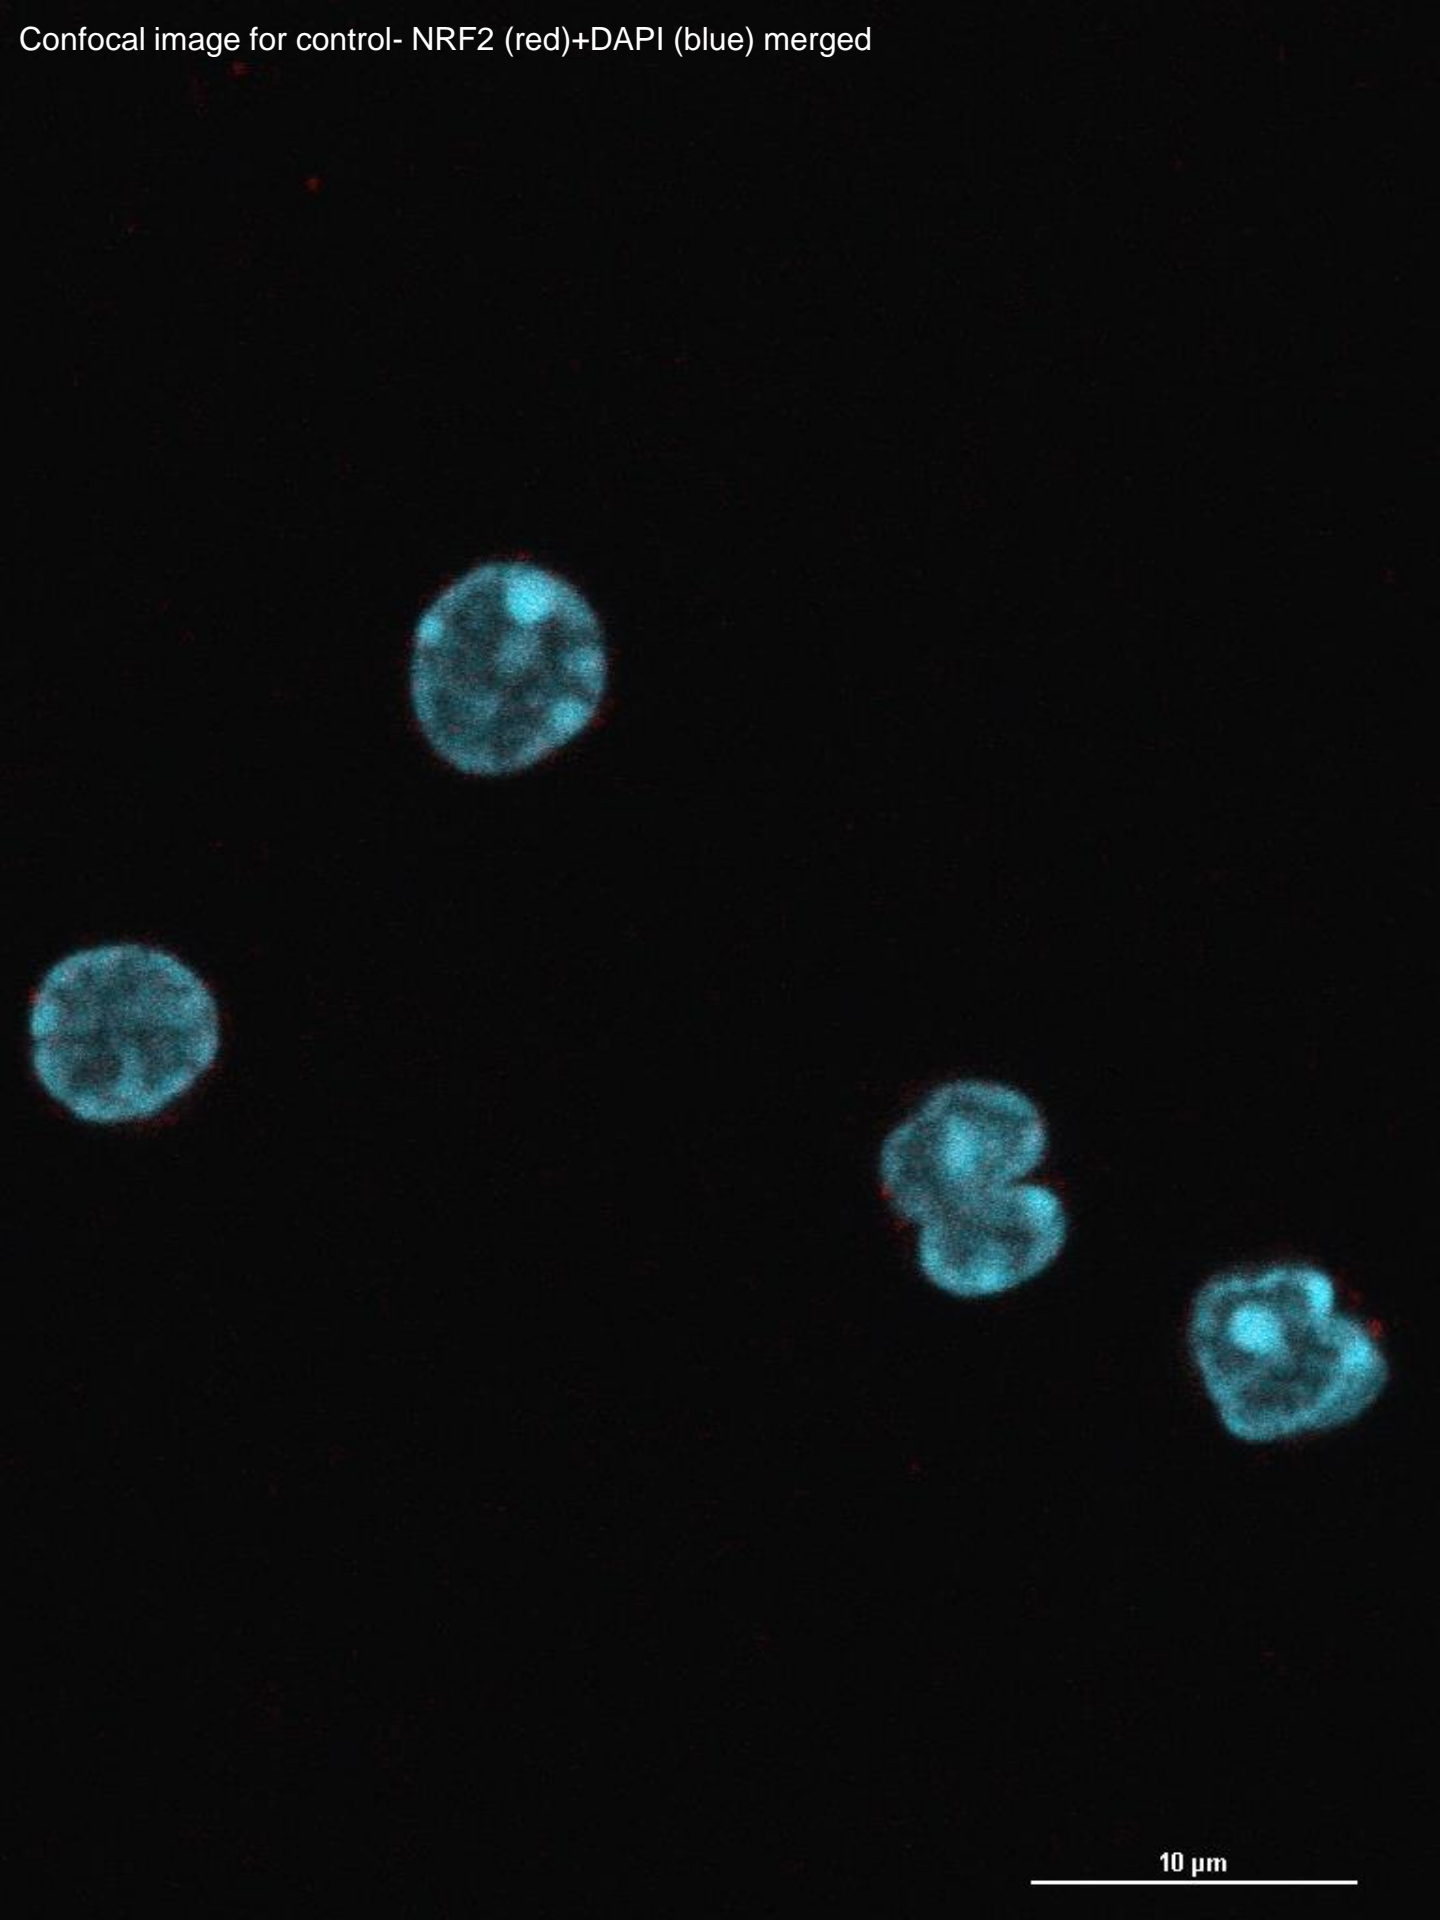

Confocal image for Asn restriction -NRF2 (red)

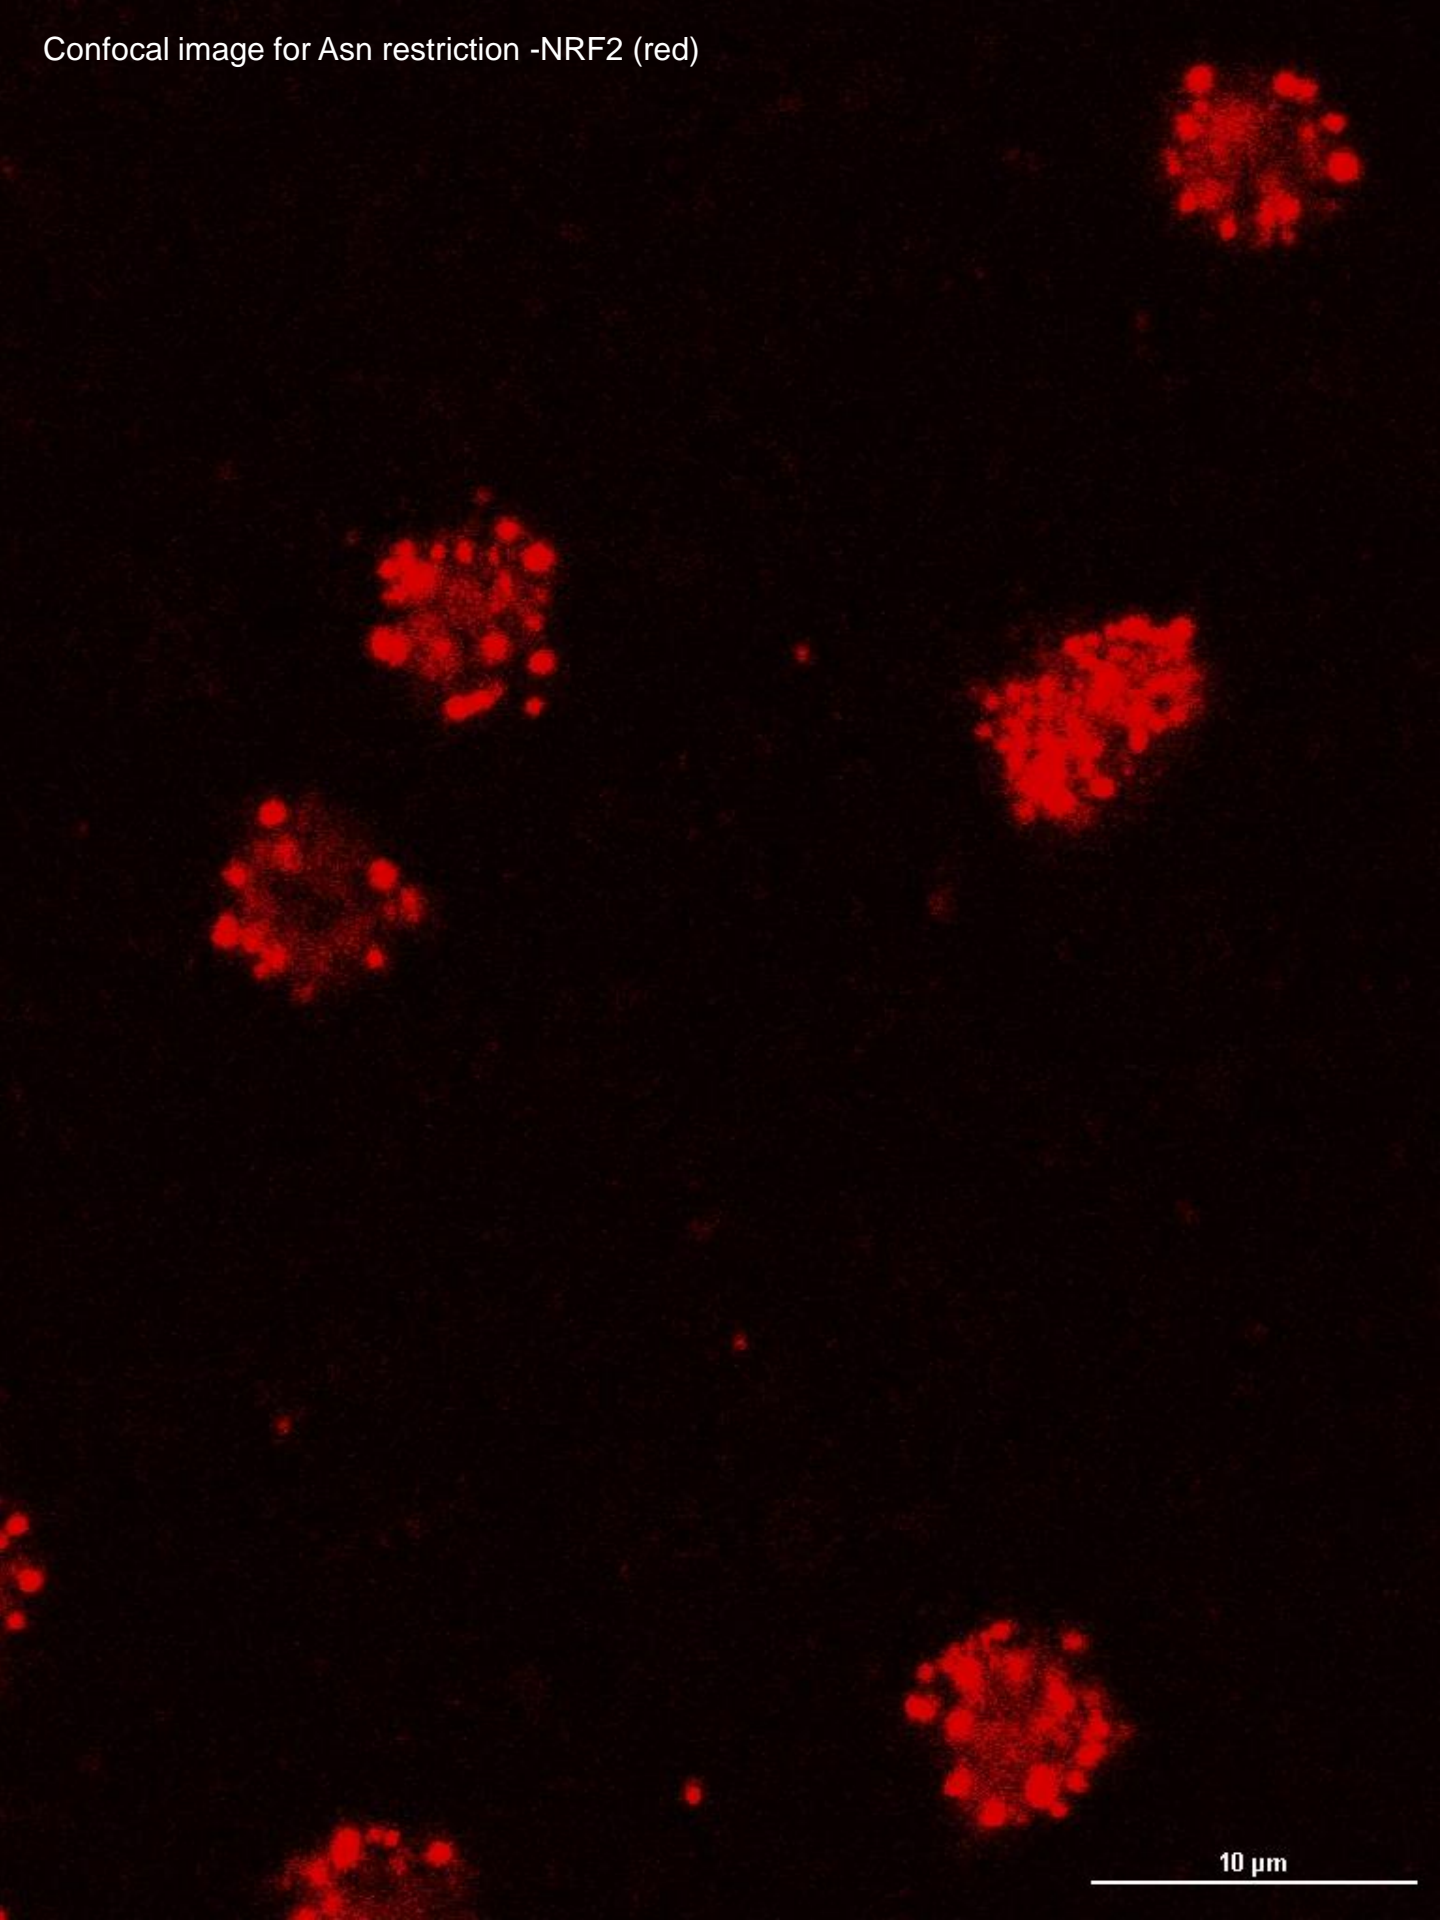

10 μm

Confocal image for Asn restriction -DAPI (blue)

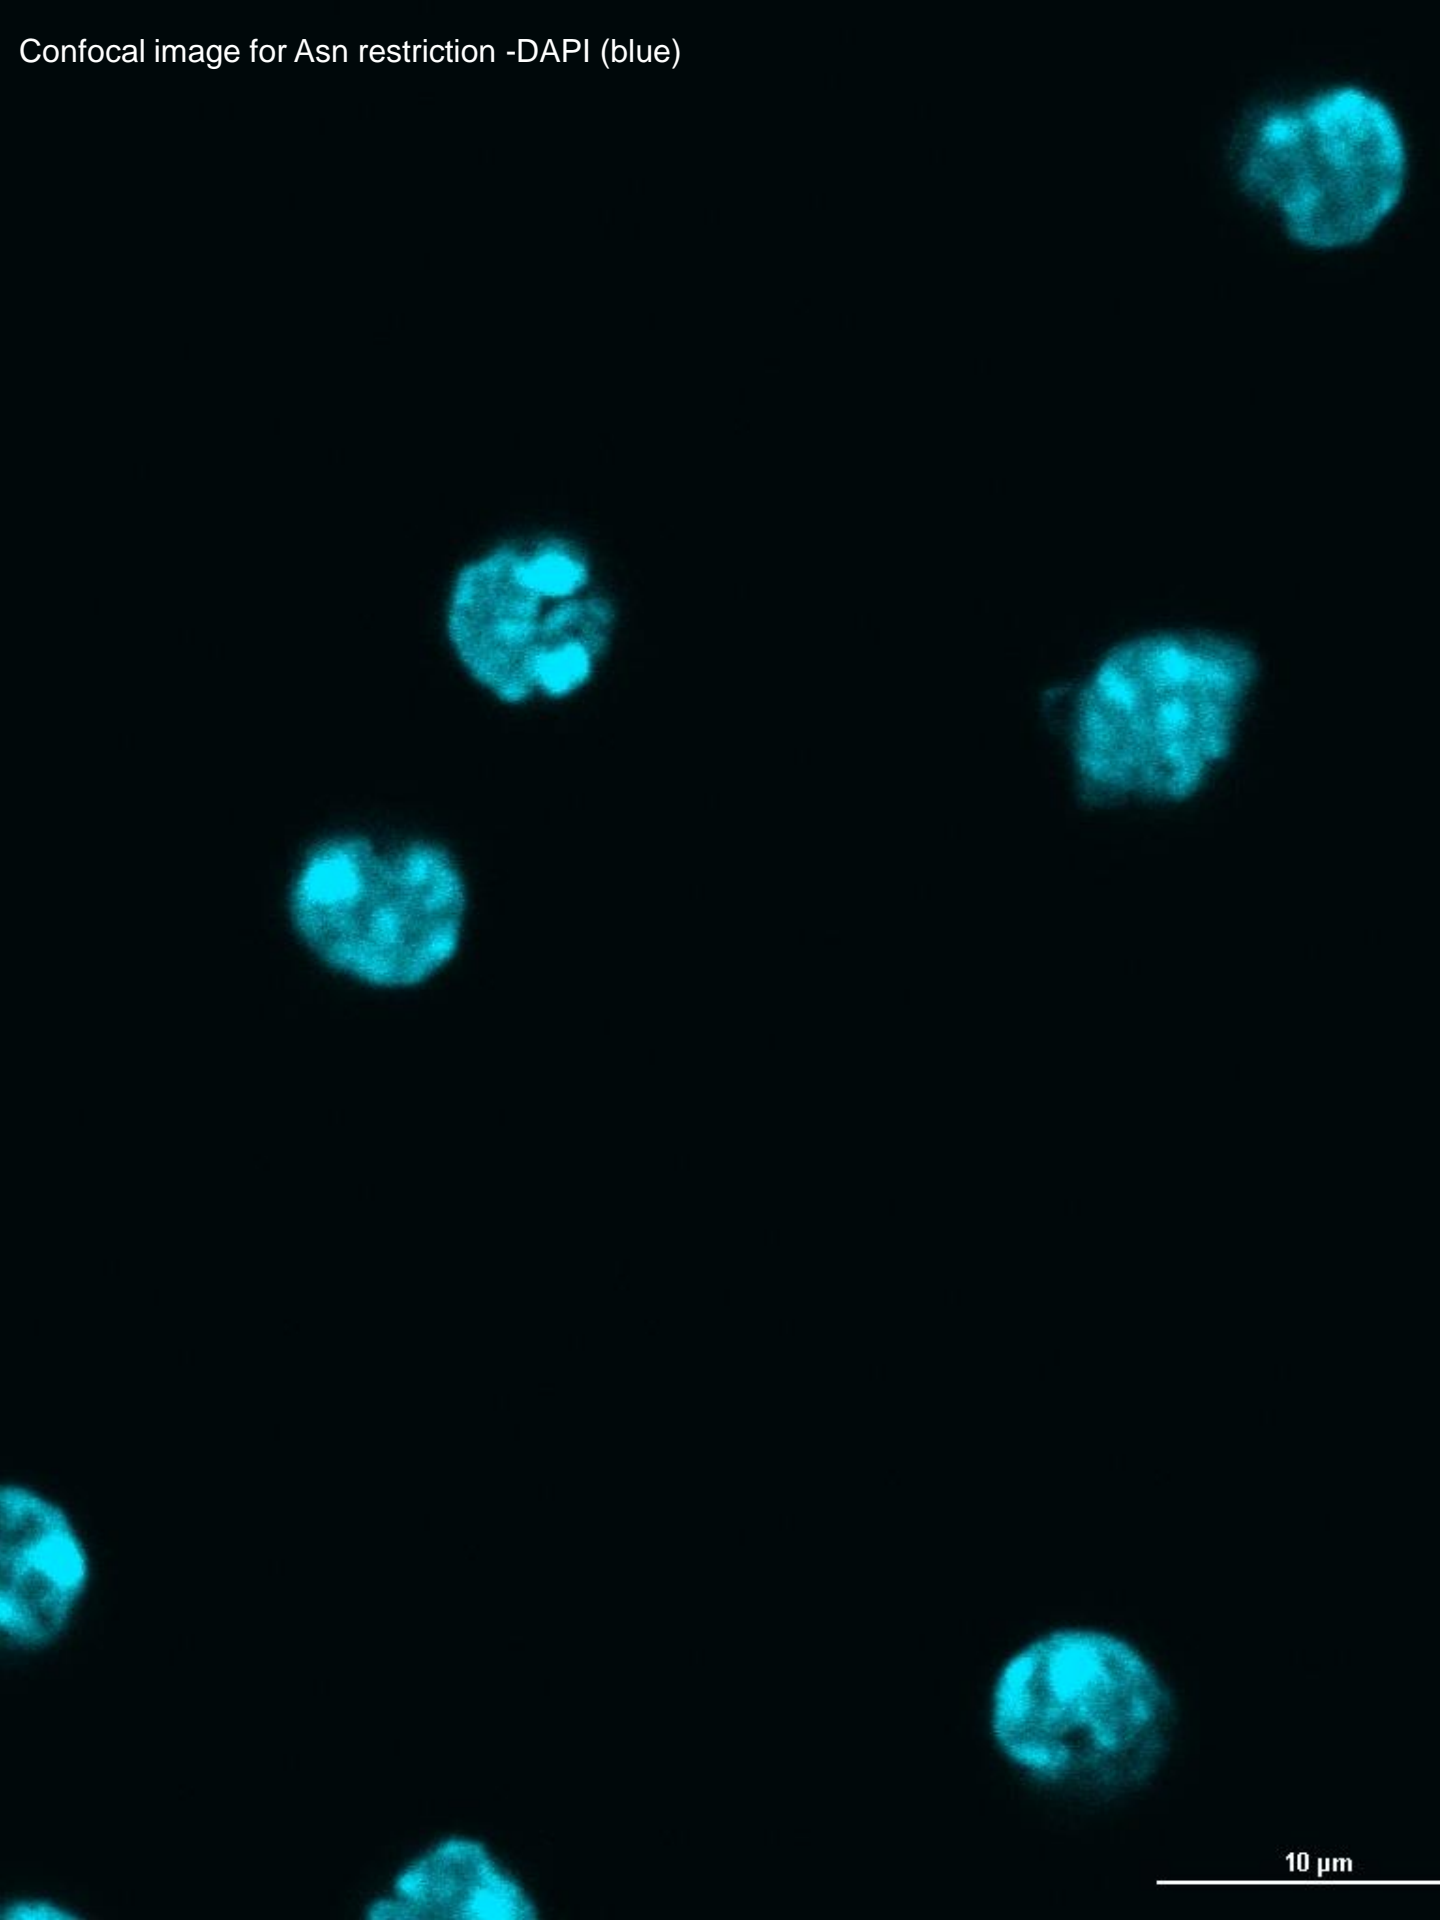

10 μ m

Confocal image for Asn restriction -NRF2 (red)+DAPI (blue) merged

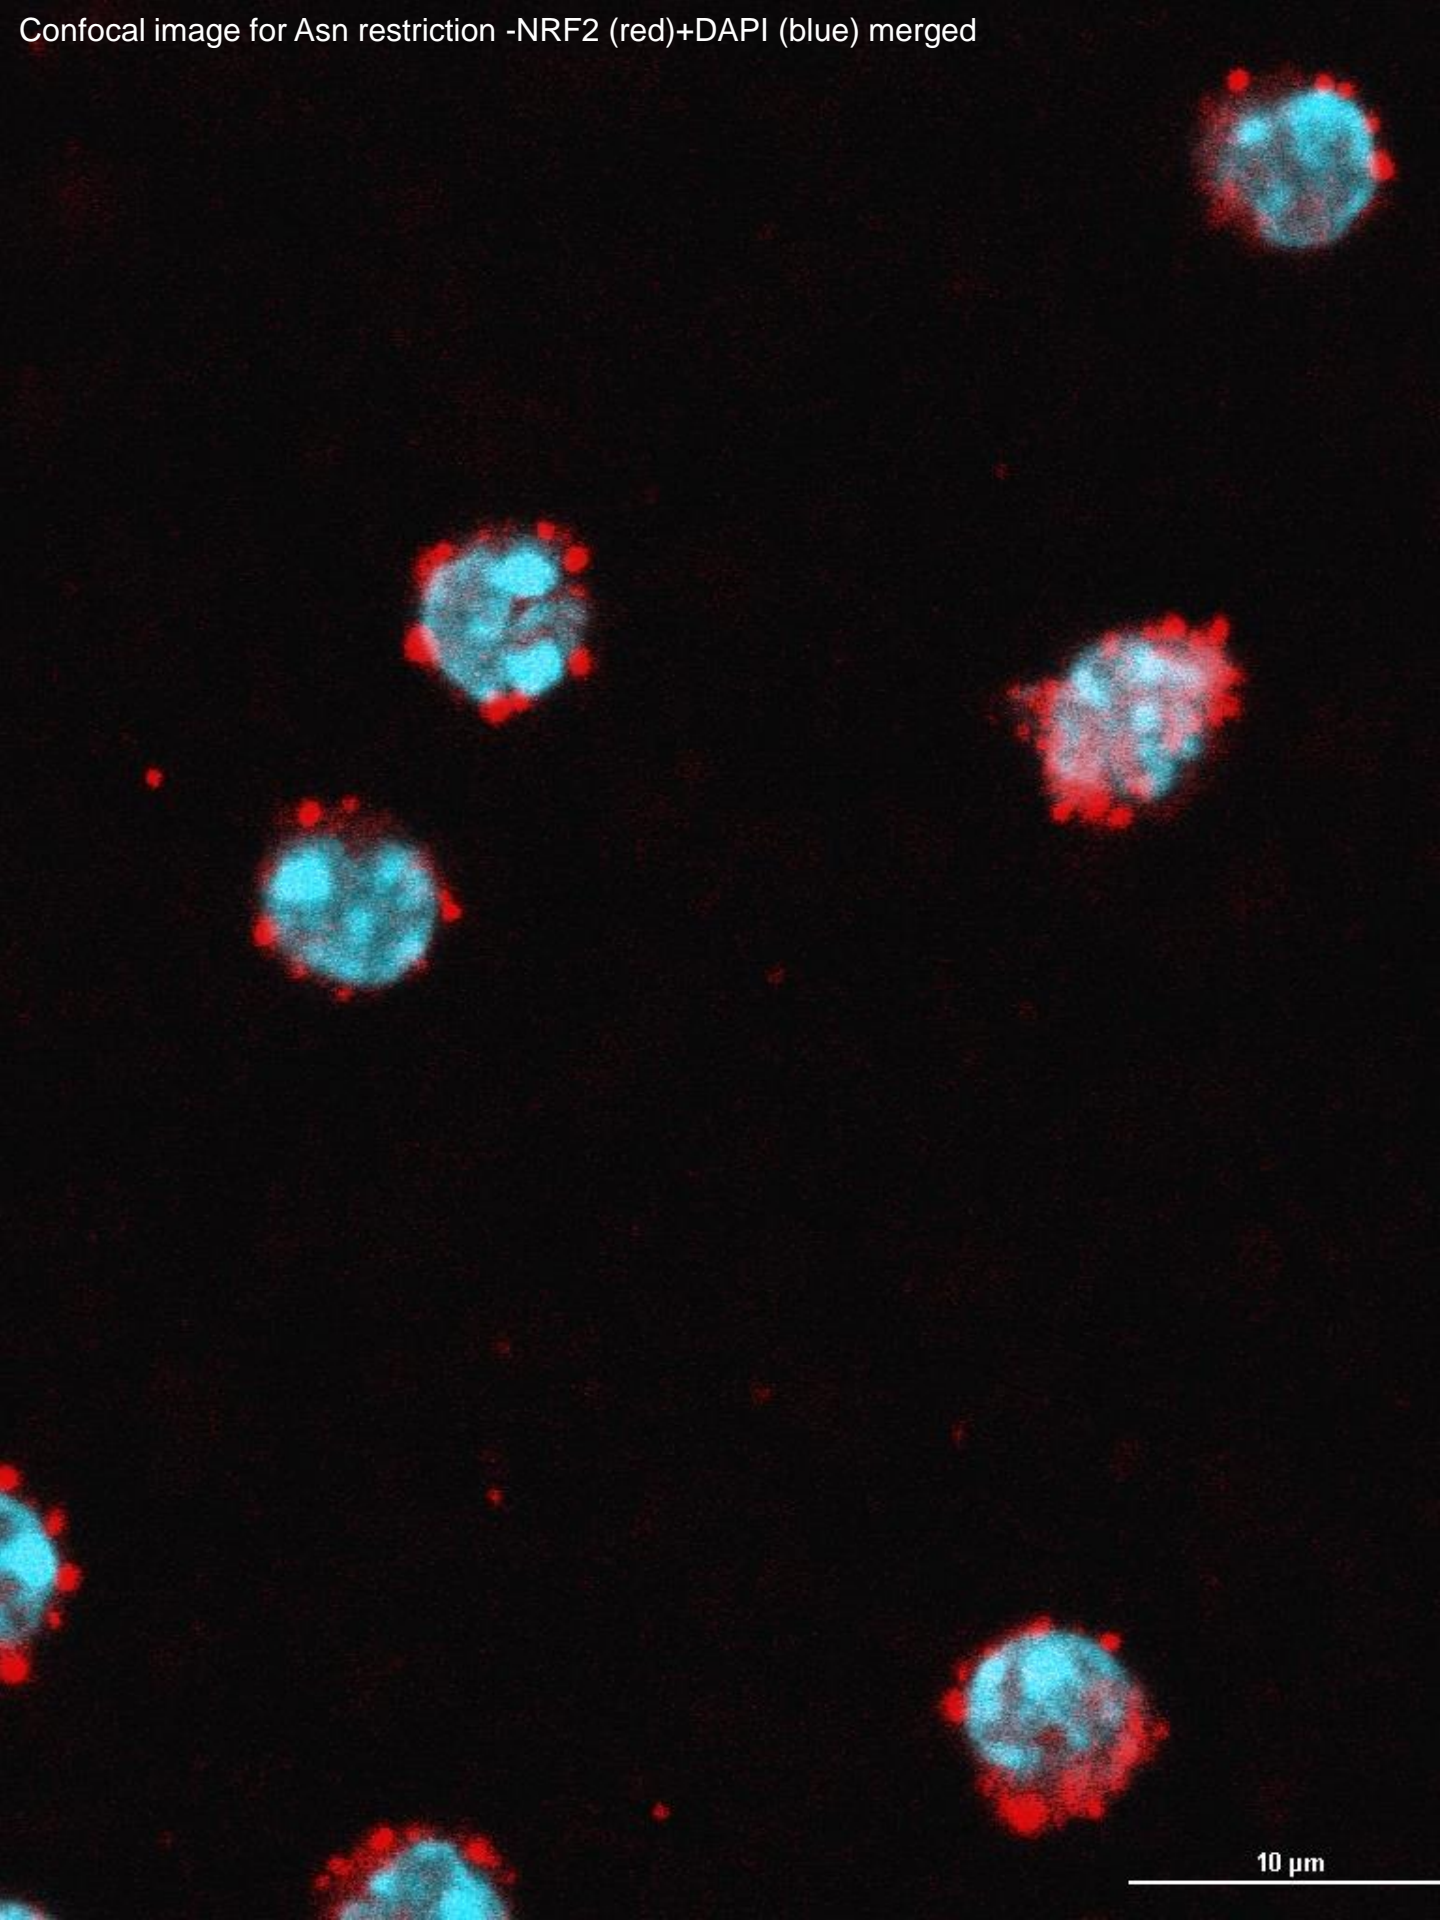

10 μm

How the deposited data were processed for this re-analysis (not part of the article)

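RNA was measured in naive CD8+ T cells of C57BL/6N mice that had been activated in control medium or under Asn restriction for 4, 24 or 72 h, with 3 libraries in each of 6 groups. The authors' notes name Trim Galore 0.60, STAR 2.7 and RSEM 1.31 and the genome builds hg19 and mm10; the paper's text refers to its Supplementary Information for the details of RNA sequencing, which was not at hand. The table holds raw counts in whole numbers and normalized counts for 18 libraries, with further values of the authors beside them. As deposited by the authors, the log2 values are fold changes of Asn restriction against control, and the notes do not say whether they were shrunken. The p-values as deposited are the authors' adjusted values for the same comparisons, and the test behind them is not stated. The group means are signal values that the authors made by averaging the normalized counts of 3 libraries, as deposited. Of its 18585 lines, 18522 are genes and 63 are ERCC spike-ins, which were kept out of library sizes and tests. Gene IDs were matched to the GENCODE M21 annotation (GRCm38) for positions: 17707 matched with their version number and 18508 without it. The median library had 18239124.5 counts, and counting error is small at this depth for all but weakly expressed genes.

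Counts were analysed in R 4.3.3. edgeR 4.0.16 filtered genes (filterByExpr), scaled libraries by TMM and fitted its quasi-likelihood model to all 18 libraries with a mean for each of 6 groups, which leaves 12 residual degrees of freedom. This left 14871 genes, 11944 of them protein-coding. The common biological coefficient of variation was 0.0607. Asn restriction was compared with control at each time point, and the effects were compared between 72 h and 24 h and between 24 h and 4 h as contrasts of the same fit. P-values were adjusted by Benjamini and Hochberg over all genes tested, with a threshold of 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of the test's F. Replicate numbers were not used to pair libraries.

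Gene lists, 36 with 899 genes of which 868 were tested, were compared with all other genes by camera of limma 3.58.1 with a preset correlation of 0.01, and p-values were adjusted over the lists within a comparison. The same test was run on 813 of the 1457 mouse Reactome sets of fgsea 1.28.0, those with 10 to 500 tested members. List scores are means of log2 CPM with a prior count of 2. They were compared by an exact permutation test, in which 3 libraries against 3 give a two-sided p of 0.1 at the smallest. Genes named in the text are those the paper names, the 10 largest rises and the 10 largest falls at each time point among genes with a mean of at least 10 CPM in a group and no overlap between the media, and up to 4 changed members of each list. Where a gene had no counts in a group, its bound was set from 3 counts per library; such floors cover counting error only.

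The methods were tested on simulated data, in which counts of 200 of the 14871 genes were changed. At 4 h, edgeR called 40, 54, 58 and 86% of genes changed by 1.25-fold, 1.5-fold, 2-fold and 4-fold, at 24 h 38, 52, 70 and 86%, and at 72 h 24, 54, 66 and 84%. Of all calls, 2.06, 4.24 and 4.61% were false at the 3 time points. Where the S phase list was lowered 1.25-fold, camera, fry and fgsea found it at every time point. Of the other lists, some of which share genes with the S phase list, fry called 2 at 4 h, and camera and fgsea called none. Counts were simulated gene by gene without correlation between genes. The calls of other lists thus do not give the rate of false list calls in real data. The alternatives tried were DESeq2 size factors, no TMM factors, the DESeq2 1.42.0 Wald test, limma-voom, no filter on low counts, at least 10 counts in every library, only the libraries of the time points compared, each library left out in turn, the replicate number as a block, other thresholds, and for lists an estimated correlation, fry and fgsea. The authors' size factors were added later. Unlike camera, fry does not compare a list with the other genes, and it called most of the lists that camera did not call at 24 h and 72 h.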

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

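The scaling test of the NRF2 targets, the test that leaves out a library, and the tests of histone copies and of cells in S phase were chosen after their results were seen. The difference between the effects at 72 h and 24 h was tested directly and passed for 8507 genes, 4390 up and 4117 down. Without TMM factors, the genes whose effect differs between 24 h and 72 h were 3346 up and 5261 down. Of 100 drawn splits of the libraries, 1, the real one, reached this count, and the highest other split gave 4028. The difference between 24 h and 4 h passed for 5396 genes, 2748 up and 2648 down. Without TMM factors, the genes whose effect differs between 4 h and 24 h were 4953 up and 1425 down. Again 1 of 100 splits reached the count, with 4413 as the highest other. Both sets of splits regroup libraries across the media within a time point. They stand for no effect of medium, so they cannot show that effects differ between time points. For the 6783, 8252 and 7313 genes changed at 4, 24 and 72 h, 10 splits are too few for a share under 0.05; the real split is 1 of 10, and the highest other split gave 0, 0 and 1 genes. Without TMM factors the log2 fold changes of all genes shift by -0.12, 0.11 and -0.11 at these times, and by -0.22 and 0.23 for the differences between 72 h and 24 h and between 24 h and 4 h.

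The effects on several gene lists differed between time points. From 24 h to 72 h the median log2 effect moved by 1.81 for S phase genes, by 1.23 for 41 ribosome biogenesis genes (camera adjusted p = 1.22e-34), by 2.49 for cholesterol synthesis (camera adjusted p = 4.88e-46) and by -1.32 for the type I interferon response (camera adjusted p = 0.00267). From 4 h to 24 h it moved by 0.41 for NRF2 targets (camera adjusted p = 0.000105). Cholesterol synthesis (median log2 fold change -1.30) and glycolysis (-0.85, or -0.70 with Aldoc at its bound) were lower at 4 h, histones were higher at 4 h (0.80, adjusted p = 0.187 with an estimated correlation) and interferon genes were higher at 24 h (1.03).

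NRF2 targets were lower at 4 h while Nfe2l2 was higher. Library scaling does not account for this, a test chosen after the result was seen, since the highest median under 4 other scalings, the ERCC spike-ins included, was -0.52, and neither do gene length and GC content, since the median was -0.45 (standard error 0.083) after their trend was removed. A candidate explanation is slower activation: in control cells the same list rose from 4 h to 24 h by a median of 0.60 (standard error 0.13; 16 up, 6 down), a value above the 0.5 set in advance by less than its standard error, and the control libraries of 4 h enter both comparisons. Lower NRF2 activity at its targets was not tested.

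Effects at 24 h and 72 h ran opposite ways in most genes changed at both times. Among other scalings the lowest share of opposite directions was 60.4% (ERCC spike-ins, 1483 genes changed at both times). With TMM it was 74.0% of 4814 genes. Opposite directions were thus the majority under each scaling, but a contribution of scaling to the share cannot be excluded. No number expected from independent calls was computed with the ERCC spike-ins. Without 1 of the 12 libraries the highest correlation of effects was -0.14, without control 72 h replicate 1. No single library thus accounts for the negative correlation. A delay along the time course may contribute: the 24 h effect had a correlation of -0.63 across genes with the change in control cells from 4 h to 24 h, and the 72 h effect of -0.46 with that from 24 h to 72 h. Shared control libraries alone gave -0.15 to -0.082 and -0.15 to -0.11 in 20 simulations. The lists did not all run that way. S phase genes fell in control from 24 h to 72 h (41 of 43) and were higher under Asn restriction at 72 h (36 up). Glycolysis genes rose in control over that time (16 up, 3 down of 21). They were higher under Asn restriction at 72 h too (14 up, 3 down), where a plain delay would leave them lower. A delay and a separate late response to Asn restriction remain open, and the sequenced libraries include no medium change to part them. The paper did change the medium in other assays (Extended Data Fig. 1g–j). It reports that restriction in the first 24 h alone was enough to raise cell number, cytokines and tumor cell killing at 72 h.

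Histone mRNAs were higher at 4 h (29 of 41, with a call lost when the correlation is estimated) while S phase genes were lower. More RNA without poly(A) tails was not seen in other classes: 164 snoRNA, scaRNA and snRNA genes had a median log2 fold change of -0.022 (standard error 0.063; 24 up, 16 down), although 6 scaRNA genes rose. Reads moving between near-identical copies would leave the summed share alone, but it rose from 0.103 to 0.211% of counts, a log2 ratio of 1.04. More cells in S phase would raise S phase genes, whose median was -0.28. That fall is part of the pattern being examined, so it cannot decide whether more cells were in S phase. A change in histone mRNA processing or decay remains open and was not tested.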

How the results depend on the processing

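The tests with the authors' size factors, and the settings for Reactome sets and list scores, were chosen after the data were seen. Of 54 main results, 42 stayed the same in every alternative, as did 163 of 168 named genes and 88 of 175 list tests. No named gene or list that passed in both the main test and an alternative changed direction, and no correlation between time points changed sign. For lists and genes, the same means the same side of the threshold, with the same direction where a test passed. For counts it means a total within 1.5 times the value reported, so a reversal could not show there. The balance of rises and falls did depend on scaling. Without TMM factors the larger side switched at 4, 24 and 72 h and for the difference between 72 h and 24 h. For correlations it means within the standard error from leaving out each library in turn. All 97 counts of changed genes stayed within 1.5 times the value reported, and of the list tests under alternatives 3429 were the same, 70 became stronger and 66 weaker. Scaling by the ERCC spike-ins was not among these alternatives. With it 1483 genes changed at both 24 h and 72 h, against 4814 with TMM. Of the named genes, Tbx21 at 72 h, Impdh1 at 72 h and Il2ra at 24 h lost their call in some alternatives, and Ifng at 4 h and Slc2a3 at 72 h passed without TMM factors. The alternative with another pseudocount was not run, since counts were given.

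The correlation of effects between 24 h and 72 h was -0.12 without a filter (18371 genes) and -0.36 with at least 10 counts in every library (10248 genes), and -0.20 to -0.14 when a library was left out. Between 4 h and 24 h it was 0.32 with limma-voom, 0.18 without a filter, 0.48 with at least 10 counts in every library, 0.35 with only the libraries of the time points compared, and 0.25 to 0.28 when a library was left out. Between 4 h and 72 h it was -0.076 without a filter and -0.19 with at least 10 counts in every library. These alternatives change which genes are tested or the fit; the cause was not tested further.

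The call of cytosolic tRNA synthetases at 4 h ended without TMM factors (adjusted p = 0.130) and with an estimated correlation (0.0627), that of histones at 4 h with an estimated correlation (0.187) and that of pro-survival genes at 24 h with limma-voom (0.0548). The call of G2/M genes at 72 h ended without TMM factors (0.0591), with at least 10 counts in every library (0.0616) and with an estimated correlation (0.0539). CD8 effector genes at 24 h passed with at least 10 counts in every library (0.0424) and with fry (0.000147). With fry, TNF and NF-κB genes (0.000110), inflammatory response genes (5.00e-08) and pro-survival genes (1.04e-05) passed at 72 h. The difference between 72 h and 24 h in pro-survival genes passed with DESeq2's Wald test (0.0341) and fry (1.45e-07). The cause was not tested. With the replicate number as a block, there were 6460 genes changed at 4 h, 7857 genes changed at 24 h and 6952 genes changed at 72 h. There were then 8154 genes whose effect differs between 24 h and 72 h and 4965 genes whose effect differs between 4 h and 24 h. Deviations from the group mean were compared between control and Asn restriction libraries of a time point. Their correlations were -0.05 to 0.01 for libraries with the same number and -0.04 to 0.06 for other libraries. No pairing by number was seen, but a shared source of cells is not excluded by this. Depth limits weakly expressed genes: Il15 had 25 counts in all libraries together and was not tested.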

Differences from the paper's values

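The paper's values are quantitative PCR folds of Asn restriction over control, calculated from its source data and given with an SD, and the values here are folds of CPM from the sequenced libraries. Values are said to differ when they are apart by more than the larger of the 2 SDs and by more than 1.5 times, or by more than 1.5 times alone where control had at most 3 counts. In Fig. 4c, 2 of 4 compared values differed, both at 4 h, and the values of Atf4 and Nfe2l2 at 24 h did not. In Fig. 2b the value of Asns at 24 h did not differ. For Atf4 at 4 h (Fig. 4c) the fold was 9.95 ± 0.647 in the paper and 1.51 here, and for Nfe2l2 8.68 ± 1.3 and 2.04. The gap between the values stayed in every alternative set before the data were examined.

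In Fig. 6c at 72 h, 8 of 11 compared genes differed by this rule, Il2 among them on the ratio alone, and the paper's fold was the larger for the other 7. For Ifng the fold was 10.2 ± 3.57 in the paper and 4.61 here, and for Tnf 9.53 ± 3.33 and 2.06. For Gzmb the fold was 10.0 ± 3.3 in the paper and 2.57 here, and for Prf1 10.8 ± 2.39 and 5.87. For Il13 the fold was 5.91 ± 2.46 in the paper and 2.87 here, and for Il23a 8.91 ± 2.88 and 1.17. For Il6 the fold was 2.71 ± 1.02 in the paper and 1.58 here, and for Il2 6.07 ± 2.93 and 17.3. The ratio for Il2 rests on 1 count in control and has a counting interval of 3.39 to 861, which holds the paper's value, so a difference for Il2 is not detectable at this depth. The gap closed for Il2 without control 72 h replicate 2 and without Asn restriction 72 h replicate 1, and for Il6 without control 72 h replicate 2. For the other genes, and for Il2 and Il6 in the other alternatives set before the data were examined, it stayed. A gap opened for Il4 without Asn restriction 72 h replicate 2 and for Il22 without control 72 h replicate 3.

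In Extended Data Fig. 6c at 72 h, 19 of 23 compared genes differed, the paper's fold was the larger for 18 of them, and 22 of 23 were above 1 here. For Cad the fold was 6.41 ± 3.01 in the paper and 1.90 here, and for Dhodh 5.79 ± 1.41 and 1.50. For Ppat the fold was 11.7 ± 2.93 in the paper and 2.23 here, and for Pnp 5.22 ± 1.71 and 1.88. For Umps the fold was 5.52 ± 0.488 in the paper and 2.41 here, and for Prps2 4.74 ± 1.67 and 1.49. For Mthfd2 the fold was 2.94 ± 0.876 in the paper and 1.39 here, and for Mthfd1 6.47 ± 2.62 and 2.7. For G6pdx the fold was 4.18 ± 1.18 in the paper and 2.01 here, and for Tkt 9.89 ± 4.55 and 1.84. For Got1 the fold was 3.04 ± 0.941 in the paper and 1.33 here, and for Got2 3.48 ± 1.14 and 1.58. For Phgdh the fold was 3.85 ± 1.84 in the paper and 1.36 here, and for Psat1 4.89 ± 1.63 and 1.65. For Shmt2 the fold was 6.00 ± 1.87 in the paper and 1.15 here, and for Adsl 1.35 ± 0.432 and 2.22. For Impdh1 the fold was 7.40 ± 1.86 in the paper and 1.12 here, and for Adss 5.53 ± 3.05 and 1.46. For Adssl1 the fold was 5.67 ± 1.53 in the paper and 0.178 here, in the opposite direction. These gaps stayed in every alternative set before the data were examined.

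In the text on Fig. 4a and 4b, the paper reports that several enriched signatures are associated with ATF4 and NRF2. Here at 4 h, the time given for Fig. 4a, the ATF4 list and Nfe2l2 itself were higher, but the NRF2 target list was lower (median log2 fold change -0.53) and the list of ER chaperones and the unfolded protein response was lower too (-0.35). These are textbook lists and not the paper's own signatures, which were not at hand, and the legend of Fig. 4b names no time point. In the text on Fig. 1e, the paper gives opposite patterns for cell survival genes at the early and late time points, without a direction for each. Here the pro-survival list was higher at 24 h (camera adjusted p = 0.00167) and did not pass at 72 h (camera adjusted p = 0.484). The test fry called it higher at 72 h (adjusted p = 1.04e-05). The paper reports inflammatory signatures as higher at the late time point, from gene set enrichment analysis (Extended Data Fig. 1c). Its gene sets were not at hand, and the lists here stand in for them. At 72 h camera did not call the TNF and NF-κB list (adjusted p = 0.288) or the inflammatory response list (adjusted p = 0.220), and fry called both higher (adjusted p = 0.000110 and 5.00e-08). With fgsea neither list passed (adjusted p = 0.183 and 0.230).

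In the text on Extended Data Fig. 3b, the paper states that expression of nutrient transporters was not affected. The legend of its quantitative PCR gives no time point. The paper also found surface Glut1 protein by flow cytometry, and uptake of glucose and glutamine, unaffected (Extended Data Fig. 3b, c). The values here are mRNA only. Here Slc2a1 (Glut1) fell at 24 h (log2 fold change -0.60, adjusted p = 1.07e-10) and rose at 72 h (1.22, adjusted p = 4.31e-18), and it did not pass at 4 h (0.02, adjusted p = 0.825). Slc1a5 rose at 4 h (0.42, adjusted p = 7.86e-08), 24 h (0.27, adjusted p = 5.94e-05) and 72 h (0.68, adjusted p = 7.83e-12). Slc2a3 (Glut3) fell at 4 h (-0.35, adjusted p = 3.26e-05) and 24 h (-0.55, adjusted p = 3.22e-09). It did not pass at 72 h (-0.02, adjusted p = 0.817) except without TMM factors. The calls for Slc2a1 at 24 h and 72 h and for Slc1a5 at 72 h stayed in every alternative, and the other calls were not tested this way.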

Other observations

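Genes of cholesterol synthesis were lower under Asn restriction at 4 and 24 h and higher at 72 h. Of 24 such genes in the cholesterol synthesis list, 22 fell and 1 rose at 4 h (23 and 1 when adjusted over the list alone; camera adjusted p = 1.24e-33), and 23 fell and 1 rose at 24 h (23 and 1; median log2 fold change -1.54, camera adjusted p = 8.09e-44). At 72 h, 22 rose (22; median 0.79, camera adjusted p = 2.67e-22). At 24 h the desaturase genes Scd1, Fads2 and Scd2 fell by 5.79, 4.85 and 3.47 and the elongase gene Elovl6 by 2.19. Hmgcs1, the gene of HMG-CoA synthase, fell by 1.83 and rose 3.02-fold at 72 h. Genes of glycolysis went the same way: 18 of 21 fell at 4 h (18 when adjusted over the list alone; camera adjusted p = 6.18e-25), and all 21 at 24 h (21; median -0.94, camera adjusted p = 8.13e-29). At 72 h, 14 rose and 3 fell (14 and 3; median 0.59, camera adjusted p = 4.01e-11). These are mRNA levels. The paper measured lower glycolytic activity, glucose consumption and lactate production at 72 h (Fig. 3b, c and Extended Data Fig. 3a). Slc2a1, the glucose carrier gene, fell by 0.60 at 24 h and rose 2.33-fold at 72 h. Of 76 genes of oxidative phosphorylation, 62 fell at 24 h (63 when adjusted over the list alone; median -0.34, camera adjusted p = 2.76e-08). At 72 h, 39 rose and 11 fell (39 and 12; camera adjusted p = 0.00345, and adjusted p = 0.0676 with an estimated correlation and 0.0512 with at least 10 counts in every library). Mitochondrially encoded mRNAs did not pass as a list (6 of 10 down at 24 h, camera adjusted p = 0.142; 6 of 10 up at 72 h, camera adjusted p = 0.189), but did in 5 of 18 alternatives at 24 h and in 2 of 18 at 72 h, fry among them. The 72 h difference leaned on control 72 h replicate 2, with a list score of 6.295. The other control libraries had 7.117 and 7.274, and those under Asn restriction 7.25 to 7.455. All 41 ribosome biogenesis genes rose at 72 h (41 when adjusted over the list alone; median 0.89, camera adjusted p = 5.10e-52), Nolc1 by 1.67 and Polr1b by 1.49 on the log2 scale. At the same time 26 of 34 translation initiation factors rose and 4 fell (27 and 5 when adjusted over the list alone; median 0.47, camera adjusted p = 3.03e-11).

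At 4 h the immediate early genes Egr1 and Btg2 rose 6.62-fold and 7.59-fold. At that time 34 of 44 TNF and NF-κB genes rose and 5 fell (35 and 5 when adjusted over the list alone; median log2 fold change 0.68, camera adjusted p = 3.80e-25). Cd69, an early activation marker, rose 2.58-fold at 4 h and 1.89-fold at 24 h, and Il2ra, the IL-2 receptor alpha chain gene, rose 1.24-fold at 4 h, 1.10-fold at 24 h and 1.43-fold at 72 h. The call for Il2ra at 24 h (adjusted p = 0.0115) was lost without control 24 h replicate 2 and without Asn restriction 24 h replicate 1. These values of Cd69 and Il2ra are mRNA levels. At the cell surface, the paper reports lower CD69 and CD25, the protein that Il2ra encodes, at 24 h (Fig. 1b). Of 26 T cell activation genes, 18 rose and 3 fell at 4 h (18 and 3 when adjusted over the list alone; median log2 fold change 0.55, camera adjusted p = 1.20e-15). Of 25 interferon genes, 18 rose and 3 fell at 24 h (18 and 3 when adjusted over the list alone; camera adjusted p = 0.000114), Rtp4 5.29-fold and Irf7 4.02-fold. At 72 h, 12 fell and 2 rose (13 and 2; median -0.39, camera adjusted p = 0.0409, and adjusted p = 0.0539 with an estimated correlation). This interferon call was lost in 7 of 18 alternatives (highest adjusted p = 0.0726), among them the fit without control 72 h replicate 2 (adjusted p = 0.0522). Of 23 autophagy genes, 13 rose and 1 fell at 24 h (13 and 1 when adjusted over the list alone; camera adjusted p = 0.000422), Sqstm1 2.85-fold. Cdkn1a, the gene of the cell cycle inhibitor p21, rose 4.84-fold at 24 h. ATF4 targets were still higher at 24 h (22 up, 5 down of 34, 22 and 6 when adjusted over the list alone; camera adjusted p = 4.53e-11). They did not pass at 72 h (16 up, 8 down, 16 and 10 when adjusted over the list alone; camera adjusted p = 0.154). NRF2 targets did not pass at 24 h (9 up, 13 down of 28, 10 and 13 when adjusted over the list alone; median -0.17, mean 0.04, camera adjusted p = 0.432). They were higher at 72 h (17 up, 5 down, 17 and 5 when adjusted over the list alone; median 0.38, camera adjusted p = 5.83e-05), Me1 3.38-fold and Prdx1 2.68-fold. The list of inhibitory receptors and exhaustion regulators was higher at 4 h (9 up, 3 down of 16, 9 and 3 when adjusted over the list alone; camera adjusted p = 2.92e-06), with the transcription factor gene Nr4a1 at 3.71-fold. The list did not pass at 24 h (camera adjusted p = 0.250) or 72 h (camera adjusted p = 0.570, with a median above 0 and a test below it). All 41 histone genes, near-identical copies that may share reads with a summed share at 4 h of log2 ratio 1.04, fell at 24 h (41 when adjusted over the list alone; median -1.60, camera adjusted p = 6.48e-40).

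Markers of other cell types did not pass as lists with camera at 4 or 24 h. The camera adjusted p was 0.863 and 0.616 for B cells, 0.495 and 0.152 for CD4 and regulatory T cells, 0.620 and 0.772 for NK and gamma-delta T cells and 0.619 and 0.223 for myeloid and dendritic cells. At 24 h, 5 of 12 myeloid and dendritic cell markers rose (5 when adjusted over the list alone; median log2 fold change 0.66), and fry called this list (adjusted p = 3.71e-08). With fry, the lists of CD4 and regulatory T cells at both times, of myeloid and dendritic cells and of NK and gamma-delta T cells at 4 h and of B cells at 24 h also passed. Of 8 erythroid and platelet markers, 1 was tested, which is too few for a list. CD8 T cell markers did not pass at 24 h (camera adjusted p = 0.542). The share of ERCC counts under Asn restriction minus control was 0.017 points at 4 h, -0.12 at 24 h and -0.34 at 72 h (exact two-sided p = 1, 0.3 and 0.2, where 0.1 is the smallest that 3 against 3 allow). Of 813 Reactome sets, 71 were higher and 182 lower at 4 h, 39 and 288 at 24 h, and 281 and 25 at 72 h. With an estimated correlation these counts were 16 and 124, 33 and 242, and 244 and 10. In control cells 41 of 43 S phase genes rose from 4 h to 24 h (median 2.59 on the log2 scale) and 41 fell from 24 h to 72 h (median -1.25). Ribosome biogenesis genes (40 down of 41) and cholesterol synthesis genes (1 up, 18 down of 24) also fell in control from 24 h to 72 h. Glycolysis (16 up, 3 down of 21), G2/M (40 up, 7 down of 54) and histone genes (32 up, 5 down of 41) rose instead.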
